# TFEB and TFE3 drive kidney cystogenesis and tumorigenesis

**DOI:** 10.15252/emmm.202216877

**Published:** 2023-03-29

**Authors:** Chiara Di Malta, Angela Zampelli, Letizia Granieri, Claudia Vilardo, Rossella De Cegli, Laura Cinque, Edoardo Nusco, Salvatore Pece, Daniela Tosoni, Francesca Sanguedolce, Nicolina Cristina Sorrentino, Maria J Merino, Deborah Nielsen, Ramaprasad Srinivasan, Mark W Ball, Christopher J Ricketts, Cathy D Vocke, Martin Lang, Baktiar Karim, Luisa Lanfrancone, Laura S Schmidt, W Marston Linehan, Andrea Ballabio

**Keywords:** BHD, cysts, kidney cancer, TFE3, TFEB, Cancer

## Abstract

Birt‐Hogg‐Dubé (BHD) syndrome is an inherited familial cancer syndrome characterized by the development of cutaneous lesions, pulmonary cysts, renal tumors and cysts and caused by loss‐of‐function pathogenic variants in the gene encoding the tumor‐suppressor protein folliculin (FLCN). FLCN acts as a negative regulator of TFEB and TFE3 transcription factors, master controllers of lysosomal biogenesis and autophagy, by enabling their phosphorylation by the mechanistic Target Of Rapamycin Complex 1 (mTORC1). We have previously shown that deletion of *Tfeb* rescued the renal cystic phenotype of kidney‐specific *Flcn* KO mice. Using *Flcn/Tfeb/Tfe3* double and triple KO mice, we now show that both Tfeb and Tfe3 contribute, in a differential and cooperative manner, to kidney cystogenesis. Remarkably, the analysis of BHD patient‐derived tumor samples revealed increased activation of TFEB/TFE3‐mediated transcriptional program and silencing either of the two genes rescued tumorigenesis in human BHD renal tumor cell line‐derived xenografts (CDXs). Our findings demonstrate in disease‐relevant models that both TFEB and TFE3 are key drivers of renal tumorigenesis and suggest novel therapeutic strategies based on the inhibition of these transcription factors.

**The paper explained**

**Problem**

Birt‐Hogg‐Dubé (BHD) is a hereditary cancer syndrome caused by germline pathogenic variants of the *FLCN* gene in which affected individuals are at risk for the development of cutaneous fibrofolliculomas, pulmonary cysts and pneumothoraces, and bilateral, multifocal renal cysts and solid tumors. There is currently no effective form of therapy for BHD‐associated cutaneous or lung lesions and the only treatment for the kidney tumors is surgical removal.

**Results**

While we and others have previously shown that FLCN loss results in nuclear translocation and constitutive activation of both TFEB and TFE3, and that genetic deletion of TFEB rescues renal cystogenesis in a kidney‐specific Flcn KO mouse model, the role of TFEB/TFE3 in human BHD tumorigenesis was unknown. In the current study, we show that both Tfeb and Tfe3 contribute to murine renal cystogenesis and that human BHD renal tumors are characterized by activation of the TFEB/TFE3 transcriptional program. We also show that silencing either TFEB or TFE3 in human BHD‐associated kidney cancer cells rescues xenograft tumorigenesis. In addition, we highlight the previously unrecognized presence of an aggressive human variant of BHD‐associated RCC characterized by a pathologic phenotype reminiscent of both TFE3 papillary‐clear and TFEB eosinophilic‐clear renal cell carcinoma with cystic, cystic/solid, and solid features.

**Impact**

In this study, we highlight the critical role and clinical implications of TFEB‐ and TFE3‐driven solid, cystic and cystic/solid renal lesions. The finding that downregulation of several of the TFEB/TFE3 target genes had a significant effect on proliferation of BHD RCC tumor cells will hopefully provide the foundation for the development of an effective form of therapy for patients affected with this cancer and related disorders.

## Introduction

The *FLCN* gene encodes an evolutionarily conserved and ubiquitously expressed protein that forms heterodimers with either folliculin‐interacting protein 1 (FNIP1) or its homolog, FNIP2 (Hasumi *et al*, 2015). A main function of FLCN is to promote, through its GTPase Activating protein (GAP) activity, the activation of RagC and D GTPases, which participate in the regulation of the mechanistic Target Of Rapamycin Complex 1 (mTORC1) (Tsun *et al*, 2013; Lawrence *et al*, 2019; Shen *et al*, 2019). Mammals have four types of Rag GTPases (Rags): Rag A, B, C and D, which form obligate RagA/RagB and RagC/RagD heterodimers (Sekiguchi *et al*, 2001). The activity of the Rags depends on their nucleotide (GTP vs. GDP) binding state. In the presence of amino acids, RagA/B become GTP‐loaded and RagC/D GDP‐loaded, thus forming RagA/B‐GTP; RagC/D‐GDP heterodimers, which promote mTORC1 lysosomal recruitment and activity (Kim *et al*, 2008; Sancak *et al*, 2008). However, recent studies, including our own, have shown that whereas the GTP loading of Rag A and B is essential for the phosphorylation of all mTORC1 substrates, the GDP loading of RagC/D is dispensable for mTORC1‐mediated activity toward some substrates, such as S6K and 4E‐BP1, but is essential for the phosphorylation of MiT‐TFE transcription factors (TFs), in particular Transcription Factor EB (TFEB) and E3 (TFE3) (Wada *et al*, 2016; Lawrence *et al*, 2019; Napolitano *et al*, 2020). Because of these substrate‐specific differences, the pathway through which mTORC1 phosphorylates MiT‐TFE factors was named noncanonical mTORC1 signaling (Napolitano *et al*, 2022). The structure of the mTORC1‐TFEB‐Rag‐Ragulator protein complex was recently solved by Cryo‐EM, providing structural evidence for mTORC1 substrate specificity (Cui *et al*, 2023).

MiT‐TFE TFs can bind the same DNA motifs (Hemesath *et al*, 1994) and act as master regulators of lysosomal biogenesis and autophagy (Sardiello *et al*, 2009; Settembre *et al*, 2011; Martina *et al*, 2014). mTORC1 exerts a crucial control of MiT‐TFE TFs by inhibiting their cytoplasm‐to‐nucleus translocation through the phosphorylation of specific serine residues (Martina *et al*, 2012; Roczniak‐Ferguson *et al*, 2012; Settembre *et al*, 2012). Therefore, by activating RagC/D, FLCN enables mTORC1‐mediated phosphorylation of TFEB and TFE3, thus acting as a key negative regulator of these factors. Loss‐of‐function pathogenic variants of *FLCN* are known to cause Birt‐Hogg‐Dubé (BHD) syndrome, an autosomal dominant disorder characterized by pulmonary and renal cysts, spontaneous pneumothorax, benign cutaneous fibrofolliculomas, and an increased risk of developing kidney tumors (Schmidt & Linehan, 2015). Individuals affected with BHD inherit germline *FLCN* variants, whereas somatic “second hit” alterations are found in BHD‐associated kidney tumors (Vocke *et al*, 2005) resulting in loss of function. BHD syndrome is associated with mTORC1 hyperactivation (Baba *et al*, 2006, 2008; Chen *et al*, 2008), which paradoxically contradicts the view of FLCN as a positive regulator of mTORC1 (Petit *et al*, 2013; Tsun *et al*, 2013). We and others explained this paradox by demonstrating that loss of FLCN selectively impairs mTORC1‐mediated phosphorylation of TFEB and TFE3, resulting in their constitutive activation, without affecting the phosphorylation of other key mTORC1 substrates, such as S6K and 4EBP1 (Wada *et al*, 2016; Lawrence *et al*, 2019; Napolitano *et al*, 2020; Li *et al*, 2022). TFEB and TFE3 constitutive activation in turn promotes mTORC1 hyperactivity through a previously described mTORC1‐TFEB/TFE3‐mTORC1 feedback loop (Di Malta *et al*, 2017). We recently showed that genetic deletion of TFEB completely rescued renal cystogenesis and associated early lethality, as well as mTORC1 hyperactivation, in kidney‐specific *Flcn* KO mice (*Flcn* ^*flox/flox*^; *Ksp‐cre* ^+^), thus pointing at TFEB as a key driver of BHD associated kidney pathology (Napolitano *et al*, 2020). However, in this study, we did not explore a possible role of TFE3, whose function is known to largely overlap with that of TFEB. Furthermore, the high severity of the renal cystic phenotype of kidney‐specific *Flcn* KO mice leads to early lethality, before the development of kidney tumors, thus hampering the evaluation of the role of TFEB/TFE3 in kidney tumorigenesis. Here we show, using murine disease‐relevant models as well as BHD‐associated renal tumors, that both TFEB and TFE3 play important roles not only in the kidney cystic phenotype but also in human renal tumor formation.

## Results and Discussion

As above discussed, FLCN loss is known to promote nuclear translocation and constitutive activation of both TFEB and TFE3 (Hong *et al*, 2010; Petit *et al*, 2013). In order to evaluate the role of TFE3 in the BHD renal phenotype, we crossed *Tfe3* null mice, which are viable and fertile (Steingrimsson *et al*, 2002), with kidney‐specific *Flcn* KO mice to generate *Flcn*/*Tfe3* kidney‐specific double KO (DKO) mice (*Flcn* ^*flox/flox*^; *Ksp‐cre* ^+^; *Tfe3* ^−/−^ mice) and compared their phenotype to that of kidney‐specific *Flcn* KO mice (*Flcn* ^flox/flox^; *Ksp‐cre* ^+^) and kidney‐specific *Tfeb/Flcn* DKO mice (*Flcn* ^flox/flox^; *Tfeb* ^flox/flox^; *Ksp‐cre* ^+^). We found that *Flcn/Tfe3* DKO mice were indistinguishable from *Flcn* single KO mice even at a late disease stage (post‐natal (p) day 18), showing multiple cysts expanding the cortex and medulla. Cysts were lined by a single or multiple layers of cuboidal epithelial cells (Fig 1A). In line with this observation, both *Flcn/Tfe3* DKO mice and *Flcn* single KO mice showed excessive levels of blood urea nitrogen (BUN), due to kidney dysfunction, and lethality at approximately post‐natal day 22 (Fig 1B and C). Thus, in this mouse model TFE3, unlike TFEB, appears to have a marginal role in the phenotype. Accordingly, RNA‐seq analysis showed that the expression of 139 transcripts was significantly increased in the kidneys of *Flcn* KO at a precystic stage (p2), and this upregulation was fully abrogated upon genetic depletion of TFEB but not TFE3 (Dataset EV1). 

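RNA from mouse kidneys at postnatal day 2 was sequenced as 35 QuantSeq 3′ mRNA libraries, in which each read comes from the 3′ end of a transcript. The Flcn cross gave 5 libraries labelled Flcn KO and 5 controls, the Flcn/Tfeb cross 4 libraries labelled Flcn/Tfeb DKO and 3 controls, and the Flcn/Tfe3 cross 10 libraries labelled Flcn/Tfe3 DKO and 8 controls. The 17 libraries of the Flcn and Flcn/Tfeb crosses are called set A. Those of the Flcn/Tfe3 cross came as 2 tables, set B with 6 libraries labelled DKO and 3 controls and set C with 4 and 5, and the set was a term in each fit of that cross. The authors trimmed the reads with bbduk (bbmap suite 37.31), aligned them on mm10 with STAR and counted them on genes with HTSeq-count 0.9.1. They deposited these counts without normalization, so the normalization in Rosalind is not part of the values given here.
Reads counted on genes ranged from 1689378 to 3469217 per library labelled Flcn KO (median 2823219) and from 1895543 to 3564751 per control of that cross (median 2273253). The ranges were 1652649 to 2889820 for libraries labelled Flcn/Tfeb DKO (median 2790410) and 1832651 to 2992169 for their controls (median 1889295). In set B they were 3122979 to 4239356 for libraries labelled Flcn/Tfe3 DKO and 3538665 to 3873439 for controls (median 3861965). In set C they were 3159884 to 3555791 and 1719367 to 2909353 (median of the controls 2737576), and the median over the 10 libraries labelled Flcn/Tfe3 DKO was 3482862. A count of 0 allows up to 3 counts, which is 0.708 to 1.82 CPM (counts scaled by library size) at these depths, and this limit covers counting error only. In the 26 libraries with a tally of reads left uncounted, 33.7% to 49.4% of reads aligned to more than 1 place and 7.92% to 19.9% fell on no gene.
Genes with low counts were removed with filterByExpr, the libraries were normalized by TMM, and the groups were compared with the two-sided quasi-likelihood test of edgeR 4.0.16. A gene was called where its Benjamini-Hochberg adjusted p was under 0.05. On simulated counts with 200 genes changed 2-fold, this test called 76% of the changed genes in the Flcn cross, 12.5% in the Flcn/Tfeb cross and 84% in the Flcn/Tfe3 cross.
The targeted genes were examined first. Flcn (ENSMUSG00000032633, chromosome 11 of mm10 from 59791408 to 59810016) had 15.3 ± 3.32 CPM (SD, n = 5) in libraries labelled Flcn KO and 14.1 ± 2.29 (SD, n = 5) in controls. Its log2 fold change was 0.088 (standard error 0.20, adjusted p = 0.93 from edgeR's test), and it lay between 0.011 without Flcn KO replicate 4 and 0.20 without Flcn KO replicate 2. In libraries labelled Flcn/Tfeb DKO the log2 fold change of Flcn was 0.11, or -0.0040 and 0.34 without control Flcn/Tfeb replicates 2 and 3, and in those labelled Flcn/Tfe3 DKO it was 0.20, or 0.31 and 0.12 without control Flcn/Tfe3 replicates 2 and 3. Tfeb had 7.10 ± 0.622 CPM (SD, n = 4) in libraries labelled Flcn/Tfeb DKO and 11.5 ± 6.44 (SD, n = 3) in controls, a log2 fold change of -0.73 (standard error 0.38, adjusted p = 0.80 from edgeR's test) that became -0.98 and -0.12 without control Flcn/Tfeb replicates 2 and 3. For Tfe3 in libraries labelled Flcn/Tfe3 DKO the log2 fold change was -0.086 (standard error 0.14, adjusted p = 0.94 from edgeR's test), with 19.0 ± 3.76 CPM (SD, n = 10) against 19.6 ± 3.21 (SD, n = 8), and it was -0.17 and -0.032 without control Flcn/Tfe3 replicates 2 and 3. Because reads at the 3′ end can lie past a deleted exon, and the Flcn counts do not fall, each group is named by the label of its libraries.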

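Between the libraries labelled Flcn KO and their controls, 62 of the 11932 genes tested were called, 54 higher and 8 lower. An unadjusted p under 0.05 was found for 1082 genes where chance gives 596.6, but 16 of 100 splits of these libraries, the real one included, gave at least 1082. The 54 genes are all among the 139 transcripts increased in Dataset EV1, and the 8 are all among the 52 that it gives as decreased. The number of called genes moved most, to 147, with the share of mitochondrial counts per library as a covariate, an alternative chosen after seeing the data. It was 40, 37 and 39 without Flcn KO replicates 2, 3 and 4. The files list 138 of the 139 genes, and 123 of them passed the filter on low counts. All 123 had a log2 fold change above 0, with a median of 0.82 (the same with Gpnmb, whose controls are at the floor, at its bound), and without Flcn KO replicate 3 the number called fell from 54 to 33. Adjusted over the list alone, all 123 were called, which is not independent evidence because the list was drawn from these libraries.
All 5 libraries labelled Flcn KO lay above all 5 controls for 199 of the genes tested and below them for 85, where chance separates 0.794% of genes. Of the 123 genes, 95 were separated in this way. A score per animal, the mean log2 CPM over the tested genes of the list less that of the controls of the same cross and set, was 0.943 ± 0.0891 (SD, n = 5) in libraries labelled Flcn KO and 0 ± 0.0769 (SD, n = 5) in controls (exact two-sided permutation test, p = 0.00794, the smallest p that its 252 regroupings allow). The camera test of limma 3.58.1, with its preset correlation between genes of 0.01, gave a two-sided p of 1.2e-118 for the list. The p was 3.0e-06 with an estimated correlation and 7.4e-08 with fry, and none of these p values is independent of the choice of the list.
Among genes that separated the groups and had a mean of at least 10 counts in the higher group, the largest increase was that of Gpnmb (ENSMUSG00000029816, chromosome 6 from 49036546 to 49070929). It had 12.0 ± 3.56 CPM (SD, n = 5) in libraries labelled Flcn KO and 0.265 ± 0.272 (SD, n = 5) in controls, none of which had more than 2 counts, so that it was at least 9.85-fold higher. Mlph (ENSMUSG00000026303, chromosome 1 from 90915085 to 90951142) had 11.8 ± 1.80 CPM (SD, n = 5) against 2.11 ± 1.04 (SD, n = 5), a log2 fold change of 2.46 (standard error 0.32, adjusted p = 0.00056 from edgeR's test). Sprr2f, Tmem61 and Nrip3 had log2 fold changes of 2.49, 2.43 and 2.27, and their adjusted p from edgeR's test was 0.0033, 0.0091 and 0.0012. Among the called genes that met the same conditions, the largest decreases were those of Prss35 (ENSMUSG00000033491, log2 fold change -1.99, standard error 0.32, adjusted p = 0.0037 from edgeR's test), Mtus2 (-1.44), Klk1 (-1.43), Pck1 (-0.83) and Clu (-0.56). The adjusted p of Mtus2 was 0.05 or more in 7 of the 10 fits that each left out 1 library, all but those without control Flcn replicate 2 or 5 or Flcn KO replicate 3, and reached 0.096. For Clu this was so in 9 of the 10 fits, all but the fit without control Flcn replicate 2, and the largest adjusted p was 0.11.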

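Between the libraries labelled Flcn/Tfeb DKO and their controls, 0 of the 12469 genes tested were called, and 632 genes had an unadjusted p under 0.05 where chance gives 623.45. Without control Flcn/Tfeb replicate 1, 1 gene was called. Of the 139 genes, 116 were tested and 68 had a log2 fold change above 0, with a median of 0.066. None of them was called over all genes tested (0 genes) or adjusted over the list alone (0 genes), and 4 were higher and 1 lower at an unadjusted p under 0.05. All 4 libraries labelled Flcn/Tfeb DKO lay above the 3 controls for 7 of the 116 genes, where chance gives 2.86%. The score of this list was 0.119 ± 0.0406 (SD, n = 4) in libraries labelled Flcn/Tfeb DKO and 0 ± 0.0695 (SD, n = 3) in controls (exact two-sided permutation test, p = 0.0286, the smallest p that 35 regroupings allow). For the list camera gave p = 0.035, which was 0.080 with an estimated correlation and 0.053 with fry. The median was 0.15 without control Flcn/Tfeb replicate 1 and 0.041 without control Flcn/Tfeb replicate 3, and the p from camera was 0.15 and 0.076 without control Flcn/Tfeb replicates 2 and 3 and 0.089 and 0.065 without Flcn/Tfeb DKO replicates 1 and 3.
Between the libraries labelled Flcn/Tfe3 DKO and their controls, 48 of the 12456 genes tested were called, 43 higher and 5 lower. An unadjusted p under 0.05 was found for 891 genes where chance gives 622.8, but 19 of 100 splits within sets, the real one included, gave at least 891. Set B alone gave 8 called genes and set C alone 569, and without Flcn/Tfe3 DKO replicate 7 there were 30. Of the 139 genes, 125 were tested, 108 had a log2 fold change above 0 and 33 were called higher. Adjusted over the list alone, 68 were called higher and 1 lower. Their median log2 fold change was 0.41, with 0.44 in set B and 0.36 in set C. For 13 of the 125 genes all 10 libraries labelled Flcn/Tfe3 DKO lay above all 8 controls, where chance separates 0.00457% of genes in either direction. The score of the list was 0.501 ± 0.0873 (SD, n = 10) against 0 ± 0.0504 (SD, n = 8), a difference of 0.494 after weighting the 2 sets (exact two-sided permutation test within sets, p = 9.4e-05, the smallest that 10584 regroupings allow). It was 0.534 in set B and 0.425 in set C. For the list camera gave p = 1.9e-52, which was 9.9e-08 with an estimated correlation and 8.2e-10 with fry.

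**Figure D1:**
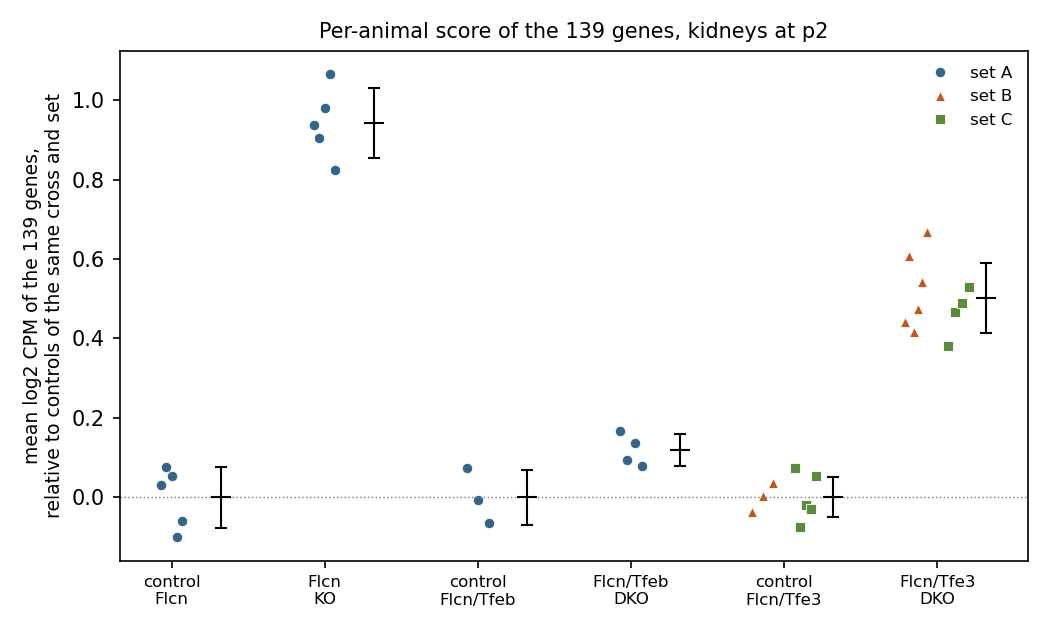
Score of the 139 genes per library (mean log2 CPM over those tested less the mean of the controls of the same cross and set) in the 3 crosses. Points are libraries and bars are the mean ± SD of each group. Libraries labelled Flcn KO lie between 0.825 and 1.07, those labelled Flcn/Tfeb DKO between 0.0793 and 0.168, and those labelled Flcn/Tfe3 DKO between 0.380 and 0.668.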

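The differences between these effects were tested as interactions. The effect in the libraries labelled Flcn/Tfeb DKO less that in the libraries labelled Flcn KO was below 0 for 130 of the 133 genes of the list that were tested, with a median of -0.81 (camera, two-sided p = 1.0e-58). Adjusted over the list alone, 61 genes were called lower, which is not independent evidence because the list was drawn from the Flcn KO libraries. Over the 13049 genes tested in this fit, 2 were called, both lower, Slc16a7 and Sostdc1, which are named after their values were seen. Their difference was -1.72 (standard error 0.25) for Slc16a7 and -1.11 (standard error 0.17) for Sostdc1, and the adjusted p from edgeR's test was 0.0090 for each. Without Flcn/Tfeb DKO replicate 4 there were 0 calls. With all libraries 776 genes had an unadjusted p under 0.05, and 29 of 100 splits of the 17 libraries, the real one included, gave at least 776.
Taken the same way, the effect in the libraries labelled Flcn/Tfe3 DKO less that in the libraries labelled Flcn KO was below 0 for 122 of 137 genes, with a median of -0.47 (camera, two-sided p = 5.1e-28). It was -0.38 with set B alone and -0.50 with set C alone. Of the 13728 genes tested, 0 were called and 849 had an unadjusted p under 0.05 where chance gives 686.4. Adjusted over the list alone, 18 were called lower. These p values are not independent evidence either, for the same reason.
The effect in the libraries labelled Flcn/Tfe3 DKO less that in the libraries labelled Flcn/Tfeb DKO was above 0 for 102 of 137 genes, with a median of 0.28 (camera, two-sided p = 2.5e-10), and 26 were called higher and 1 lower when adjusted over the list alone. Over all genes tested 4 were called, all higher, and 3 of them are among the 139. That number was 77, 199 and 2 without control Flcn/Tfeb replicates 1, 2 and 3. These 3 results of camera also had a p under 0.05 with an estimated correlation and with fry. The paper sets the RNA-seq data beside the phenotypes of the mice, in which TFE3 appears to it to have a marginal role unlike TFEB, and states that depletion of TFEB but not of TFE3 fully abrogated the upregulation of the 139 transcripts.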

By analyzing these 139 transcripts through the “Kyoto Encyclopedia of Genes and Genomes” (KEGG) database, we found that the lysosomal gene category was the only significantly enriched one, in line with the established role of these TFs in the control of lysosome biogenesis and function (Fig EV1A, Table EV1). 

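The 6 genes that Table EV1 lists for the lysosome were each higher in all 5 libraries labelled Flcn KO than in all 5 controls (exact two-sided permutation test, p = 0.00794 for each gene, unadjusted and the smallest p possible). This is not independent evidence, because the 6 genes are among the 139 transcripts drawn from these libraries. Of these, 2 were called. Ctsd (ENSMUSG00000007891, chromosome 7 from 142375911 to 142388038), which encodes a lysosomal protease, had 808 ± 78.9 CPM (SD, n = 5) against 458 ± 40.8 (SD, n = 5), a log2 fold change of 0.82 (standard error 0.12, adjusted p = 0.0015 from edgeR's test). Atp6v0d2 (ENSMUSG00000028238, chromosome 4 from 19876841 to 19922605), a subunit of the vacuolar proton pump, had 48.2 ± 5.29 CPM (SD, n = 5) against 23.6 ± 2.60 (SD, n = 5), a log2 fold change of 1.02 (standard error 0.13, adjusted p = 0.00064 from edgeR's test). The log2 fold changes of Ap1m2, Hexa, Gga2 and Asah1 were 0.67, 0.49, 0.48 and 0.63, with adjusted p from edgeR's test of 0.056, 0.081, 0.051 and 0.15. The adjusted p of Ap1m2 was 0.031 without Flcn KO replicate 2, and that of Gga2 was 0.047 without control Flcn replicate 5.
A hand-compiled list of 119 lysosomal genes stood in for the KEGG category, and the other categories were not analysed here. Of the 110 tested, 2 were among the 54 genes called higher in libraries labelled Flcn KO, where 0.498 is the number expected from the 11932 genes tested (Fisher's exact test, one-sided, odds ratio 4.19, p = 0.0885). Among the 123 tested genes of the paper's list there were 6, where 1.13 is the number expected (one-sided Fisher's exact test, p = 0.00095). The number moved most with the share of mitochondrial counts as a covariate, chosen after seeing the data, to 8 of 123 called genes (Fisher's exact test, p = 1.7e-05). It was 3 without control Flcn replicate 5 (p = 0.0082, Fisher's exact test) or without Flcn KO replicate 2 (p = 0.0043), and it stayed at 2 with p = 0.037 and 0.042 in the same test without Flcn KO replicates 3 and 4.
Over the whole lysosomal list, 80 of 110 genes had a log2 fold change above 0. The median was 0.083, or 0.13 without control Flcn replicate 1 (camera with all libraries, two-sided p = 1.4e-05, with 0.016 from an estimated correlation and 0.0028 from fry). The score of this list was 0.137 ± 0.0428 (SD, n = 5) in libraries labelled Flcn KO and 0 ± 0.0734 (SD, n = 5) in controls, with the same exact permutation p as each of the 6 genes. Over 5 alternatives the lowest score was 0.106 and the largest exact permutation p was 0.0397. The list holds the 6 genes, which were drawn from these libraries, so its p values are not wholly independent evidence.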

Consistently, kidney tissues from *Flcn* KO mice showed a significant upregulation of the lysosomal marker LAMP1 (Fig EV1B). 

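Dataset EV1 marks 13 of its 139 increased transcripts as ChIP-positive, which is 9.35% of them in the paper's own table. They are Mcoln3, Gadd45a, Gpnmb, Bhlhe41, Grn, Mlph, Hsbp1l1, Slc20a1, Rragd, Asah1, Gadd45g, Soat1 and Vamp8. Of the 12 that were tested in the libraries labelled Flcn KO, all had a log2 fold change above 0, with a median of 0.87 (unchanged with Gpnmb at its bound), and 5 were called, namely Gpnmb, Mlph, Hsbp1l1, Slc20a1 and Rragd. Rragd (ENSMUSG00000028278, chromosome 4 from 32983037 to 33022180), which encodes a GTPase of the mTORC1 pathway, had 55.9 ± 1.24 CPM (SD, n = 5) against 25.3 ± 7.93 (SD, n = 5), a log2 fold change of 1.13 (standard error 0.18, adjusted p = 0.0032 from edgeR's test). Hsbp1l1 had a log2 fold change of 1.52 (standard error 0.25, adjusted p = 0.0042 from edgeR's test). For Slc20a1 it was 1.01 (standard error 0.21, adjusted p = 0.033 from edgeR's test), and that adjusted p lay between 0.062 and 0.092 in the 7 fits without control Flcn replicate 3, 4 or 5 or Flcn KO replicate 1, 2, 3 or 4. The 7 other tested genes had log2 fold changes from 0.43 (Vamp8) to 0.97 (Mcoln3) and adjusted p from 0.056 (Mcoln3) to 0.15 (Asah1). The adjusted p of Mcoln3 was 0.045 without control Flcn replicate 4, and that of Soat1 was 0.023 without Flcn KO replicate 5.
Bhlhe41 did not pass the filter on low counts. It had 4.30 ± 1.36 CPM (SD, n = 5) against 1.25 ± 0.628 (SD, n = 5) and between 4 and 21 counts in the libraries labelled Flcn KO, each above each control. Every library labelled Flcn KO also lay above every control for each of the other ChIP-positive genes except Slc20a1. The score of the tested ChIP-positive genes was 1.16 ± 0.136 (SD, n = 5) in libraries labelled Flcn KO and 0 ± 0.0873 (SD, n = 5) in controls, which no other regrouping of the 10 libraries exceeded in the exact permutation test. The set tests gave two-sided p of 8.8e-26 (camera), 4.1e-05 (estimated correlation) and 3.4e-07 (fry), and these tests are not independent of the choice of the genes, which are among the 139.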

About 10% of these 139 genes scored positive on previous TFEB Chip‐seq analyses (Palmieri *et al*, 2011; Gambardella *et al*, 2020), thus representing validated target genes (Fig EV2). Considering the strong similarities between the TFEB and TFE3 transcriptional networks, we postulated that the diverse contributions of TFEB and TFE3 to kidney pathology observed in *Flcn* KO mice were due to differences in the expression levels of these transcription factors in the specific kidney cell population in which the Ksp (cadherin 16‐driven)‐Cre recombinase is expressed, which includes collecting ducts, distal tubules and thick ascending limb of Henle's loops (Shao *et al*, 2002). In line with this hypothesis, we found that TFEB expression levels are significantly higher than those of TFE3 in cadherin16‐expressing kidney cells in control (*Flcn* ^flox/flox^) mice at p2, and this difference appears even more evident in kidney‐specific *Flcn* KO mice (Fig 1D and E). This difference suggests that TFEB function is more relevant compared to that of TFE3 in these cell types at this stage and may explain why deletion of *Tfeb* rescued the phenotype of *Flcn* KO mice, whereas deletion of *Tfe3* did not. We also tested whether full deletion of *Tfe3* in the context of heterozygous deletion of *Tfeb* rescued, at least partially, the phenotype of *Flcn* mice through a “dosage effect” between these two transcription factors. At p18, *Flcn* ^flox/flox^; *Tfeb* ^flox/+^; Ksp‐cre^+^; *Tfe3* ^−/−^ (hereafter *Flcn/Tfe3*DKO; *Tfeb*‐HET mice) were indistinguishable from *Flcn* ^flox/flox^; *Tfeb* ^flox/+^; Ksp‐cre^+^ (hereafter *Flcn* KO; *Tfeb*‐HET mice) in terms of kidney appearance and function, both presenting fewer hyperplastic cysts and reduced BUN levels compared to *Flcn* KO and *Flcn/Tfe3* DKO mice (Fig 1A and B). However, *Flcn/Tfe3* DKO; *Tfeb*‐HET mice live significantly longer (mean survival 132 days) not only compared to *Flcn* KO and *Flcn/Tfe3* DKO mice but also compared to *Flcn* KO; *Tfeb*‐HET mice (mean survival 37.5 days) (Fig 1C). These results suggest that both TFEB and TFE3 play a role in the kidney phenotype associated with BHD syndrome and that *in vivo* studies of transgenic mice, which are based on the use of Ksp‐driven‐CRE recombinase may lead to an under estimation of TFE3 contribution to disease pathogenesis. To investigate the activation state of TFEB and TFE3 in BHD patient‐derived tissue samples, we performed histological examination of their cellular localization in renal tumors removed surgically at the National Cancer Institute from seven unrelated BHD patients (Fig 2A, Table EV2). While BHD‐associated kidney tumors are characterized by a variety of histological subtypes, most frequently hybrid oncocytic tumor (50%: Patients 1 and 2) and chromophobe (35%: Patient 3) renal tumors (Schmidt & Linehan, 2015), we also have BHD patients with more aggressive papillary/cystic histologic and/or clinical phenotypes (consistent with TFE3 fusion/translocation RCC) (Patients 4, 5, and 6) and those with eosinophilic/clear histology RCC reminiscent of TFE3/B translocation fusion RCC (Patient 7, origin of the UOK257 cell line). The patients with pathologic phenotypes reminiscent of TFE3/TFEB RCC tended to have a more aggressive clinical phenotype. Patients 6 and 7, for example, developed metastatic disease and patient 5 became dialysis‐dependent after surgery on both kidneys. We found increased nuclear staining of both TFEB and TFE3 in BHD hybrid and chromophobe RCC relative to control kidney tissues, as well as in the TFE3/TFEB‐like BHD tumors with tubulo papillary/eosinophilic clear RCC, as well as cystic and cystic/solid lesions, which correlated with increased staining of the Glycoprotein non‐metastatic melanoma protein B (GPNMB) and the lysosomal marker NPC intracellular cholesterol transporter 1 (NPC1), highly responsive TFEB/TFE3 transcriptional targets (Fig 2A). Transcriptomic data from renal tumors from seven additional unrelated patients (Table EV2) relative to control kidney tissues revealed that 229 out of 2,402 (about 10%) significantly upregulated genes represented validated TFEB target genes (Fig 2B, Dataset EV2). By analyzing this list of TFEB targets through KEGG database, we found that, also in this case, the lysosomal gene category was the most significantly enriched one (Fig 2C, Table EV3). Upregulation of several TFEB/TFE3 targets was also confirmed by proteomic analysis performed on the same samples (Fig 2D). These data suggest that increased activity of TFEB and TFE3 may contribute to tumor development and growth in BHD patients. To test the contribution of TFEB and TFE3 to human kidney tumorigenesis in BHD syndrome, we used the UOK257 renal cell carcinoma cell line, derived from an individual with BHD syndrome, which carries biallelic *FLCN* loss‐of‐function variants (one germline and one somatic, Fig 2A, Patient 7) (Yang *et al*, 2008). This cell line exhibits the same histological characteristics as the original tumor from which it was derived and is suitable for the generation of subcutaneous tumors in mouse xenografts, thus representing a human disease‐relevant tool for the study of the pathogenic mechanisms driving cancer growth in BHD syndrome. As expected, both TFEB and TFE3 show a constitutively nuclear localization in UOK257 cells, consistent with FLCN loss‐of‐function, whereas they are cytoplasmic in normally fed UOK257‐2 control cells, in which wild‐type FLCN is stably expressed (Baba *et al*, 2006; Hong *et al*, 2010) (Fig EV3). We infected UOK257 cells with lentiviral vectors encoding short hairpin RNAs that target TFEB or TFE3 for silencing, or with control vector (sh‐Luciferase) (Fig EV4A). Inactivation of these TFs was associated with the downregulation of 411 genes, in TFEB or TFE3‐depleted cells compared to control UOK257 (Dataset EV3). About 15% of these downregulated genes were validated TFEB targets (Palmieri *et al*, 2011; Gambardella *et al*, 2020), involved in different pathways, with the lysosomal pathway being, again, the most significantly enriched category (Fig EV4B and C, Table EV4). Accordingly, downregulation of TFEB or TFE3 significantly reduced lysosomal number and degradative capacity of UOK257 cells (Fig EV5A and B). UOK257 cells silenced for *TFEB* or *TFE3* and control UOK257 cells were then injected subcutaneously into the flanks of immunodeficient mice (8.5 × 10^5^ cells per mouse, *n* = at least eight mice per each group) and tumor growth and mouse survival monitored over time. Strikingly, we found that the single depletion of either TFEB or TFE3 was sufficient to fully abolish the growth of UOK257‐derived tumors, also resulting in prolonged survival for transplanted mice (Fig 3A–F). These results strongly indicate, in a human disease‐relevant model, that both TFEB and TFE3 drive tumorigenesis in BHD syndrome. We also compared the list of TFEB/TFE3 target genes significantly upregulated in BHD tumor samples with the list of targets downregulated in UOK257 cells silenced for TFEB or TFE3 compared to control UOK257. This comparison allowed us to identify 28 TFEB/TFE3 target genes shared between the two data sets in opposite correlation (Fig 3G and H, Dataset EV4, Table EV5). We postulate that these 28 target genes, which belong to different functional categories (Table EV6), are candidates to play a role, most likely in a cooperative manner, in BHD renal tumorigenesis. Most of these genes are involved in the regulation of cell metabolism by acting both on catabolic pathways, such as lysosomal activity and autophagy (e.g. *GNS*, *GAA*, *GRN*, *TPP1*, *Rab7*, *ARL8*, several subunits of the vATPase and *SQSTM1*) and anabolic pathways, such as mTORC1 signaling and amino acid transport (e.g., *RRAGC*, the glutamine transporters *SLC38A1* and *SLC38A7* and the creatinine transporter *SLC6A8*). These findings are consistent with previous studies showing that, once activated, TFEB and TFE3 not only promote lysosome‐mediated catabolic pathways but also increase mTORC1 activity through a feedback loop driven by transcriptional regulation of Rag C/D (Di Malta *et al*, 2017). Therefore, BHD renal tumor cells, similar to other MiT/TFE ‐dependent cancer cells, may have acquired mechanisms to escape the negative regulation of mTORC1 signaling over the autophagy process to maximize nutrient scavenging pathways for the *de novo* synthesis of the macromolecules required for cancer proliferation and growth (Perera *et al*, 2019; Napolitano *et al*, 2022). Moreover, among our selected list of candidate genes responsible of tumor growth in BHD, we also find the protumorigenic protein GPNMB, a transmembrane protein highly enriched at the plasma membrane of different types of cancer cells (e.g., melanoma, glioblastoma, and breast cancer) whose upregulation has already been reported in BHD‐RCC (Hong *et al*, 2010; Furuya *et al*, 2015), but also in translocation (t)‐RCC (Baba *et al*, 2019), MITF‐RCC (Lang *et al*, 2021) and TSC‐renal tumors (Taya & Hammes, 2018; Salles *et al*, 2022). To start assessing the potential contribution of these 28 TFEB/TFE3 target genes to the BHD renal phenotype, we downregulated each of them in UOK257 cells and then monitored cell proliferation through MTT assay. Notably, we found that the silencing of several tested genes significantly reduced cell proliferation of UOK257 cells, in line with the idea that different TFEB/TFE3 targets may contribute to tumorigenesis (Appendix Fig S1). Further analyses, especially *in vivo*, are needed to really understand whether specific TFEB/TFE3 targets are primarily responsible for tumor formation and growth. In summary, our study demonstrates that both TFEB and TFE3 are key drivers of kidney pathology in BHD syndrome and cooperate in promoting kidney cystogenesis and tumorigenesis associated with this condition. However, the relevance of each of these transcription factors in BHD syndrome kidney phenotype depends on their relative expression levels in specific renal cell populations. The evidence that depletion of only one of these transcription factors is sufficient to fully abolish tumorigenesis in *FLCN*‐deficient xenografts further supports the importance of TFEB+TFE3 gene dosage and the cooperative effect between these TFs in tumorigenesis. It will be interesting to explore whether TFEB and TFE3 have differential relevance in specific histological tumor subtypes of BHD syndrome. Furthermore, it is likely that the cooperative role played by TFEB and TFE3 in BHD tumorigenesis also contributes to the growth of other types of tumors associated with increased nuclear localization of MiT/TFE factors (e.g., PDA and invasive basal‐like breast carcinoma) (Perera *et al*, 2015; El‐Houjeiri *et al*, 2021). Future studies will also be focused on the identification of TFEB/TFE3 target genes that play critical roles in different types of malignancies. Finally, identification of molecules that are able to inhibit both of these transcription factors (e.g., by acting on upstream regulators), in an intermittent mode, may provide the foundation for the development of effective therapeutic strategies for BHD syndrome as well as other cancer‐associated diseases.

**Figure 1:**
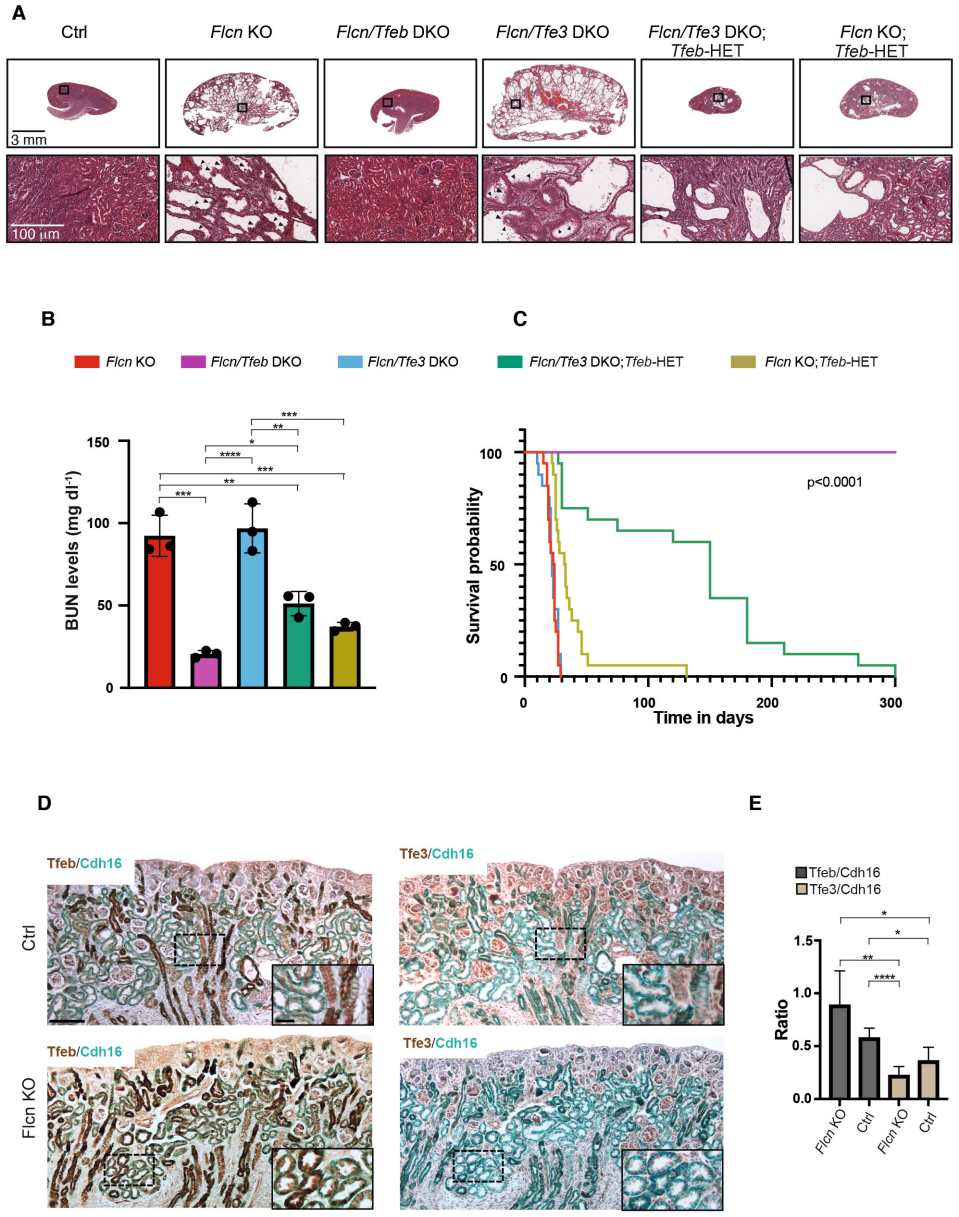
Both TFEB and TFE3 contribute to kidney pathology in *Flcn* KO mice Hematoxylin and eosin (H&E) staining of kidneys from control (*Flcn* ^*flox/flox*^), *Flcn* KO, *Flcn/Tfeb* DKO, *Flcn/Tfe3* DKO, *Flcn/Tfe3* DKO; *Tfeb*‐HET and *Flcn* KO; *Tfeb*‐HET mice at p18 (replicated three times). Scale bars, 3 mm (upper panels). Boxed areas are magnified in the bottom panels. Arrowhead indicates tubular papillary atypical hyperplasia. Scale bars, 100 μm (lower panels).Blood urea nitrogen (BUN) levels in mice of the indicated genotypes at p18 (mean ± SD, *n* = 3). One‐way ANOVA and the Tukey's HSD posthoc test (corrected for multiple comparisons) were applied. Significance for each comparison is provided in Materials and Methods.Kaplan–Meyer survival analysis of the indicated genotypes (*n* = 20 for each genotype); log‐rank test, *P*‐value < 0.0001.Representative immunohistochemical (IHC) analysis of Tfeb or Tfe3 and Cadherin‐16 (Cdh16) on adjacent kidney sections from mice of the indicated genotypes at p2. Tfeb and Tfe3 were stained in DAB, Cdh16 was stained in teal. Nuclei were stained with hematoxylin II (blue). Magnification: 10×, scale bar: 100 μm. Magnification: 20× (in inset image), scale bar: 25 μm.Quantification of TFEB or TFE3 levels relative to cadherin 16 (indicated as ratio); values represent mean ± SEM (*n* = 4 biological replicates for each genotype). A Welch's One Way ANOVA test with the Dunnett's T3 multiple comparisons test was applied. Significance for each comparison is provided in Materials and Methods. Data information: *P < 0.05; **P < 0.01; ***P < 0.001. Source data are available online for this figure.

**Figure 2:**
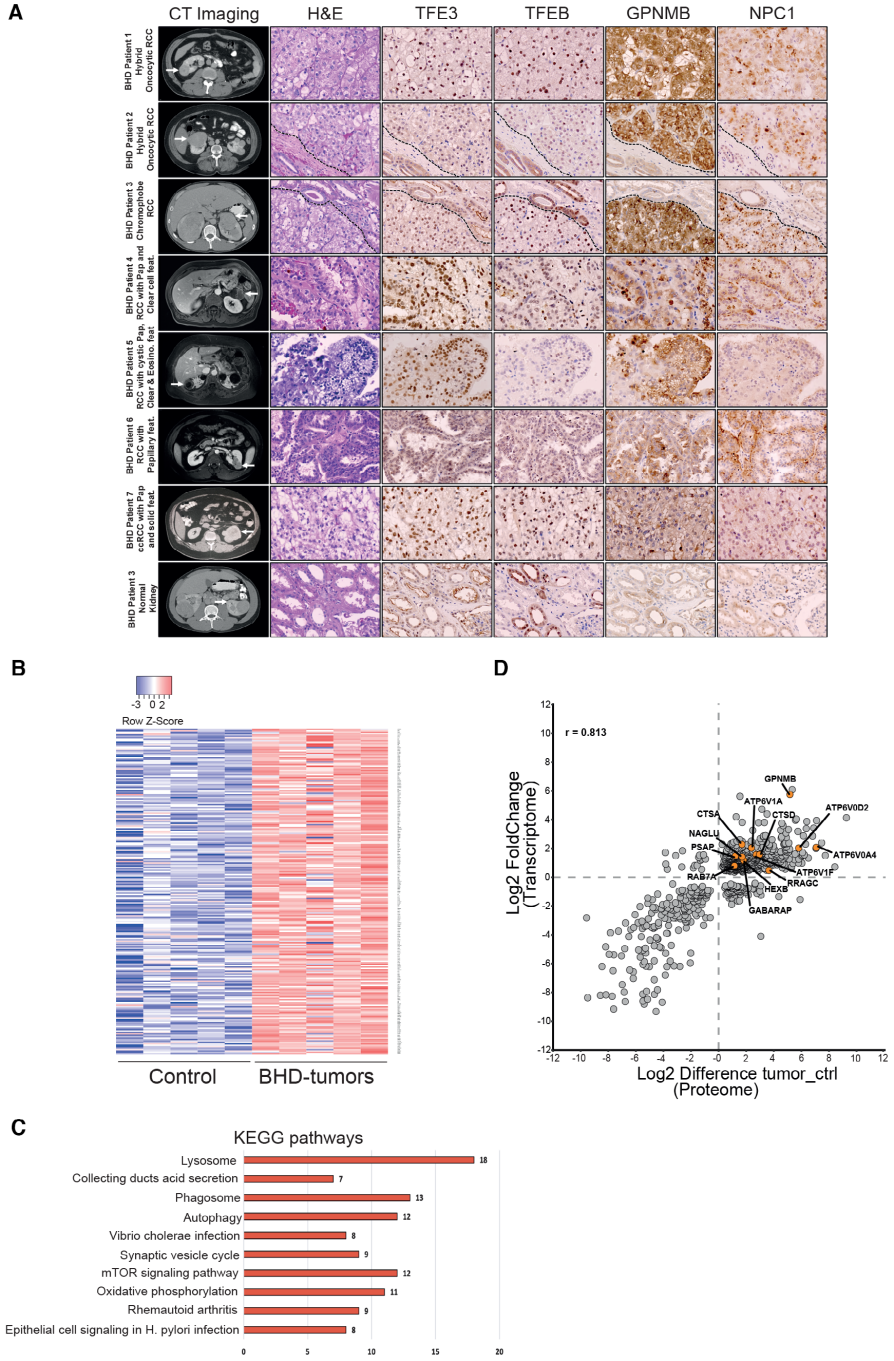
BHD kidney tumors present increased the activation of TFEB/TFE3 downstream transcriptional programs Abdominal imaging, H&E staining, and immunohistochemical staining for TFE3, TFEB, GPNMB, and NPC1 in Hybrid RCC tumors from BHD patients 1 and 2, BHD Chromophobe RCC tumor (patient 3), BHD papillary/clear RCC (patients 4, 5, and 6), a BHD patient with clear/eosinophilic/papillary RCC (patient 7, origin of the BHD RCC cell line UOK257), and an area of normal kidney from the BHD patient 3. In the rows 1–7, the arrows point to the tumor in the right or left kidney of BHD patients 1–7; in the bottom row, the arrow points to uninvolved, normal kidney in BHD patient 3.Heatmap showing validated TFEB/TFE3 target genes differentially expressed from kidney tumors of BHD patients and control kidney samples (relative to Dataset EV2). Genes are ranked from the most significantly upregulated to the less significantly upregulated in the tumor samples. Each row shows the relative expression level of a single gene. Each column shows the expression level of a single sample. Upregulated transcripts are shown in red and downregulated transcripts are shown in blue.Kegg pathways associated with genes in (B).Correlation between transcriptomic and proteomic analysis of BHD‐associated kidney tumor samples (*n* = 7 biological replicates) relative to control kidney tissues (*n* = 5 biological replicates). Source data are available online for this figure.

**Figure 3:**
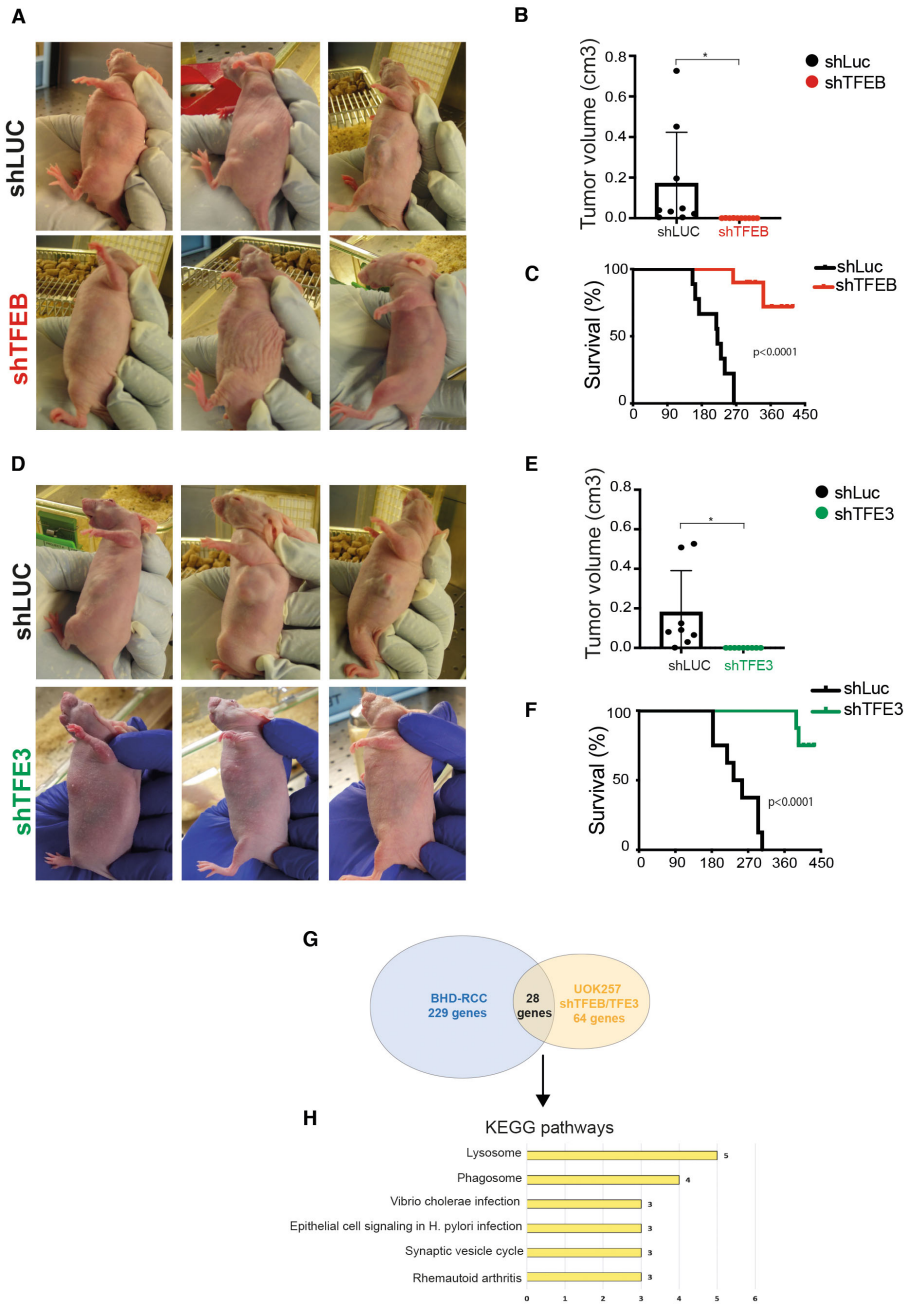
Silencing of TFEB or TFE3 inhibits the growth of BHD‐associated tumors A–F(A, D) Representative pictures of mice injected with UOK257 cells silenced for luciferase (shLuc) (A, D) or for TFEB (A) or for TFE3 (D). Pictures were taken approximately 4 months after injection. (B, E) Plots show tumor volumes in mice injected with UOK257/shLuc (*n* = 8) or UOK257/shTFEB (*n* = 10) (B) and mice injected with UOK257/shLuc (*n* = 8) or UOK257/shTFE3 (*n* = 9) (E); (mean ± SD). *P = 0.036 for plot in (B) and *P = 0.023 for plot in (E); unpaired *t*‐test. (C, F) Kaplan–Meier analysis of mice survival relative to the two experimental groups. Long‐rank test, *P* < 0.0001. The median survival time of mice injected with UOK257/shLuc is 219.5 days in (C) and 244.5 days in (F).GVenn diagram showing overlapping genes in the analyzed data sets.HKEGG pathways relative to overlapping genes in (G) (Dataset EV4). Source data are available online for this figure.

**Figure EV1:**
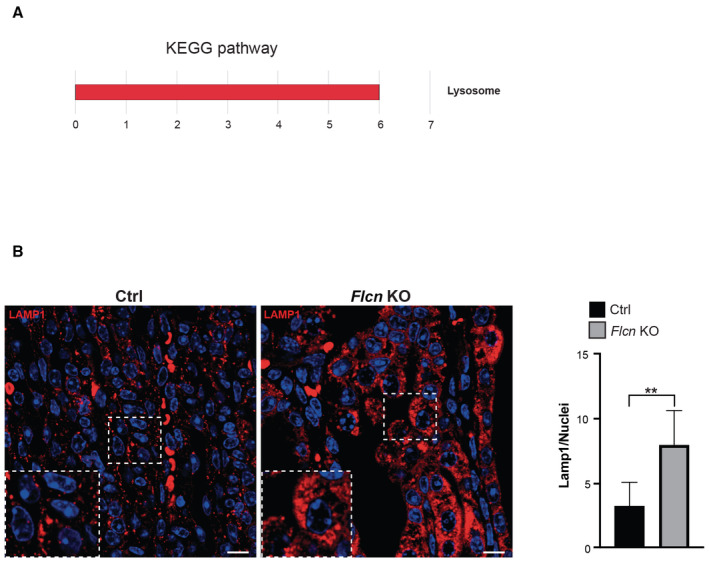
Kidney tissues from *Flcn*‐KO mice show upregulation of the lysosomal pathway Kegg pathway associated with genes significantly upregulated in kidney tissues from *Flcn* KO mice relative to control mice at the precystic stage p2 (Dataset EV1).Lamp1 immunostaining (in red) of renal tissues from control (Ctrl) and kidney‐specific *Flcn* KO (*Flcn* KO) mice. Insets show magnification of the boxed area. Nuclei were stained with DAPI (blue). Scale bar 10 μm. Bar graph shows quantification of Lamp1‐positive vesicles/nuclei. Mean ± 95% of confidence interval (*n* = 3 biological replicates). Unpaired *t*‐test **P < 0.01. Source data are available online for this figure.

**Figure EV2:**
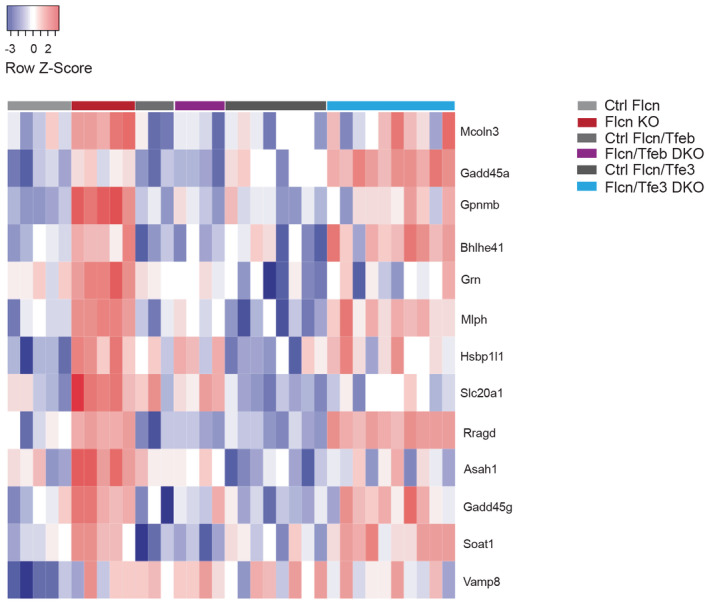
Depletion of *Tfeb* but not *Tfe3* corrects the aberrant upregulation of validated Tfeb/Tfe3 target genes in *Flcn*‐KO mice Heatmap showing validated TFEB/TFE3 target genes differentially expressed from kidney samples of the indicated murine groups (relative to Dataset EV1). Genes are ranked from the most significantly upregulated to the less significantly upregulated in the Flcn KO group. Each row shows the relative expression level of a single gene. Each column shows the expression level of a single sample. Upregulated transcripts are shown in red and downregulated transcripts are shown in blue.

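The same 13 ChIP-positive genes were measured in the other 2 crosses. In the libraries labelled Flcn/Tfeb DKO, 10 of them were tested, 0 were called and 0 had an unadjusted p under 0.05. All 10 had a log2 fold change above 0, with a median of 0.21, and without control Flcn/Tfeb replicate 3 the median was 0.078. The camera p was 0.0083 (0.23 without that library), 0.10 with an estimated correlation and 0.087 with fry. With the share of mitochondrial counts as a covariate, chosen after seeing the data, the median was -0.053. That share was 3.34 percentage points higher in libraries labelled Flcn/Tfeb DKO than in their controls. The covariate therefore also takes up part of any effect of genotype in this cross. The score of the tested ChIP-positive genes was 0.255 ± 0.0405 (SD, n = 4) in libraries labelled Flcn/Tfeb DKO and 0 ± 0.227 (SD, n = 3) in controls. An exact two-sided permutation test of this score gave p = 0.0286, the smallest p that 35 regroupings allow. The difference in score was 0.126 without control Flcn/Tfeb replicate 3.
In the libraries labelled Flcn/Tfe3 DKO, 12 were tested, 11 had a log2 fold change above 0 and the median was 0.35, with 0.31 in set B and 0.39 in set C. The score of the tested ChIP-positive genes was 0.629 ± 0.128 (SD, n = 10) against 0 ± 0.118 (SD, n = 8), and the set tests gave two-sided p of 9.0e-13 (camera), 1.8e-06 (estimated correlation) and 1.6e-09 (fry). Rragd had 53.9 ± 4.64 CPM (SD, n = 10) against 20.7 ± 3.50 (SD, n = 8), a log2 fold change of 1.34 (standard error 0.10, adjusted p = 2.9e-08 from edgeR's test), and all 10 libraries labelled Flcn/Tfe3 DKO lay above all 8 controls. In the Flcn/Tfeb cross the change of Rragd was 0.45 (standard error 0.26, adjusted p = 0.80 from edgeR's test), or 0.25 and 0.71 without control Flcn/Tfeb replicates 2 and 3. Mlph was too low for a test in the Flcn/Tfeb cross. It had 2.53 to 5.29 CPM in libraries labelled DKO there and 0.555 to 2.21 in controls. In libraries labelled Flcn/Tfe3 DKO Mlph had a log2 fold change of 2.71 (standard error 0.43, adjusted p = 0.0014 from edgeR's test). Its adjusted p from that test was 0.077 with set B alone and 0.075 with the replicate number as a block. Gadd45a was called in libraries labelled Flcn/Tfe3 DKO at 0.53 (adjusted p = 0.041 from edgeR's test). Its adjusted p was over 0.05 in 15 of the 18 fits that each left out 1 library, reaching 0.12 without Flcn/Tfe3 DKO replicate 9. Vamp8 was the gene below 0, at -0.10. Gpnmb, too low for a test in this cross, had 0 to 3.71 CPM in libraries labelled Flcn/Tfe3 DKO. In controls it had 5.63 CPM in replicate 1 and 0 to 1.09 in the others.
Over the 13 genes the effect in libraries labelled Flcn/Tfeb DKO less that in libraries labelled Flcn KO had a median of -0.70 and was below 0 for all 13 (camera, two-sided p = 1.4e-10). For libraries labelled Flcn/Tfe3 DKO less Flcn KO the median was -0.40, with 11 of 13 below 0 (camera, p = 7.3e-07), or -0.36 with set B alone and -0.27 with set C alone. Both of these had a p under 0.05 with an estimated correlation and with fry, which is not independent evidence because the genes were drawn from the Flcn KO libraries. Between the libraries labelled Flcn/Tfe3 DKO and Flcn/Tfeb DKO the difference had a median of 0.067, with 10 of 13 genes above 0 (camera, p = 0.106), and it was 0.0012 (p = 0.31) and 0.31 (p = 0.0027) without control Flcn/Tfeb replicates 1 and 3.

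**Figure D2:**
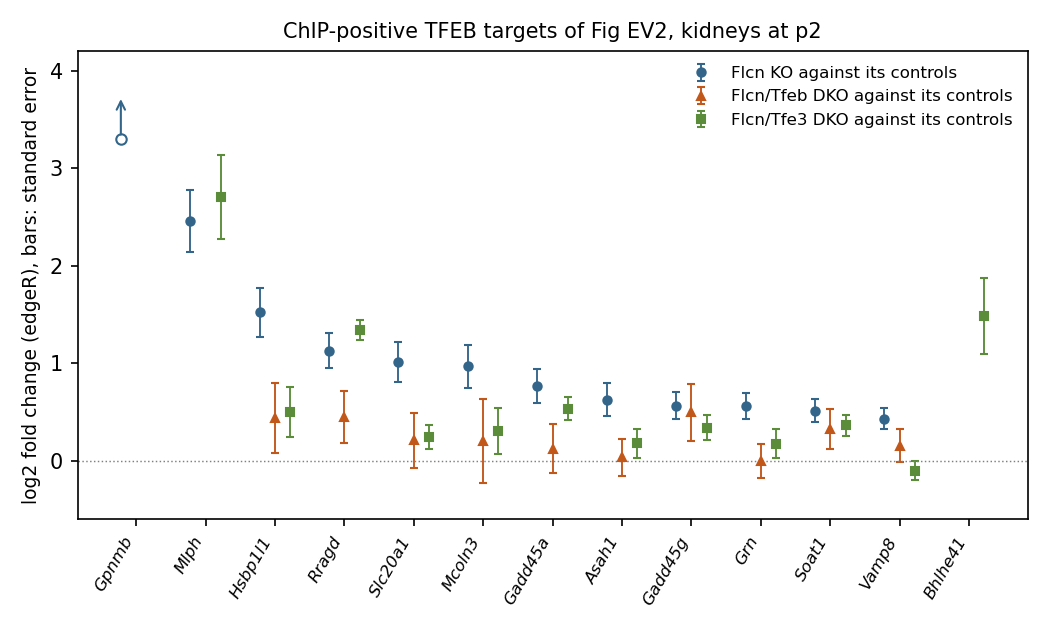
Log2 fold change of each ChIP-positive gene against the controls of its cross, with its standard error, in the 3 crosses. Gpnmb in libraries labelled Flcn KO is an open point with an arrow, a lower bound of 9.85-fold, and genes too low for a test have no point. Rragd stands at 1.13 in libraries labelled Flcn KO, 0.45 in those labelled Flcn/Tfeb DKO and 1.34 in those labelled Flcn/Tfe3 DKO.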

**Figure EV3:**
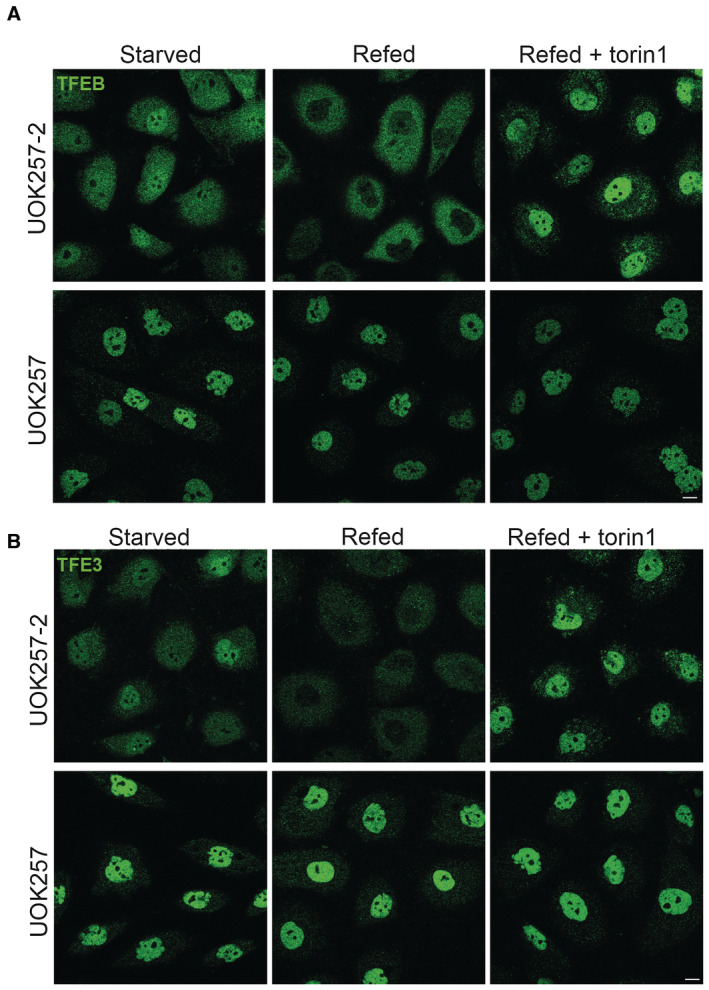
Both TFEB and TFE3 are constitutively nuclear in UOK257 cells A, BRepresentative immunofluorescence analysis of TFEB (A) or TFE3 (B) localization in BHD patient‐derived UOK257 cells and control UOK257‐2 cells, obtained by stable transfection of UOK257 cells with exogenous FLCN. Cells were deprived of amino acids for 2 h (starved) and then restimulated with amino acids (refed) for 1 h in the presence or absence of 300 nM torin1. Scale bar, 10 μm. Source data are available online for this figure.

**Figure EV4:**
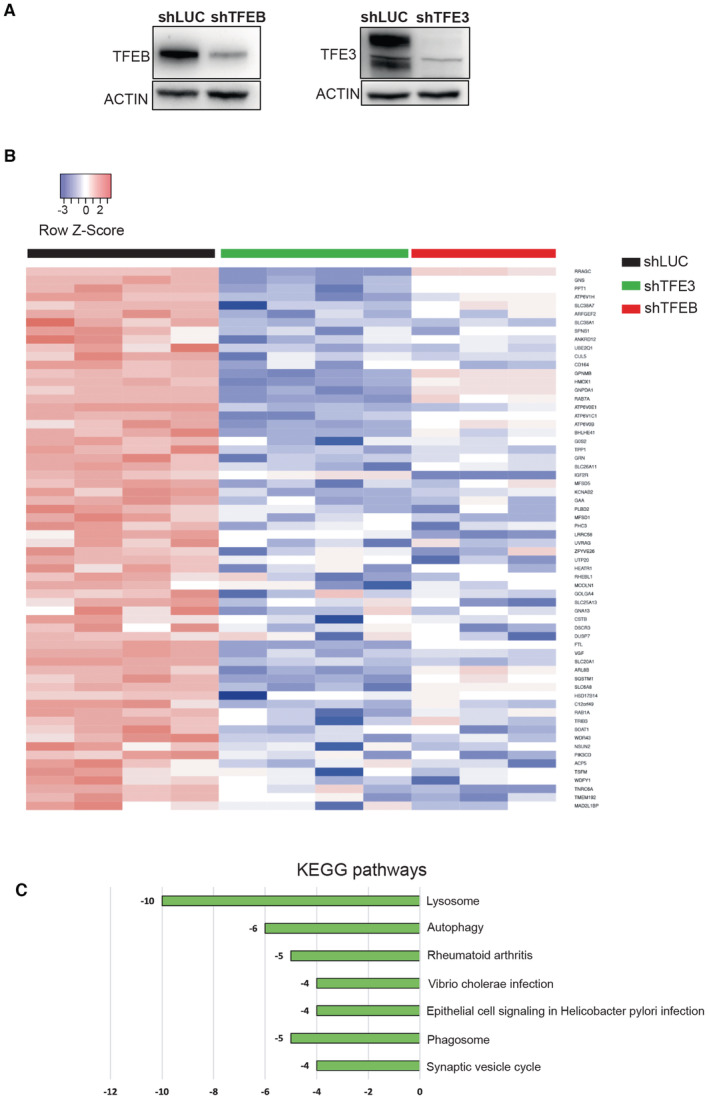
Silencing of TFEB or TFE3 abrogates the activation of target genes in UOK257 cells Immunoblot analysis of the indicated proteins in UOK257 cells silenced for luciferase (shLUC) or TFEB (shTFEB) or TFE3 (shTFE3).Heatmap showing validated TFEB target genes differentially expressed from UOK257 cells infected with the indicated shRNA (relative to Dataset EV3). Genes are ranked from the most significantly upregulated to the less significantly upregulated in the cells infected with control shRNA (shLUC). Each row shows the relative expression level of a single gene. Each column shows the expression level of a single sample. Upregulated transcripts are shown in red and downregulated transcripts are shown in blue.Kegg pathways associated with TFEB target genes significantly downregulated in (B). Source data are available online for this figure.

**Figure EV5:**
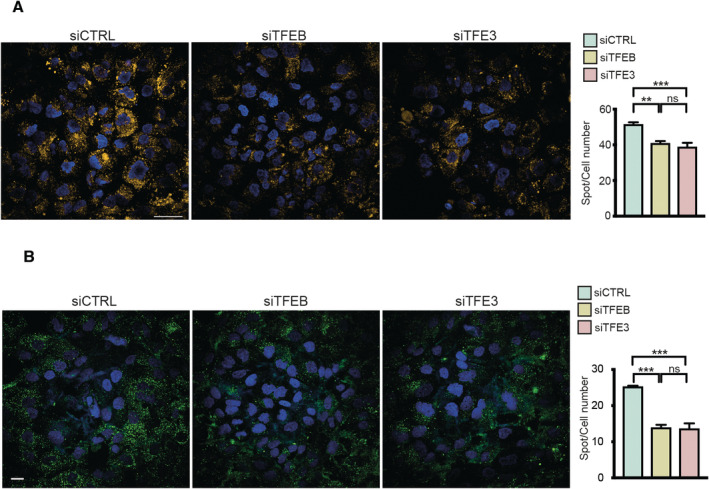
Silencing of TFEB or TFE3 significantly reduces lysosomal number and degradative ability A, BLysoTracker (A) and DQ‐BSA (B) analysis of UOK257 cells silenced for TFEB or TFE3 or scramble siRNA (CTRL). Scale bars: 50 μm in (A) and 20 μm in (B). Plots represent number of spots/cell and are expressed as mean ± SE (*n* = 3 biological replicates), ordinary one‐way ANOVA, Tukey's multiple comparisons test. Data information: **P < 0.01; ***P < 0.001; ns: not significant. Source data are available online for this figure.

## Materials and Methods

### Materials

Reagents were obtained from the following sources: human TFEB (4240) anti‐rabbit from Cell Signaling Technology; antibody to murine TFEB from Bethyl laboratories (A303‐673A); human TFE3 anti‐rabbit from Sigma Aldrich (#SAB4200803), antibody to Cadherin 16 from Novus Biologicals (NBP1‐59248); human osteoactivin/GPNMB antigoat from R&D Systems; mouse anti‐LAMP1 was from Santa Cruz (1D4B). DMEM, RPMI, and fetal bovine serum (FBS) were from Euroclone; lentiviral plasmids sh‐RNAs, amino acids, and blasticidine were from Sigma Aldrich; Torin 1 (cat. no. 4247) from Tocris; LysoTracker DND99 (L7528) and DQ Green BSA (D12050) were from Thermo Fisher; siRNAs were purchased as SMART pool from Dharmacon.

### Cell culture, treatments, and immunofluorescence analysis

The UOK257 and the FLCN‐restored UOK257‐2 cell lines were provided by our collaborator Dr Marston Linehan; cells were cultured in DMEM high glucose (cat. no. ECM0728L, Euroclone). UOK257‐2cells were also maintained in the presence of blasticidine (2 μg/ml). UOK 257 and UOK 257‐2 cells grown on glass coverslip were rinsed twice with PBS and incubated for 2 h in amino acid‐free RPMI (cat. no. R9010‐01, US Biological) supplemented with 10% dialysed FBS. For amino acid refeeding, cells were restimulated for 1 h with 1× water‐solubilized mix of essential (cat. no.11130036, Thermo Fisher Scientific) and nonessential (cat. no. 11140035, Thermo Fisher Scientific) amino acids resuspended in aminoacid‐free RPMI supplemented with 10% dialysed FBS, plus glutamine, in presence or absence of 1 μM Torin 1. For detection of TFEB or TFE3, cells were rinsed with PBS once and then: fixed for 15 min with 4% paraformaldehyde in PBS at RT, rinsed twice with PBS, and then permeabilized with 0.1% Triton X‐100 for 5 min and then blocked with 3% bovine serum albumin in PBS + 0.02% saponin for 1 h at room temperature. Immunostainings were performed upon dilution of primary antibodies in blocking solution and overnight incubation at 4°C (for TFEB) or 2 h at RT (for TFE3), followed by three washes and secondary antibody incubation in blocking solution for 1 h at room temperature. After additional three washes, coverslips were finally mounted in VECTASHIELD mounting medium with DAPI and analyzed using LSM 800. Operators were blinded to sample identity.

### LysoTracker and DQ‐BSA experiments

LysoTracker DND99 (L7528 Thermo Fisher) was incubated at 50 nM in dark for 40 min at 37°C. DQ Green BSA (D12050 Thermo Fisher) was incubated at 10 μg/ml in dark for 15 min at 37°C. Images were acquired using the Harmony software by Opera Fenix (PerkinElmer).

For LysoTracker and DQ‐BSA experiments, 18 and 16 fields/wells were acquired, respectively. The images were subsequently analyzed using Columbus software (PerkinElmer) thanks to the support of High Content Screening facility at Tigem. Operators were blinded to sample identity.

### Mouse models

All mice used were maintained in a C57BL/6 strain background. *In vivo* studies were performed according to fully authorized animal facility, notification of the experiments to the Ministry of Health (as required by the Italian Law) Authorization n° 240/2019‐PR. The mouse line for conditional deletion of Tfeb (Tfeb^flox/flox^), or Flcn (Flcn^flox/flox^), the Tfe3^−/−^ mice and the Cdh16‐cre (Ksp‐cre) mice were previously described (Shao *et al*, 2002; Steingrimsson *et al*, 2002; Baba *et al*, 2008; Chen *et al*, 2008; Settembre *et al*, 2012). Survival curves were calculated for a period of 300 days on 20 mice for each genotype. All mice were grown in the same animal facility, all in same background (C57BL/6), mice of both sexes were used. Values were plotted by the product‐limit method of Kaplan and Meier; statistical analyses were carried out applying the log‐rank test. To analyze serum blood urea nitrogen, blood was collected from mice at p18 from retro orbital plexus. Serum blood urea nitrogen content was measured by an ammonia colorimetric assay (BioVision; cat. no. K370‐ 100) according to the manufacturer's instructions. For statistics, one‐way ANOVA and the Tukey's HSD posthoc test (corrected for multiple comparisons) were applied. Significance for each comparison was the following: *Flcn* KO versus *Flcn/Tfeb* DKO *P* = 2.27e‐05, *Flcn* KO versus *Flcn/Tfe3* DKO; *Tfeb*‐HET *P* = 2.30e‐03, *Flcn* KO versus *Flcn* KO; *Tfeb*‐HET *P* = 2.25e‐04, *Flcn/Tfeb* DKO versus *Flcn/Tfe3* DKO *P* = 1.30e‐05, *Flcn/Tfeb* DKO versus *Flcn/Tfe3* DKO; *Tfeb*‐HET *P* = 1.70e‐02, *Flcn/Tfe3* DKO versus *Flcn/Tfe3* DKO; *Tfeb*‐HET *P* = 1.04e‐03; *Flcn/Tfe3* DKO versus *Flcn* KO; *Tfeb*‐HET *P* = 1.15e‐04.

For staining of LAMP1 on kidney sections, paraffin‐embedded sections were cut at 7 μm, deparaffinized, blocked, and permeabilized in 3% (w/v) BSA, 5% goat serum in PBS + 0.3% Triton X‐100 for 3 h and then were incubated with the primary antibody overnight. Finally, sections were washed three times with 3% BSA in PBS + 0.3% Triton X‐100 and then incubated for 1 h with secondary antibodies Alexa‐Fluor‐conjugated. Sections were mounted in VECTASHIELD mounting medium with DAPI and analyzed using LSM 800 (Carl Zeiss).

### Patients and human studies

All patients were evaluated and managed in the Clinical Research Center, National Institutes of Health, Bethesda Maryland by members of the Urologic Oncology Branch, National Cancer Institute. All patient recruitment, clinical and genetic evaluation, and tissue procurement and use were approved by the Institutional Review Board of the National Cancer Institute on NCI‐ 97‐C‐0147 and/or NCI‐02‐C‐0159. Informed consent was obtained from all subjects, and the experiments were conformed to the principles set out in the WMA Declaration of Helsinki and the Department of Health and Human Services Belmont Report. The human BHD tumor histologies were read by pathologists at the National Cancer Institute, including MJM.

### Histology

For murine models, histopathological analysis was conducted on 3 μm‐thick formalin‐fixed, paraffin‐embedded kidney (FFPE) sections stained with H&E and images captured by using ImageScope (Leica‐Biosystems Nussloch GmbH). Operators were blinded to sample identity. Histology was reviewed by experienced pathologist (F.S.). For immunohistochemical analysis of TFEB, TFE3, and Cadherin 16 on kidney tissues at p2, formalin‐fixed, paraffin‐embedded kidney sections (6 μm) was analyzed by VENTANA BenchMark Ultra automated staining instrument (Ventana Medical Systems, Roche), using VENTANA reagents according to the manufacturer's instructions, thanks to the support of the Advanced Histopathology facility at TIGEM. Briefly, slides were deparaffinized using EZ Prep solution (cat # 950‐102) for 16 min at 72°C. Epitope retrieval was accomplished with CC1 solution (cat # 950‐224) at a high temperature (95°C) for a period that is suitable for a specific tissue type. Antibodies were titered with a blocking solution into user fillable dispensers for use on the automated stainer. For brightfield detection, slides were developed using the VENTANA ultra view Universal DAB detection kit (cat #760‐500) and DISCOVERY Teal HRP Kit (RUO) (cat #760‐247) according to the manufacturer's instructions. Slides were then counterstained with hematoxylin II (cat # 790‐2208) for 8 min, followed by Bluing reagent (cat # 760‐2037) for 4 min. Bright‐field sections were scanned with ZEISS Axio Scan.Z1. The whole digital slides were viewed by zen blue software. The TFEB, TFE3, and Cadherin‐16 signal was quantified by Qu‐Path software. The positive pixel count algorithm was selected and adjusted to cover each positive staining of each marker analysis using Qu‐path Software. The TFEB, TFE3, and Cadherin‐16 data were presented as positivity, which was obtained from the following formula: Ratio: percentage area of TFE3 or TFEB/percentage area of Cadherin‐16. The data were expressed as mean ± SEM. The significance of difference among the experimental groups was calculated by Welch's one‐way ANOVA test with the Dunnett's T3 multiple comparisons test. Significance for each comparison was the following: Tfeb/Cdh16 in *Flcn* KO mice versus Tfe3/Cdh16 in *Flcn* KO mice *P* = 0.0084, Tfeb/Cdh16 in *Flcn* KO mice versus Tfe3/Cdh16 in Ctrl mice *P* = 0.0320, Tfeb/Cdh16 in Ctrl mice versus Tfe3/Cdh16 in *Flcn* KO mice *P* < 0.0001, and Tfeb/Cdh16 in Ctrl mice versus Tfe3/Cdh16 in Ctrl mice *P* = 0.0367.

For histological analysis of human BHD tumor samples, H&E staining was performed on formalin‐fixed paraffin‐embedded sections by standard methods. Histology was reviewed by a pathologist experienced in evaluating kidney cancer. Immunohistochemistry for TFE3, TFEB, and GPNMB was performed as previously described (Lang *et al*, 2021).

### Xenograft experiments

Lentiviral particles from single plasmid (shLuc or shTFEB or shTFE3) were produced from HEK‐293T transfection and were added to UOK257 cells at multiplicity of infection ~4 for 16 h in standard medium supplemented with 4 μg/ml polybrene (Sigma‐Aldrich), followed by complete medium replacement. Puromycin (1 μg/ml) was added 48 h post‐infection and surviving cells harvested after 3 days. 8.5 × 10^5^ UOK257 cells were transplanted subcutaneously into the right flank of nude mice with 1:3 Matrigel Matrix HC (Corning, Cat#354248) and L15 medium (shTFEB, 10 mice per group; shTFE3, nine mice per group; shLuc, eight mice per each experimental group (shTFEB and shTFE3)). Tumor growth was monitored weekly in two dimensions using a digital caliper and mice sacrificed when the tumor reached ∼0.8 cm^3^ in volume (V), or for other reasons (i.e. age, health, and weight loss). Tumor volumes were calculated using the modified ellipsoid formula *V* = *L* × *l* ^2^/2 (*L* length; *l* width). The statistical difference in tumor volume among the groups was assessed by unpaired *t*‐test. Survival analysis was calculated with GraphPad Prism 9.0, and differences among groups were estimated by using Log‐rank test.

Nude mice were purchased from Charles River. Mice of both sexes, 6–7 weeks old, were used for experimental procedures. *In vivo* studies were performed according to fully authorized animal facility, notification of the experiments to the Ministry of Health (as required by the Italian Law) Authorization n° 509/2021‐PR.

### Cell proliferation

For MTT assay 5 mg of MTT powder was solubilized in 1 ml of PBS glucose and filtered. Cells were incubated with 100 μl of MTT solution for 1 h. At the end of the incubation time, cells treated with solubilization solution (2 ml H2O ammonia (H5NO) + 50 ml DMSO) for 10 min at 37°C to obtain a complete solubilization of the crystals. As readout, absorbance of the 96‐well plate was measured recording the optical density (OD) at 540 nm with a microplate spectrophotometer system.

### Expression analysis

For gene expression analyses, total RNA was extracted according to the manufacturer's instructions (RNeasy Mini Kit Cat No./ID: 74106 (250)). RNA extracted was precisely quantified and mixed at 50 ng/5 μl. RNA‐seq analysis was performed by Next Generation Diagnostic (NGDx s.r.l.). Libraries preparation was performed with a total of 100 ng of RNA from each sample using QuantSeq 3′mRNA‐Seq Library prep kit (Lexogen, Vienna, Austria) according to manufacturer's instructions. Amplified fragmented cDNA of 300 bp in size was sequenced in single‐end mode by NovaSeq 6000 (Illumina) with a read length of 100 bp. Illumina NovaSeq 6000 base call (BCL) files were converted in fastq file through bcl2fastq. For the analysis, the sequence reads were trimmed BBDuk (sourceforge.net/projects/bbmap/) to remove adapter sequences and low‐quality end bases (*Q* < 20). Alignment was performed with STAR 2.6.0a on the Hg38 reference provided by UCSC Genome Browser. For the mouse dataset, sequence reads were trimmed using bbduk software (https://jgi.doe.gov/data-and-tools/bbtools/bb-tools-user-guide/usage-guide/) (bbmap suite 37.31) to remove adapter sequences, poly‐A tails and low‐quality end bases (regions with average quality below) and then aligned on mm10 reference sequence using STAR. About the data processing step: the gene expression levels were determined with HTseq‐count 0.9.1. The raw expression data were normalized, analyzed, and visualized by Rosalind HyperScale architecture (OnRamp BioInformatics, Inc.). Data were analyzed by using the DAVID online tool (DAVID Bioinformatics Resources 6.8), for Gene Ontology Enrichment Analysis (GOEA), and the “Kyoto Encyclopedia of Genes and Genomes” (KEGG Pathway) analyses. The threshold for statistical significance of GOEA was FDR < 0,1, and Enrichment Score ≥ 1.5, while for the KEGG Pathway analyses was FDR < 0,1. To bioinformatically identify the CLEAR motifs in the promoter of the DEGs of interest, we used the TFEBexplorer database (De Cegli *et al*, 2022). The DEGs promoter sequence included 2,000 bp upstream and 500 bp downstream from the transcription start site (TSS) for the human or the mouse sequences. Heatmap, Venn diagram, and 3D‐Pie chart were generated using custom‐annotated scripts.

### Mass spectrometry

For proteomic analysis of BHD tumor samples relative to control kidney tissues, samples were solubilized in homogenization buffer (25 mM Tris–HCl pH 7.4, 10 mM EDTA, 10 mM EGTA, 1% NP40 supplemented with protease and phosphatase inhibitors). The soluble fractions from tissue lysates were isolated by centrifugation at 16,000 *g* for 10 min in a microfuge. All the experiments were performed in a labeling‐free setting. Proteins (30 μg) were precipitated overnight in cold acetone and peptides purified using the iST Kit (Preomics) following the company instructions. Instruments for LC MS/MS analysis consisted of a NanoLC 1200 coupled via a nano‐electrospray ionization source to the quadrupole‐based Q Exactive HF benchtop mass spectrometer (Michalski *et al*, 2011). Peptide separation was carried out according to their hydrophobicity on a home‐made chromatographic column, 75 μm ID, 8 μm tip, bed packed with Reprosil‐PUR, C18‐AQ, 1.9 μm particle size, 120 Angstrom pore size, using a binary buffer system consisting of solution A: 0.1% formic acid and B: 80% acetonitrile, 0.1% formic acid. Runs of 120 min after loading were used for proteome samples, with a constant flow rate of 300 nl/min. After sample loading, run start at 5% buffer B for 5 min, followed by a series of linear gradients, from 5% to 30% B in 90 min, then a 10 min step to reach 50% and a 5 min step to reach 95%. This last step was maintained for 10 min. Q Exactive HF settings: MS spectra were acquired using 3E6 as an AGC target, a maximal injection time of 20 ms and a 120,000 resolution at 200 *m/z*. The mass spectrometer operated in a data‐dependent Top20 mode with subsequent acquisition of higher energy collisional dissociation (HCD) fragmentation MS/MS spectra of the top 20 most intense peaks. Resolution, for MS/MS spectra, was set to 15,000 at 200 *m/z*, AGC target to 1E5, max injection time to 20 ms, and the isolation window to 1.6Th. The intensity threshold was set at 2.0 E4 and Dynamic exclusion at 30 s.

All acquired raw files were processed using MaxQuant and the implemented Andromeda search engine. For protein assignment, spectra were correlated with the UniProt Homo Sapiens including a list of common contaminants. Searches were performed with tryptic specifications and default settings for mass tolerances for MS and MS/MS spectra. Carbamidomethyl at cysteine residues was set as a fixed modification, while oxidations at methionine and acetylation at the N‐terminus were defined as variable modifications. The minimal peptide length was set to seven amino acids, and the false discovery rate for proteins and peptide‐spectrum matches to 1%. The match‐between‐run feature with a time window of 0.7 min was used. For further analysis, the Perseus software was used and first filtered for contaminants and reverse entries as well as proteins that were only identified by a modified peptide. Label‐free quantification was performed using IBAQ quantification. The values were logarithmized, grouped, and filtered for min. valid number (min. 3 in at least one group). Missing values have been replaced by random numbers that are drawn from a normal distribution. Significantly regulated proteins between conditions were determined by student *t*‐test using FDR < 0.05 as threshold. Log2 Fold‐change values for significant proteins and genes (FDR < 0.05) expressed in both the proteome and transcriptome data sets were used for correlation analysis. The Pearson correlation coefficient was used for global correlation analysis correlating the data sets. Data visualization was done in the statistical environment R.

## Author contributions

**Chiara Di Malta:** Conceptualization; formal analysis; supervision; funding acquisition; investigation; visualization; writing – original draft; project administration; writing – review and editing. **Angela Zampelli:** Investigation. **Letizia Granieri:** Formal analysis; investigation. **Claudia Vilardo:** Investigation. **Rossella De Cegli:** Formal analysis. **Laura Cinque:** Investigation. **Edoardo Nusco:** Investigation. **Salvatore Pece:** Investigation. **Daniela Tosoni:** Investigation. **Francesca Sanguedolce:** Formal analysis. **Nicolina Cristina Sorrentino:** Investigation. **Maria J Merino:** Investigation. **Deborah Nielsen:** Investigation. **Ramaprasad Srinivasan:** Investigation. **Mark W Ball:** Investigation. **Christopher J Ricketts:** Investigation. **Cathy D Vocke:** Investigation. **Martin Lang:** Investigation. **Baktiar Karim:** Investigation. **Luisa Lanfrancone:** Supervision; investigation. **Laura S Schmidt:** Resources; investigation; writing – review and editing. **W Marston Linehan:** Resources; supervision; writing – review and editing. **Andrea Ballabio:** Conceptualization; supervision; funding acquisition; writing – original draft; project administration; writing – review and editing.

## Disclosure and competing interests statement

AB is cofounder of Casma Therapeutics and advisory board member of Next Generation Diagnostics, Avilar Therapeutics and Coave Therapeutics. AB is an editorial advisory board member. This has no bearing on the editorial consideration of this article for publication.

## For more information

1. https://bhdsyndrome.org/
2. https://myrovlytistrust.org/
3. W. Marston Linehan, M.D. | Center for Cancer Research

## Supporting information

Appendix Click here for additional data file.

Expanded View Figures PDF Click here for additional data file.

Table EV1 Click here for additional data file.

Table EV2 Click here for additional data file.

Table EV3 Click here for additional data file.

Table EV4 Click here for additional data file.

Table EV5 Click here for additional data file.

Table EV6 Click here for additional data file.

Dataset EV1 Click here for additional data file.

Dataset EV2 Click here for additional data file.

Dataset EV3 Click here for additional data file.

Dataset EV4 Click here for additional data file.

Source Data for Expanded View Click here for additional data file.

PDF+ Click here for additional data file.

Source Data for Figure 1 Click here for additional data file.

Source Data for Figure 2 Click here for additional data file.

Source Data for Figure 3 Click here for additional data file.

## Data Availability

For expression data, the whole set of results is available in the GEO database as: GSE213063: Gene expression profile of kidneys from mice at post‐natal day 2. GSE207649: Gene expression profile of kidney tumor samples from BHD patients relative to control kidney samples. GSE207650: Gene expression profile of UOK257 cells silenced for TFEB or TFE3 relative to control UOK257 silenced for luciferase. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE [1] partner repository with the dataset identifier PXD035450.

## References

[emmm202216877-bib-0001] Baba M , Hong S‐B , Sharma N , Warren MB , Nickerson ML , Iwamatsu A , Esposito D , Gillette WK , Hopkins RF , Hartley JL *et al* (2006) Folliculin encoded by the BHD gene interacts with a binding protein, FNIP1, and AMPK, and is involved in AMPK and mTOR signaling. Proc Natl Acad Sci USA 103: 15552–15557 1702817410.1073/pnas.0603781103PMC1592464

[emmm202216877-bib-0002] Baba M , Furihata M , Hong S‐B , Tessarollo L , Haines DC , Southon E , Patel V , Igarashi P , Alvord WG , Leighty R *et al* (2008) Kidney‐targeted Birt‐Hogg‐Dube gene inactivation in a mouse model: Erk1/2 and Akt‐mTOR activation, cell hyperproliferation, and polycystic kidneys. J Natl Cancer Inst 100: 140–154 1818261610.1093/jnci/djm288PMC2704336

[emmm202216877-bib-0003] Baba M , Furuya M , Motoshima T , Lang M , Funasaki S , Ma W , Sun H‐W , Hasumi H , Huang Y , Kato I *et al* (2019) TFE3 Xp11.2 translocation renal cell carcinoma mouse model reveals novel therapeutic targets and identifies GPNMB as a diagnostic marker for human disease. Mol Cancer Res 17: 1613–1626 3104348810.1158/1541-7786.MCR-18-1235PMC6679785

[emmm202216877-bib-0004] Chen J , Futami K , Petillo D , Peng J , Wang P , Knol J , Li Y , Khoo S‐K , Huang D , Qian C‐N *et al* (2008) Deficiency of FLCN in mouse kidney led to development of polycystic kidneys and renal neoplasia. PLoS One 3: e3581 1897478310.1371/journal.pone.0003581PMC2570491

[emmm202216877-bib-0005] Cui Z , Napolitano G , de Araujo MEG , Esposito A , Monfregola J , Huber LA , Ballabio A , Hurley JH (2023) Structure of the lysosomal mTORC1–TFEB–Rag–Ragulator megacomplex. Nature 614: 572–579 3669782310.1038/s41586-022-05652-7PMC9931586

[emmm202216877-bib-0006] De Cegli R , Carrella D , Siciliano D , Gambardella G , Napolitano G , Di Malta C , Ballabio A , di Bernardo D (2022) TFEBexplorer: an integrated tool to study genes regulated by the stress‐responsive transcription factor EB. Autophagy Rep 1: 295–305 10.1080/27694127.2022.2097822PMC1186462540396031

[emmm202216877-bib-0007] Di Malta C , Siciliano D , Calcagni A , Monfregola J , Punzi S , Pastore N , Eastes AN , Davis O , De Cegli R , Zampelli A *et al* (2017) Transcriptional activation of RagD GTPase controls mTORC1 and promotes cancer growth. Science 356: 1188–1192 2861994510.1126/science.aag2553PMC5730647

[emmm202216877-bib-0008] El‐Houjeiri L , Biondini M , Paquette M , Kuasne H , Pacis A , Park M , Siegel PM , Pause A (2021) Folliculin impairs breast tumor growth by repressing TFE3‐dependent induction of the Warburg effect and angiogenesis. J Clin Invest 131: e144871 3477941010.1172/JCI144871PMC8592551

[emmm202216877-bib-0009] Furuya M , Hong S‐B , Tanaka R , Kuroda N , Nagashima Y , Nagahama K , Suyama T , Yao M , Nakatani Y (2015) Distinctive expression patterns of glycoprotein non‐metastatic B and folliculin in renal tumors in patients with Birt‐Hogg‐Dubé syndrome. Cancer Sci 106: 315–323 2559458410.1111/cas.12601PMC4376441

[emmm202216877-bib-0010] Gambardella G , Staiano L , Moretti MN , De Cegli R , Fagnocchi L , Di Tullio G , Polletti S , Braccia C , Armirotti A , Zippo A *et al* (2020) GADD34 is a modulator of autophagy during starvation. Sci Adv 6: eabb0205 3297815910.1126/sciadv.abb0205PMC7518873

[emmm202216877-bib-0011] Hasumi H , Baba M , Hasumi Y , Lang M , Huang Y , Oh HF , Matsuo M , Merino MJ , Yao M , Ito Y *et al* (2015) Folliculin‐interacting proteins Fnip1 and Fnip2 play critical roles in kidney tumor suppression in cooperation with Flcn. Proc Natl Acad Sci USA 112: E1624–E1631 2577556110.1073/pnas.1419502112PMC4386336

[emmm202216877-bib-0012] Hemesath TJ , Steingrímsson E , McGill G , Hansen MJ , Vaught J , Hodgkinson CA , Arnheiter H , Copeland NG , Jenkins NA , Fisher DE (1994) Microphthalmia, a critical factor in melanocyte development, defines a discrete transcription factor family. Genes Dev 8: 2770–2780 795893210.1101/gad.8.22.2770

[emmm202216877-bib-0013] Hong S‐B , Oh H , Valera VA , Baba M , Schmidt LS , Linehan WM (2010) Inactivation of the FLCN tumor suppressor gene induces TFE3 transcriptional activity by increasing its nuclear localization. PLoS One 5: e15793 2120991510.1371/journal.pone.0015793PMC3012117

[emmm202216877-bib-0014] Kim E , Goraksha‐Hicks P , Li L , Neufeld TP , Guan K‐L (2008) Regulation of TORC1 by Rag GTPases in nutrient response. Nat Cell Biol 10: 935–945 1860419810.1038/ncb1753PMC2711503

[emmm202216877-bib-0015] Lang M , Vocke CD , Ricketts CJ , Metwalli AR , Ball MW , Schmidt LS , Linehan WM (2021) Clinical and molecular characterization of microphthalmia‐associated transcription factor (MITF)‐related renal cell carcinoma. Urology 149: 89–97 3324255710.1016/j.urology.2020.11.025PMC8728951

[emmm202216877-bib-0016] Lawrence RE , Fromm SA , Fu Y , Yokom AL , Kim DJ , Thelen AM , Young LN , Lim C‐Y , Samelson AJ , Hurley JH *et al* (2019) Structural mechanism of a Rag GTPase activation checkpoint by the lysosomal folliculin complex. Science 366: 971–977 3167291310.1126/science.aax0364PMC6945816

[emmm202216877-bib-0017] Li K , Wada S , Gosis BS , Thorsheim C , Loose P , Arany Z (2022) Folliculin promotes substrate‐selective mTORC1 activity by activating RagC to recruit TFE3. PLoS Biol 20: e3001594 3535817410.1371/journal.pbio.3001594PMC9004751

[emmm202216877-bib-0018] Martina JA , Chen Y , Gucek M , Puertollano R (2012) MTORC1 functions as a transcriptional regulator of autophagy by preventing nuclear transport of TFEB. Autophagy 8: 903–914 2257601510.4161/auto.19653PMC3427256

[emmm202216877-bib-0019] Martina JA , Diab HI , Lishu L , Jeong‐A L , Patange S , Raben N , Puertollano R (2014) The nutrient‐responsive transcription factor TFE3 promotes autophagy, lysosomal biogenesis, and clearance of cellular debris. Sci Signal 7: ra9 2444864910.1126/scisignal.2004754PMC4696865

[emmm202216877-bib-0020] Michalski A , Damoc E , Hauschild J‐P , Lange O , Wieghaus A , Makarov A , Nagaraj N , Cox J , Mann M , Horning S (2011) Mass spectrometry‐based proteomics using Q Exactive, a high‐performance benchtop quadrupole Orbitrap mass spectrometer. Mol Cell Proteomics 10: M111.011015 10.1074/mcp.M111.011015PMC328422021642640

[emmm202216877-bib-0021] Napolitano G , Di Malta C , Esposito A , de Araujo MEG , Pece S , Bertalot G , Matarese M , Benedetti V , Zampelli A , Stasyk T *et al* (2020) A substrate‐specific mTORC1 pathway underlies Birt‐Hogg‐Dubé syndrome. Nature 585: 597–602 3261223510.1038/s41586-020-2444-0PMC7610377

[emmm202216877-bib-0022] Napolitano G , Di Malta C , Ballabio A (2022) Non‐canonical mTORC1 signaling at the lysosome. Trends Cell Biol 32: 920–931 3565473110.1016/j.tcb.2022.04.012

[emmm202216877-bib-0023] Palmieri M , Impey S , Kang H , di Ronza A , Pelz C , Sardiello M , Ballabio A (2011) Characterization of the CLEAR network reveals an integrated control of cellular clearance pathways. Hum Mol Genet 20: 3852–3866 2175282910.1093/hmg/ddr306

[emmm202216877-bib-0024] Perera RM , Stoykova S , Nicolay BN , Ross KN , Fitamant J , Boukhali M , Lengrand J , Deshpande V , Selig MK , Ferrone CR *et al* (2015) Transcriptional control of autophagy‐lysosome function drives pancreatic cancer metabolism. Nature 524: 361–365 2616840110.1038/nature14587PMC5086585

[emmm202216877-bib-0025] Perera RM , Di Malta C , Ballabio A (2019) MiT/TFE family of transcription factors, lysosomes, and cancer. Annu Rev Cancer Biol 3: 203–222 3165009610.1146/annurev-cancerbio-030518-055835PMC6812561

[emmm202216877-bib-0026] Petit CS , Roczniak‐Ferguson A , Ferguson SM (2013) Recruitment of folliculin to lysosomes supports the amino acid‐dependent activation of Rag GTPases. J Cell Biol 202: 1107–1122 2408149110.1083/jcb.201307084PMC3787382

[emmm202216877-bib-0027] Roczniak‐Ferguson A , Petit CS , Froehlich F , Qian S , Ky J , Angarola B , Walther TC , Ferguson SM (2012) The transcription factor TFEB links mTORC1 signaling to transcriptional control of lysosome homeostasis. Sci Signal 5: ra42 2269242310.1126/scisignal.2002790PMC3437338

[emmm202216877-bib-0028] Salles DC , Asrani K , Woo J , Vidotto T , Liu HB , Vidal I , Matoso A , Netto GJ , Argani P , Lotan TL (2022) GPNMB expression identifies TSC1/2/mTOR‐associated and MiT family translocation‐driven renal neoplasms. J Pathol 257: 158–171 3507294710.1002/path.5875PMC9310781

[emmm202216877-bib-0029] Sancak Y , Peterson TR , Shaul YD , Lindquist RA , Thoreen CC , Bar‐Peled L , Sabatini DM (2008) The Rag GTPases bind raptor and mediate amino acid signaling to mTORC1. Science 320: 1496–1501 1849726010.1126/science.1157535PMC2475333

[emmm202216877-bib-0030] Sardiello M , Palmieri M , di Ronza A , Medina DL , Valenza M , Gennarino VA , Di Malta C , Donaudy F , Embrione V , Polishchuk RS *et al* (2009) A gene network regulating lysosomal biogenesis and function. Science 325: 473–477 1955646310.1126/science.1174447

[emmm202216877-bib-0031] Schmidt LS , Linehan WM (2015) Molecular genetics and clinical features of Birt‐Hogg‐Dubé syndrome. Nat Rev Urol 12: 558–569 2633408710.1038/nrurol.2015.206PMC5119524

[emmm202216877-bib-0032] Sekiguchi T , Hirose E , Nakashima N , Ii M , Nishimoto T (2001) Novel G proteins, Rag C and Rag D, interact with GTP‐binding proteins, Rag A and Rag B. J Biol Chem 276: 7246–7257 1107394210.1074/jbc.M004389200

[emmm202216877-bib-0033] Settembre C , Di Malta C , Polito VA , Garcia Arencibia M , Vetrini F , Erdin S , Erdin SU , Huynh T , Medina D , Colella P *et al* (2011) TFEB links autophagy to lysosomal biogenesis. Science 332: 1429–1433 2161704010.1126/science.1204592PMC3638014

[emmm202216877-bib-0034] Settembre C , Zoncu R , Medina DL , Vetrini F , Erdin S , Erdin S , Huynh T , Ferron M , Karsenty G , Vellard MC *et al* (2012) A lysosome‐to‐nucleus signalling mechanism senses and regulates the lysosome via mTOR and TFEB: self‐regulation of the lysosome via mTOR and TFEB. EMBO J 31: 1095–1108 2234394310.1038/emboj.2012.32PMC3298007

[emmm202216877-bib-0035] Shao X , Johnson JE , Richardson JA , Hiesberger T , Igarashi P (2002) A minimal Ksp‐cadherin promoter linked to a green fluorescent protein reporter gene exhibits tissue‐specific expression in the developing kidney and genitourinary tract. J Am Soc Nephrol 13: 1824–1836 1208937810.1097/01.asn.0000016443.50138.cd

[emmm202216877-bib-0036] Shen K , Rogala KB , Chou H‐T , Huang RK , Yu Z , Sabatini DM (2019) Cryo‐EM structure of the human FLCN‐FNIP2‐Rag‐Ragulator complex. Cell 179: 1319–1329 3170402910.1016/j.cell.2019.10.036PMC7008705

[emmm202216877-bib-0037] Steingrimsson E , Tessarollo L , Pathak B , Hou L , Arnheiter H , Copeland NG , Jenkins NA (2002) Mitf and Tfe3, two members of the Mitf‐Tfe family of bHLH‐Zip transcription factors, have important but functionally redundant roles in osteoclast development. Proc Natl Acad Sci USA 99: 4477–4482 1193000510.1073/pnas.072071099PMC123673

[emmm202216877-bib-0038] Taya M , Hammes SR (2018) Glycoprotein non‐metastatic melanoma protein B (GPNMB) and cancer: a novel potential therapeutic target. Steroids 133: 102–107 2909714310.1016/j.steroids.2017.10.013PMC6166407

[emmm202216877-bib-0039] Tsun Z‐Y , Bar‐Peled L , Chantranupong L , Zoncu R , Wang T , Kim C , Spooner E , Sabatini DM (2013) The folliculin tumor suppressor is a GAP for the RagC/D GTPases that signal amino acid levels to mTORC1. Mol Cell 52: 495–505 2409527910.1016/j.molcel.2013.09.016PMC3867817

[emmm202216877-bib-0040] Vocke CD , Yang Y , Pavlovich CP , Schmidt LS , Nickerson ML , Torres‐Cabala CA , Merino MJ , Walther MM , Zbar B , Linehan WM (2005) High frequency of somatic frameshift BHD gene mutations in Birt‐Hogg‐Dubé‐associated renal tumors. J Natl Cancer Inst 97: 931–935 1595665510.1093/jnci/dji154

[emmm202216877-bib-0041] Wada S , Neinast M , Jang C , Ibrahim YH , Lee G , Babu A , Li J , Hoshino A , Rowe GC , Rhee J *et al* (2016) The tumor suppressor FLCN mediates an alternate mTOR pathway to regulate browning of adipose tissue. Genes Dev 30: 2551–2564 2791360310.1101/gad.287953.116PMC5159669

[emmm202216877-bib-0042] Yang Y , Padilla‐Nash HM , Vira MA , Abu‐Asab MS , Val D , Worrell R , Tsokos M , Merino MJ , Pavlovich CP , Ried T *et al* (2008) The UOK 257 cell line: a novel model for studies of the human Birt‐Hogg‐Dubé gene pathway. Cancer Genet Cytogenet 180: 100–109 1820653410.1016/j.cancergencyto.2007.10.010PMC2440670

# Supplementary material for: TFEB and TFE3 drive kidney cystogenesis and tumorigenesis
**Source:** EMBO Mol Med. 2023 Mar 29;15(5):e16877. doi: 10.15252/emmm.202216877
**Supplement:** Supplementary file 1 — Appendix

Table of content:

Appendix Figure S1

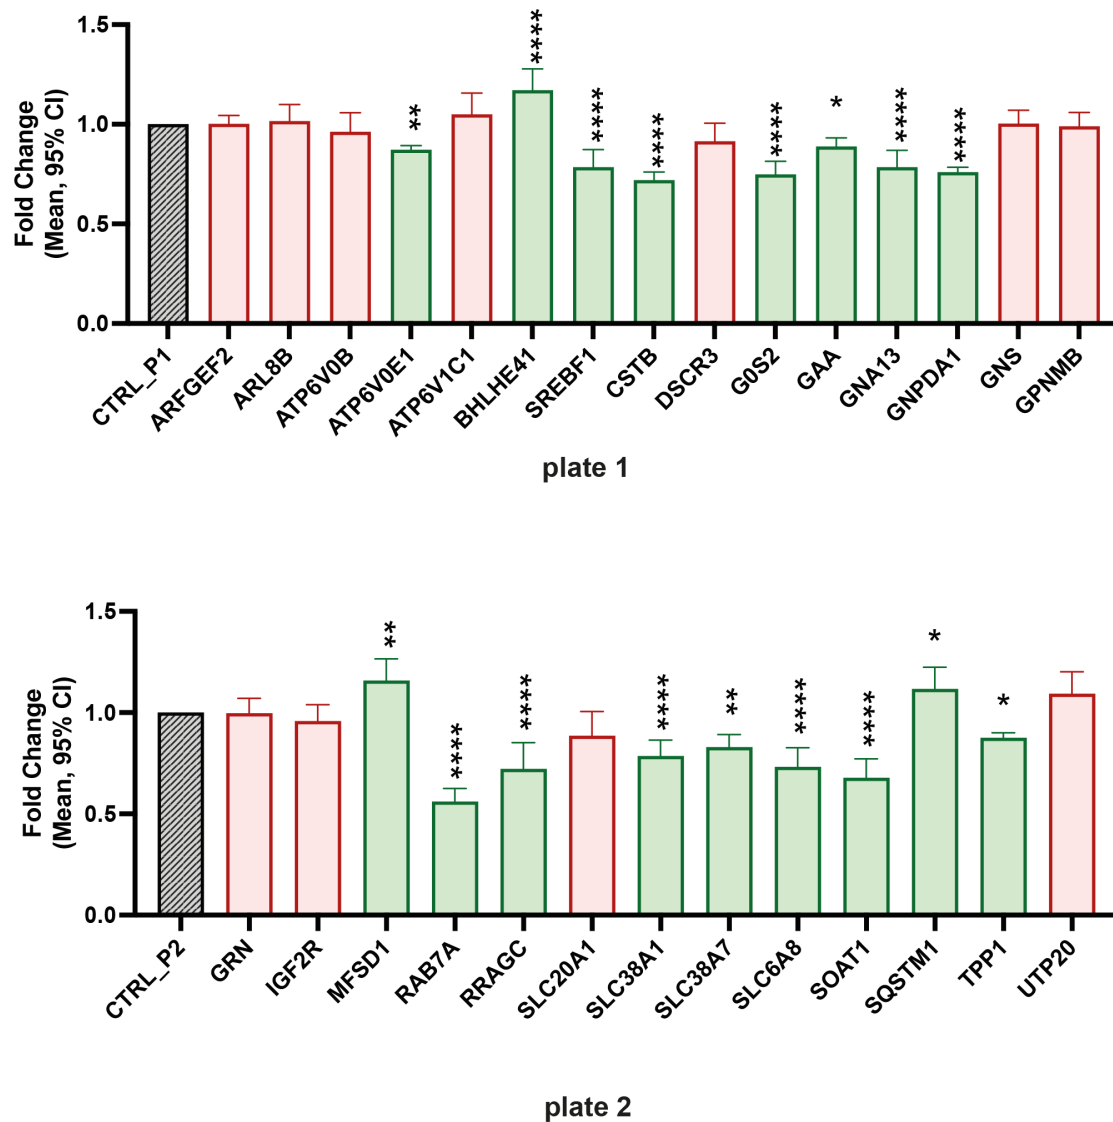

Appendix Figure S1. **Silencing of several TFEB/TFE3 target genes significantly reduces UOK257 cell proliferation.** UOK257 cells were silenced for the indicated genes and then cell proliferation index analyzed through MTT assay on two different plates (plate 1 and 2). Values are reported as fold change relative to cells transfected with scramble siRNA (CTRL). Plots represent Mean  $\pm$  95% of confidence interval (n=4), one-way ANOVA. Significant and not significant differences are shown as green and red bars, respectively. \*P < 0.05; \*\*P < 0.01; \*\*\*P < 0.001.

# Supplementary material for: TFEB and TFE3 drive kidney cystogenesis and tumorigenesis
**Source:** EMBO Mol Med. 2023 Mar 29;15(5):e16877. doi: 10.15252/emmm.202216877
**Supplement:** Supplementary file 2 — Expanded View Figures PDF

## Expanded View Figures

A

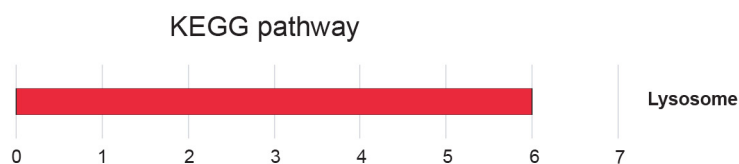

B

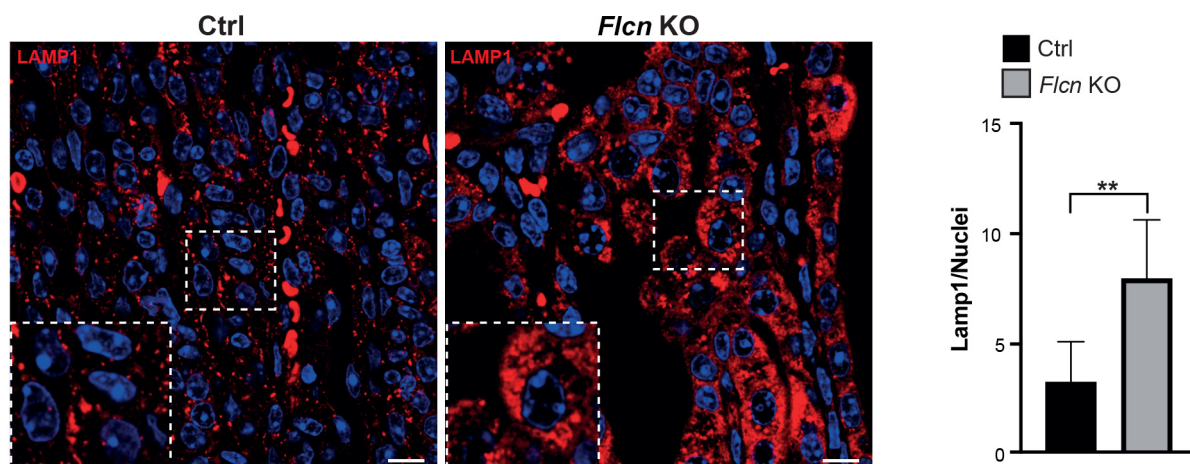

**Figure EV1. Kidney tissues from *Flcn*-KO mice show upregulation of the lysosomal pathway.**

A Kegg pathway associated with genes significantly upregulated in kidney tissues from *Flcn* KO mice relative to control mice at the precystic stage p2 (Dataset EV1).  
 B Lamp1 immunostaining (in red) of renal tissues from control (Ctrl) and kidney-specific *Flcn* KO (*Flcn* KO) mice. Insets show magnification of the boxed area. Nuclei were stained with DAPI (blue). Scale bar 10  $\mu$ m. Bar graph shows quantification of Lamp1-positive vesicles/nuclei. Mean  $\pm$  95% of confidence interval ( $n = 3$  biological replicates). Unpaired  $t$ -test  $**P < 0.01$ .

Source data are available online for this figure.

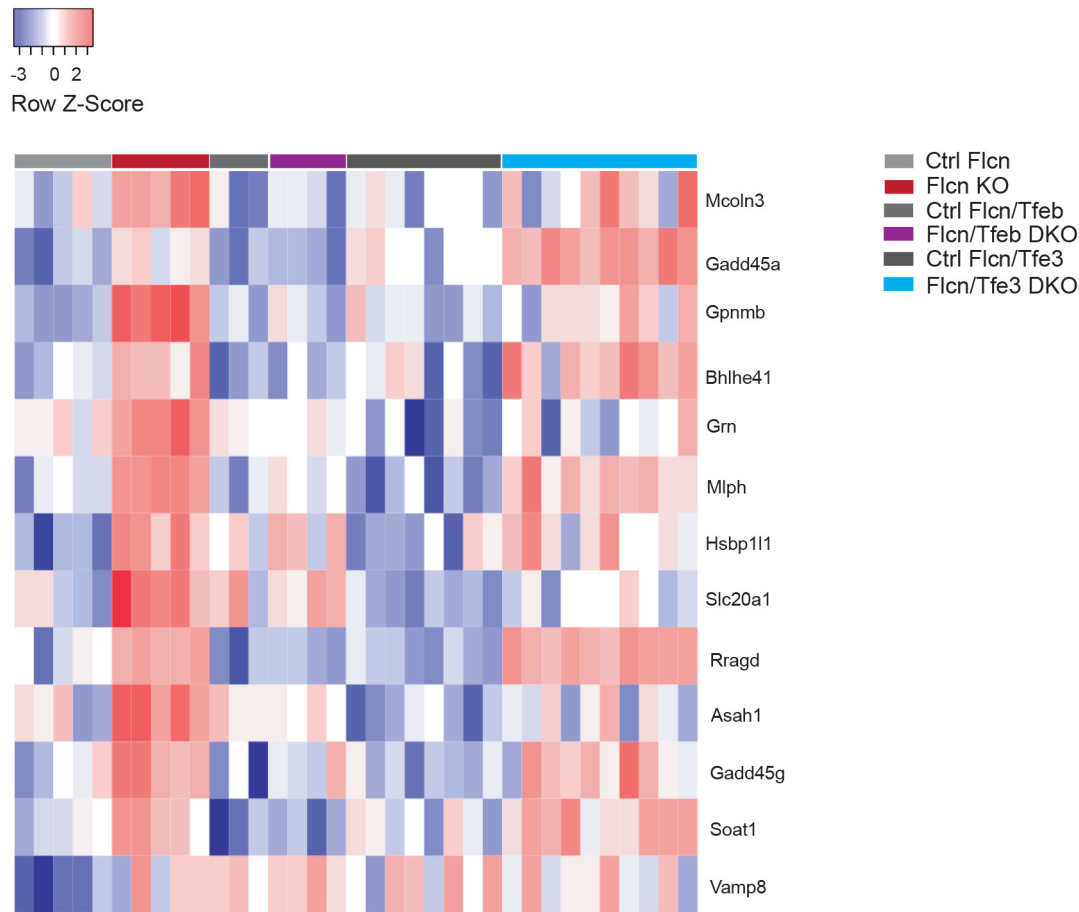

**Figure EV2. Depletion of *Tfeb* but not *Tfe3* corrects the aberrant upregulation of validated *Tfeb*/*Tfe3* target genes in *Flcn*-KO mice.** Heatmap showing validated TFEB/TFE3 target genes differentially expressed from kidney samples of the indicated murine groups (relative to Dataset EV1). Genes are ranked from the most significantly upregulated to the less significantly upregulated in the *Flcn* KO group. Each row shows the relative expression level of a single gene. Each column shows the expression level of a single sample. Upregulated transcripts are shown in red and downregulated transcripts are shown in blue.

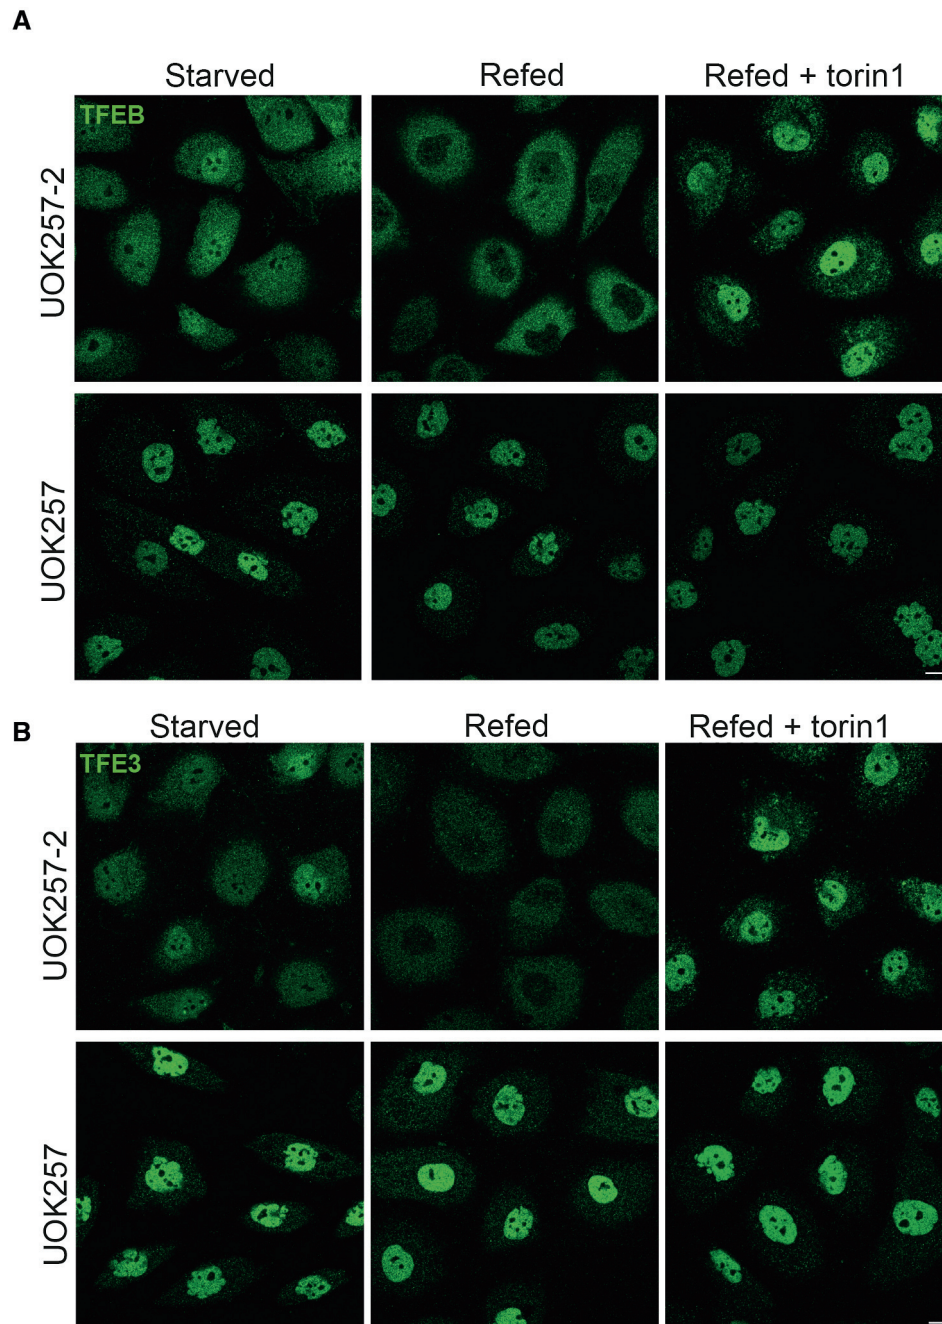

**Figure EV3. Both TFEB and TFE3 are constitutively nuclear in UOK257 cells.**

A, B Representative immunofluorescence analysis of TFEB (A) or TFE3 (B) localization in BHD patient-derived UOK257 cells and control UOK257-2 cells, obtained by stable transfection of UOK257 cells with exogenous FLCN. Cells were deprived of amino acids for 2 h (starved) and then restimulated with amino acids (refed) for 1 h in the presence or absence of 300 nM torin1. Scale bar, 10  $\mu$ m.

Source data are available online for this figure.

**Figure EV4. Silencing of TFEB or TFE3 abrogates the activation of target genes in UOK257 cells.**

- A Immunoblot analysis of the indicated proteins in UOK257 cells silenced for Luciferase (shLUC) or TFEB (shTFEB) or TFE3 (shTFE3).
- B Heatmap showing validated TFEB target genes differentially expressed from UOK257 cells infected with the indicated shRNA (relative to Dataset [EV3](#)). Genes are ranked from the most significantly upregulated to the less significantly upregulated in the cells infected with control shRNA (shLUC). Each row shows the relative expression level of a single gene. Each column shows the expression level of a single sample. Upregulated transcripts are shown in red and downregulated transcripts are shown in blue.
- C Kegg pathways associated with TFEB target genes significantly downregulated in (B).

Source data are available online for this figure.

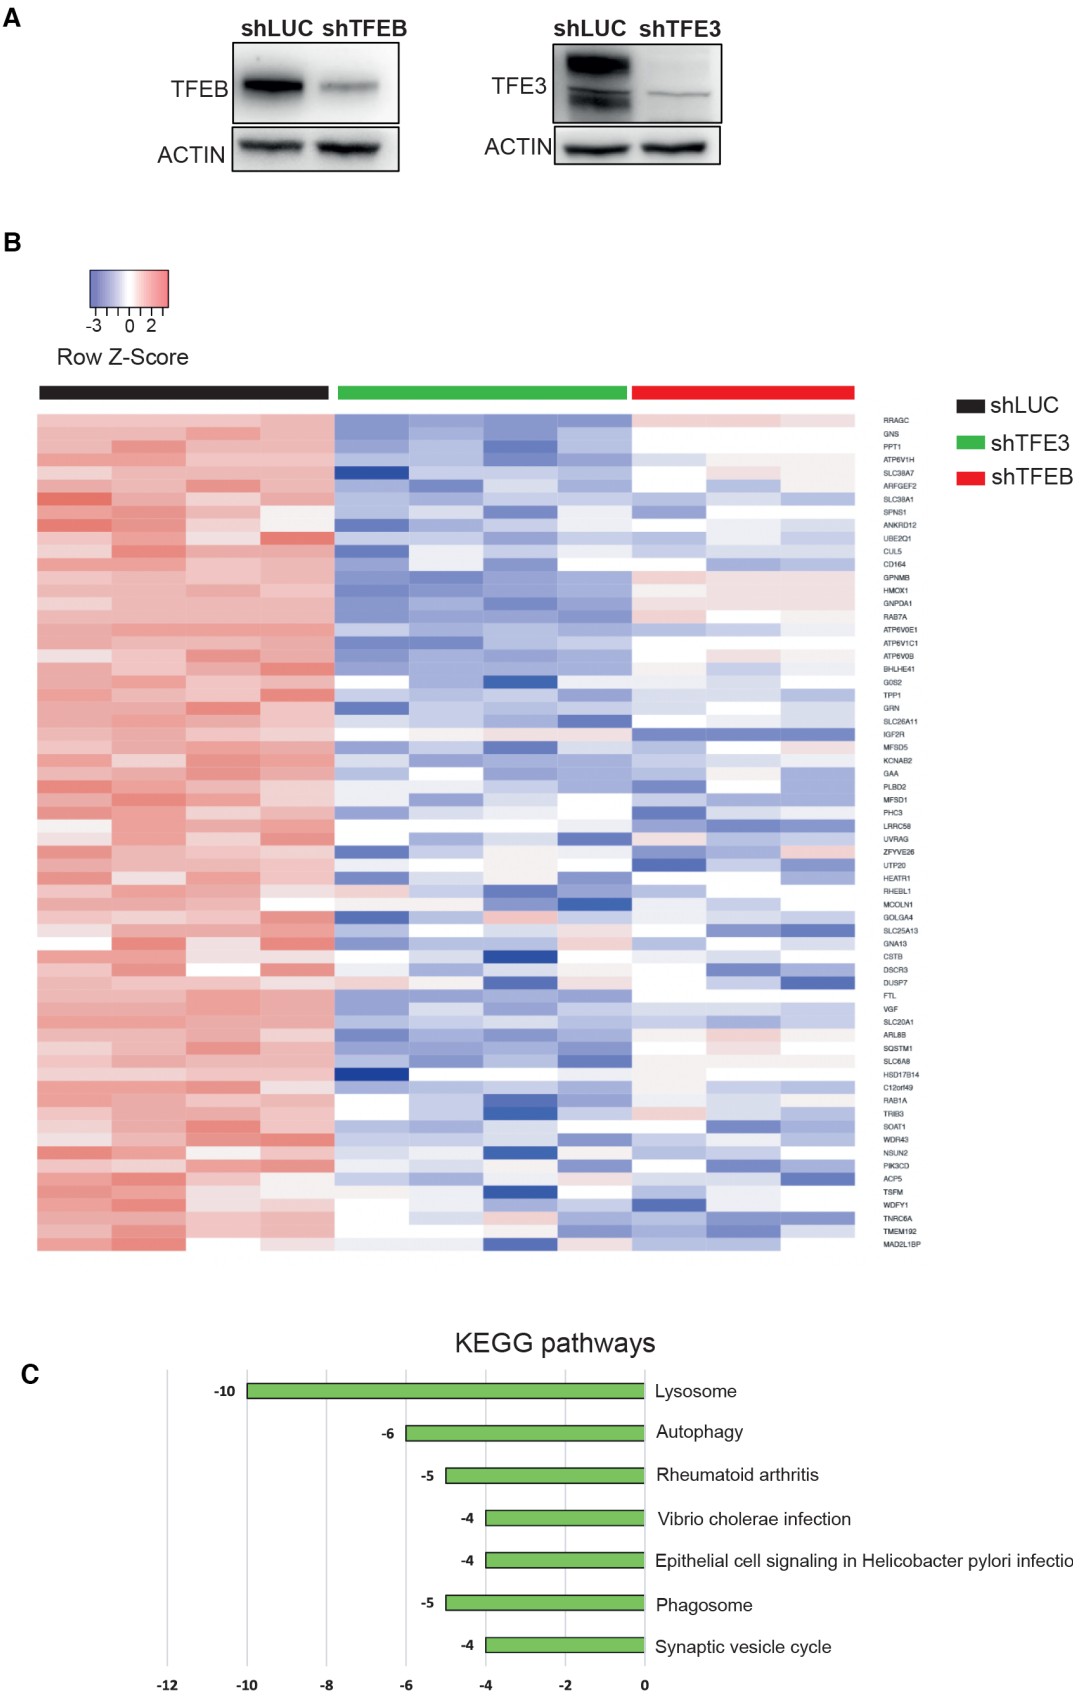

Figure EV4.

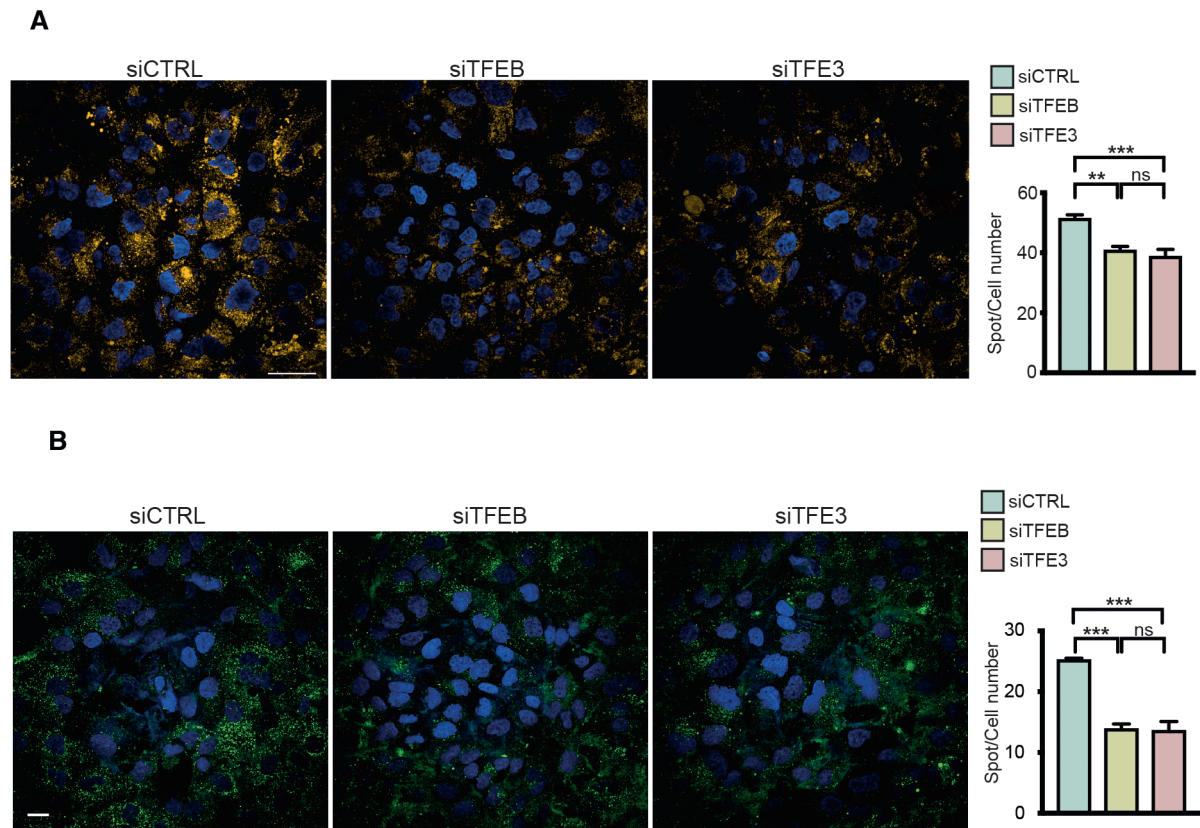

**Figure EV5. Silencing of TFEB or TFE3 significantly reduces lysosomal number and degradative ability.**

A, B LysoTracker (A) and DQ-BSA (B) analysis of UOK257 cells silenced for TFEB or TFE3 or scramble siRNA (CTRL). Scale bars: 50  $\mu$ m in (A) and 20  $\mu$ m in (B). Plots represent number of spots/cell and are expressed as mean  $\pm$  SE ( $n = 3$  biological replicates), ordinary one-way ANOVA, Tukey's multiple comparisons test.

Data information: \*\* $P < 0.01$ ; \*\*\* $P < 0.001$ ; ns: not significant.

Source data are available online for this figure.

# Supplementary material for: TFEB and TFE3 drive kidney cystogenesis and tumorigenesis
**Source:** EMBO Mol Med. 2023 Mar 29;15(5):e16877. doi: 10.15252/emmm.202216877
**Supplement:** Supplementary file 4 — Table EV2

**Table EV2. Overview of patient data**

# Supplementary material for: TFEB and TFE3 drive kidney cystogenesis and tumorigenesis
**Source:** EMBO Mol Med. 2023 Mar 29;15(5):e16877. doi: 10.15252/emmm.202216877
**Supplement:** Supplementary file 7 — Table EV5

| **Gene** | **Protein** |
| --- | --- |
| ARFGEF2 | Brefeldin A-inhibited guanine nucleotide-exchange protein 2 |
| ARL8B | ADP-ribosylation factor-like protein 8B |
| ATP6V0B | V-type proton ATPase 21 kDa proteolipid subunit c |
| ATP6V0E1 | V-type proton ATPase subunit e 1 |
| ATP6V1C1 | V-type proton ATPase subunit C 1 |
| BHLHE41 | Class E basic helix-loop-helix protein 41 |
| SPRING1 | SREBP regulating gene protein |
| CSTB | Cystatin-B |
| VPS26C | Vacuolar protein sorting-associated protein 26C |
| G0S2 | G0/G1 switch protein 2 |
| GAA | Lysosomal alpha-glucosidase |
| GNA13 | Guanine nucleotide-binding protein subunit alpha-13 |
| GNPDA1 | Glucosamine-6-phosphate isomerase 1 |
| GNS | N-acetylglucosamine-6-sulfatase |
| GPNMB | Transmembrane glycoprotein NMB |
| GRN | Progranulin |
| IGF2R | Cation-independent mannose-6-phosphate receptor |
| MFSD1 | Major facilitator superfamily domain-containing protein 1 |
| RAB7A | Ras-related protein Rab-7a |
| RRAGC | Ras-related GTP-binding protein C |
| SLC20A1 | Sodium-dependent phosphate transporter 1 |
| SLC38A1 | Sodium-coupled neutral amino acid transporter 1 |
| SLC38A7 | Putative sodium-coupled neutral amino acid transporter 7 |
| SLC6A8 | Sodium- and chloride-dependent creatine transporter 1 |
| SOAT1 | Sterol O-acyltransferase 1 |
| SQSTM1 | Sequestosome-1 |
| TPP1 | Tripeptidyl-peptidase 1 |
| UTP20 | Small subunit processome component 20 homolog |

**Table EV5. List of candidate genes responsible for tumor growth in BHD**

# Supplementary material for: TFEB and TFE3 drive kidney cystogenesis and tumorigenesis
**Source:** EMBO Mol Med. 2023 Mar 29;15(5):e16877. doi: 10.15252/emmm.202216877
**Supplement:** Supplementary file 13 — Source Data for Expanded View

## Slide 1
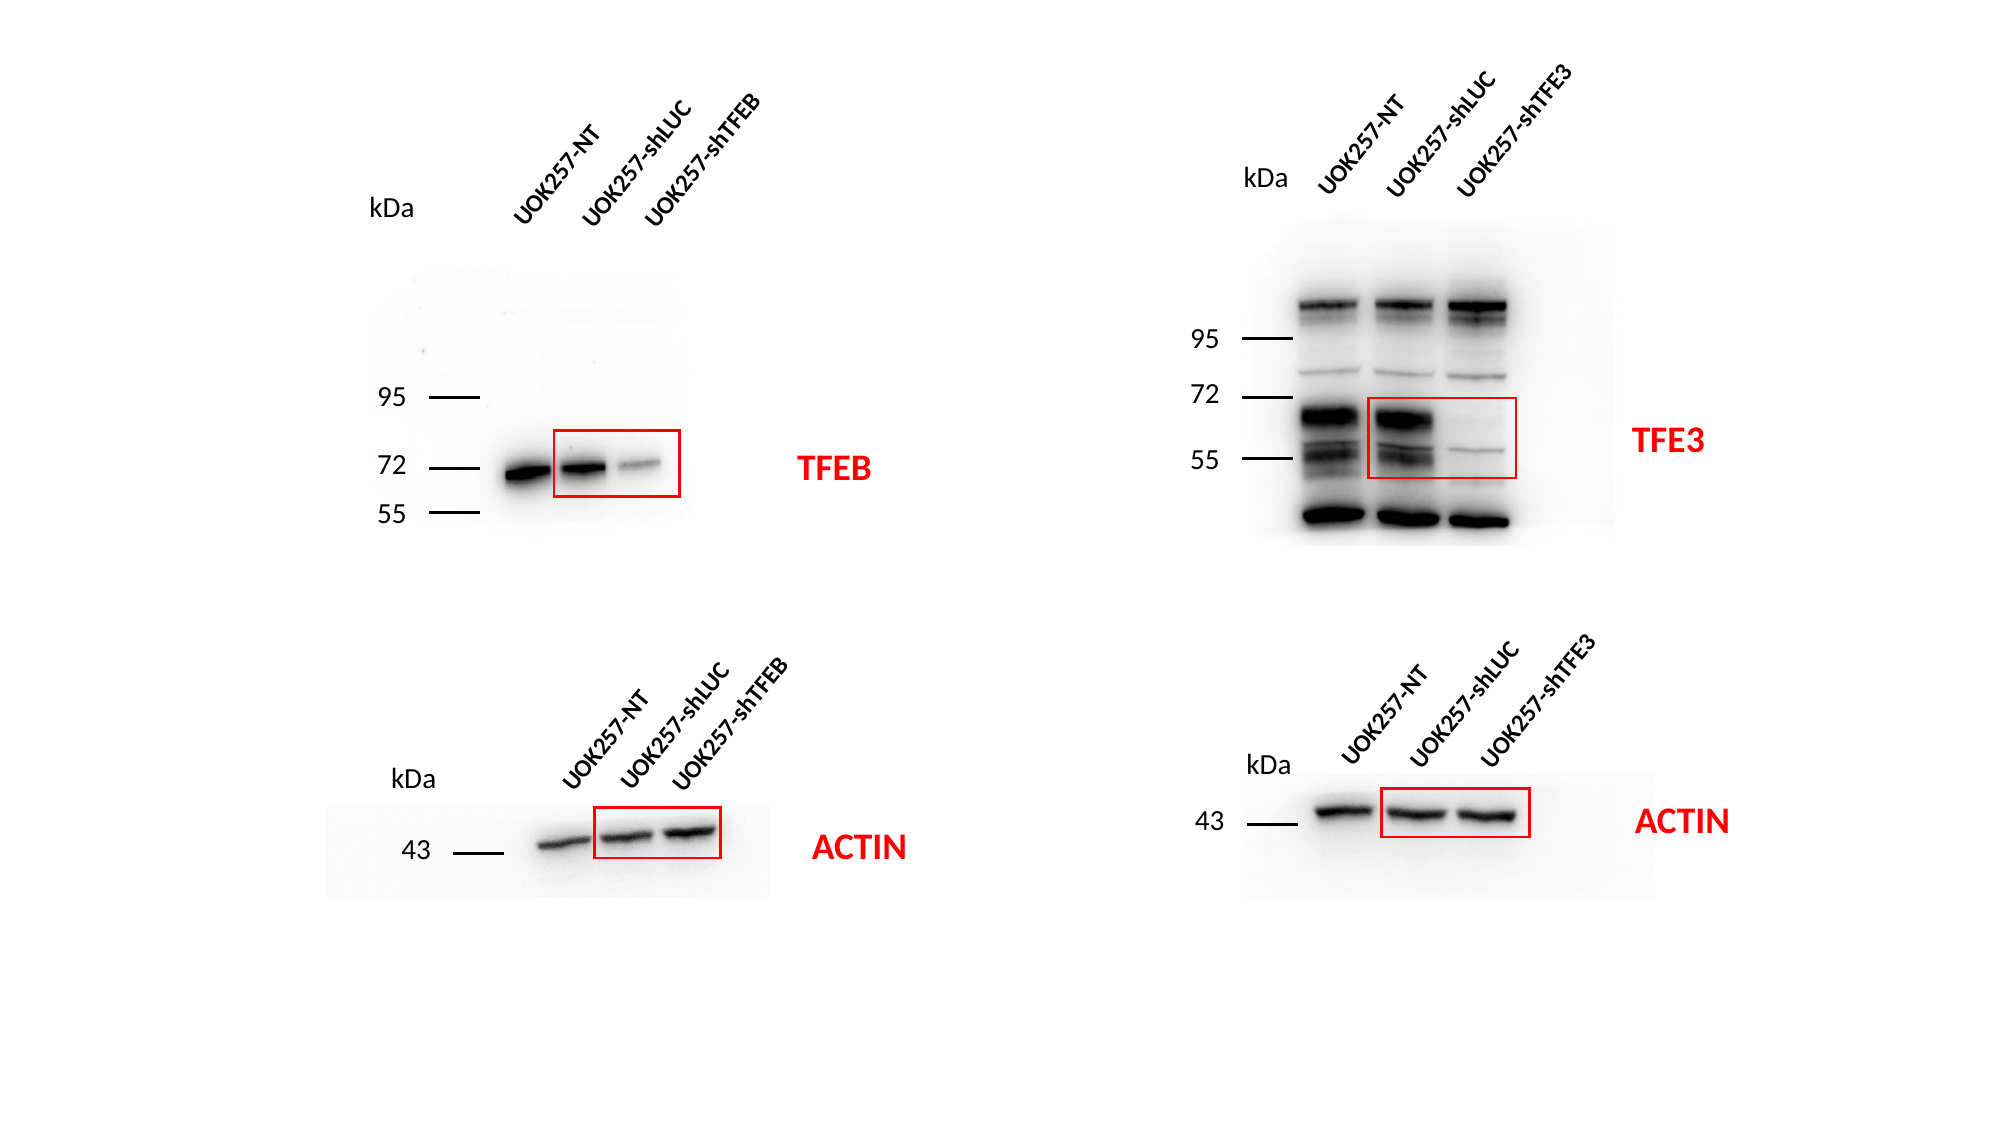

UOK257-NT
UOK257-shTFE3
UOK257-shLUC
UOK257-NT
UOK257-shTFEB
UOK257-shLUC
kDa
kDa
95
72
95
TFE3
55
TFEB
72
55
UOK257-shLUC
UOK257-NT
UOK257-shTFEB
kDa
ACTIN
43
UOK257-NT
UOK257-shTFE3
UOK257-shLUC
kDa
ACTIN
43
kDa

# Supplementary material for: TFEB and TFE3 drive kidney cystogenesis and tumorigenesis
**Source:** EMBO Mol Med. 2023 Mar 29;15(5):e16877. doi: 10.15252/emmm.202216877
**Supplement:** Supplementary file 14 — PDF+

# TFEB and TFE3 drive kidney cystogenesis and tumorigenesis

Chiara Di Malta<sup>1,2,\*</sup> , Angela Zampelli<sup>1</sup> , Letizia Granieri<sup>3</sup>, Claudia Vilardo<sup>1</sup> , Rossella De Cegli<sup>1</sup> , Laura Cinque<sup>1</sup>, Edoardo Nusco<sup>1</sup>, Salvatore Pece<sup>3</sup> , Daniela Tosoni<sup>3</sup>, Francesca Sanguedolce<sup>4</sup>, Nicolina Cristina Sorrentino<sup>1,5</sup> , Maria J Merino<sup>6</sup>, Deborah Nielsen<sup>7</sup>, Ramaprasad Srinivasan<sup>7</sup>, Mark W Ball<sup>7</sup>, Christopher J Ricketts<sup>7</sup> , Cathy D Vocke<sup>7</sup> , Martin Lang<sup>7</sup> , Baktiar Karim<sup>8</sup> , Luisa Lanfrancione<sup>3</sup> , Laura S Schmidt<sup>7,9</sup>, W Marston Linehan<sup>7,\*\*</sup>  & Andrea Ballabio<sup>1,2,10,11,\*\*\*</sup> ## Abstract

Birt-Hogg-Dubé (BHD) syndrome is an inherited familial cancer syndrome characterized by the development of cutaneous lesions, pulmonary cysts, renal tumors and cysts and caused by loss-of-function pathogenic variants in the gene encoding the tumor-suppressor protein folliculin (FLCN). FLCN acts as a negative regulator of TFEB and TFE3 transcription factors, master controllers of lysosomal biogenesis and autophagy, by enabling their phosphorylation by the mechanistic Target Of Rapamycin Complex 1 (mTORC1). We have previously shown that deletion of *Tfeb* rescued the renal cystic phenotype of kidney-specific *Fln* KO mice. Using *Fln/Tfeb/Tfe3* double and triple KO mice, we now show that both *Tfeb* and *Tfe3* contribute, in a differential and cooperative manner, to kidney cystogenesis. Remarkably, the analysis of BHD patient-derived tumor samples revealed increased activation of TFEB/TFE3-mediated transcriptional program and silencing either of the two genes rescued tumorigenesis in human BHD renal tumor cell line-derived xenografts (CDXs). Our findings demonstrate in disease-relevant models that both TFEB and TFE3 are key drivers of renal tumorigenesis and suggest novel therapeutic strategies based on the inhibition of these transcription factors.

**Keywords** BHD; cysts; kidney cancer; TFE3; TFEB

**Subject Category** Cancer

DOI 10.15252/emmm.202216877 | Received 13 September 2022 | Revised 27 February 2023 | Accepted 28 February 2023 | Published online 29 March 2023  
EMBO Mol Med (2023) 15: e16877

## Introduction

The *FLCN* gene encodes an evolutionarily conserved and ubiquitously expressed protein that forms heterodimers with either folliculin-interacting protein 1 (FNIP1) or its homolog, FNIP2 (Hasumi *et al*, 2015). A main function of FLCN is to promote, through its GTPase Activating protein (GAP) activity, the activation of RagC and D GTPases, which participate in the regulation of the mechanistic Target Of Rapamycin Complex 1 (mTORC1) (Tsun *et al*, 2013; Lawrence *et al*, 2019; Shen *et al*, 2019). Mammals have four types of Rag GTPases (Rags): Rag A, B, C and D, which form obligate RagA/RagB and RagC/RagD heterodimers (Sekiguchi *et al*, 2001). The activity of the Rags depends on their nucleotide (GTP vs. GDP) binding state. In the presence of amino acids, RagA/B become GTP-loaded and RagC/D GDP-loaded, thus forming RagA/B-GTP; RagC/D-GDP heterodimers, which promote mTORC1 lysosomal recruitment and activity (Kim *et al*, 2008; Sancak *et al*, 2008). However, recent studies, including our own, have shown that whereas the GTP loading of Rag A and B is essential for the phosphorylation of all mTORC1 substrates, the GDP loading of RagC/D is dispensable for mTORC1-mediated activity toward some substrates, such as S6K and 4E-BP1, but is essential for the phosphorylation of Mit-TFE transcription factors (TFs), in

1 Telethon Institute of Genetics and Medicine (TIGEM), Pozzuoli, Italy

2 Medical Genetics Unit, Department of Medical and Translational Science, Federico II University, Naples, Italy

3 Department of Experimental Oncology, European Institute of Oncology IRCCS (IEO), Milan, Italy

4 Department of Pathology, University of Foggia, Foggia, Italy

5 Department of Clinical Medicine and Surgery, Federico II University, Naples, Italy

6 Laboratory of Pathology, Center for Cancer Research, National Cancer Institute, National Institutes of Health, Bethesda, MD, USA

7 Urologic Oncology Branch, Center for Cancer Research, National Cancer Institute, National Institutes of Health, Bethesda, MD, USA

8 Molecular Histopathology Laboratory, Frederick National Laboratory for Cancer Research, Frederick, MD, USA

9 Basic Science Program, Frederick National Laboratory for Cancer Research, National Cancer Institute, Frederick, MD, USA

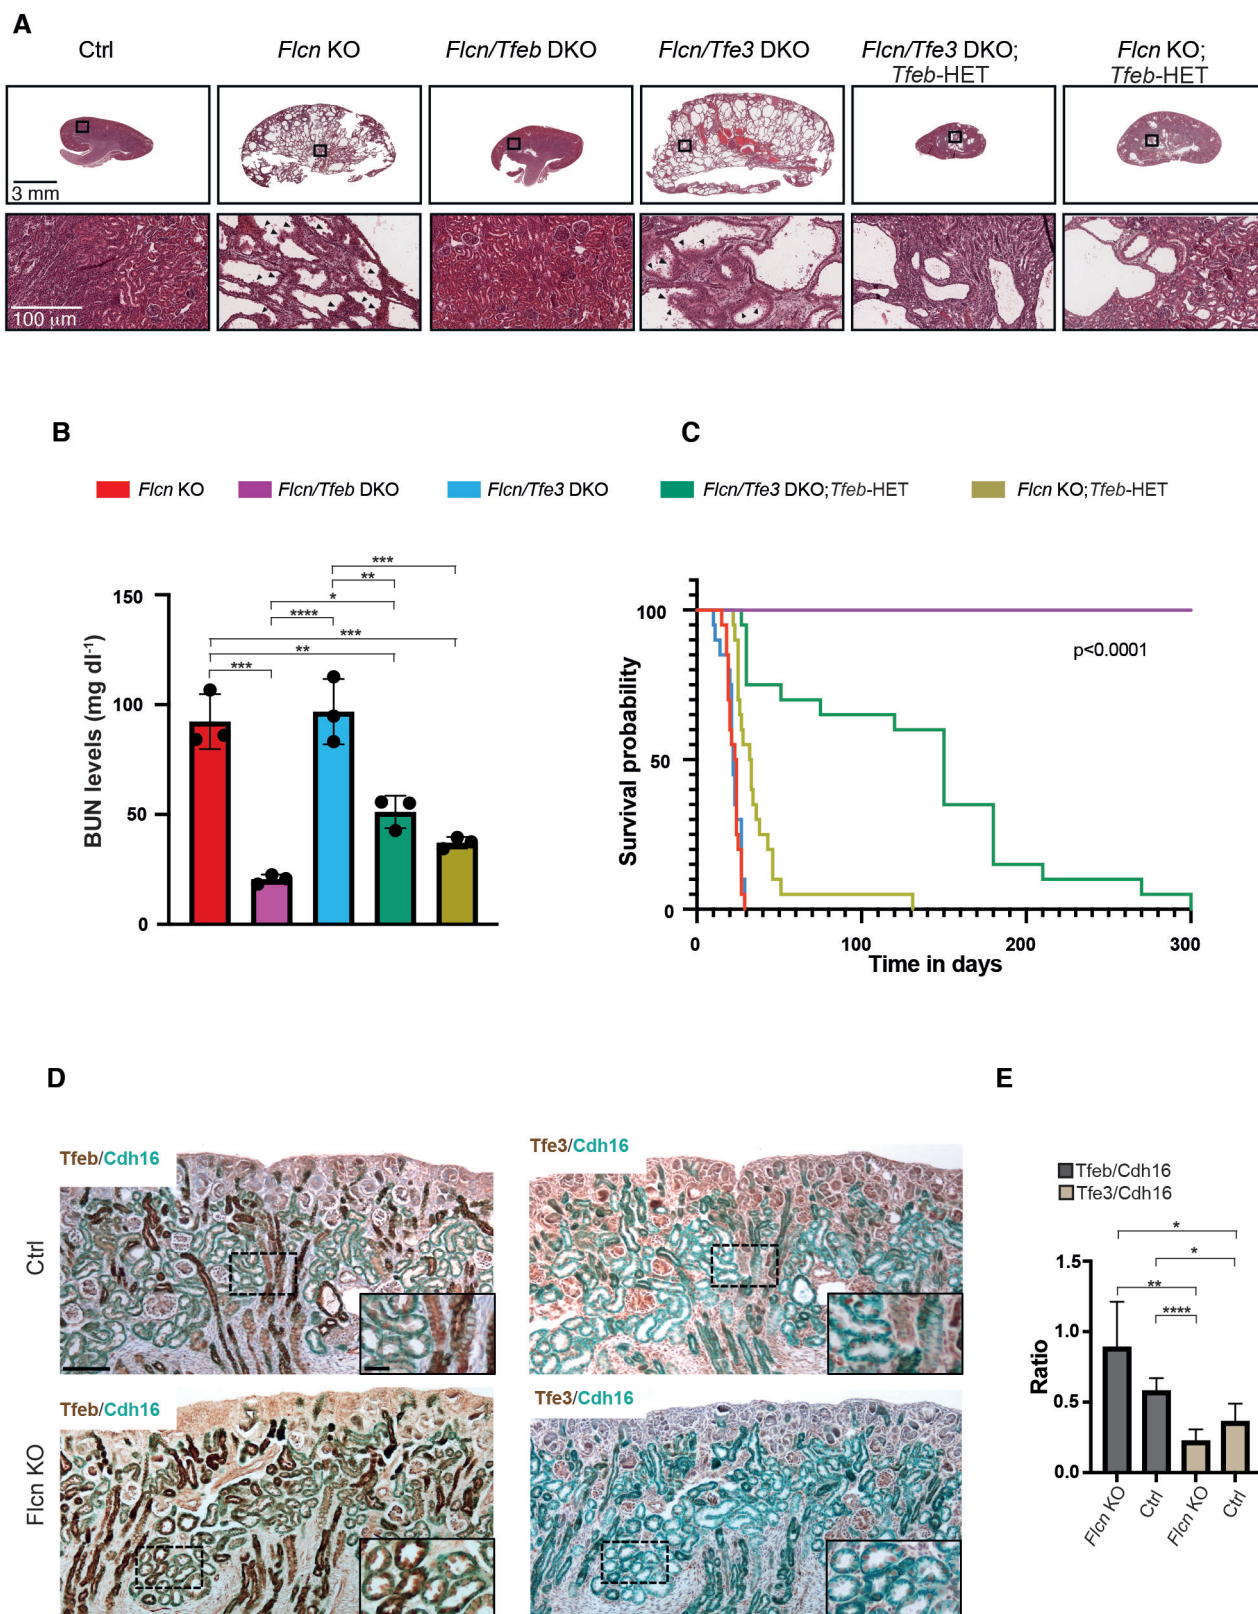

Figure 1.

**Figure 1. Both TFEB and TFE3 contribute to kidney pathology in *Flcn* KO mice.**

- A Hematoxylin and eosin (H&E) staining of kidneys from control (*Flcn*<sup>flox/flox</sup>), *Flcn* KO, *Flcn/Tfeb* DKO, *Flcn/Tfe3* DKO, *Flcn/Tfe3* DKO; *Tfeb*-HET and *Flcn* KO; *Tfeb*-HET mice at p18 (replicated three times). Scale bars, 3 mm (upper panels). Boxed areas are magnified in the bottom panels. Arrowhead indicates tubular papillary atypical hyperplasia. Scale bars, 100  $\mu$ m (lower panels).
- B Blood urea nitrogen (BUN) levels in mice of the indicated genotypes at p18 (mean  $\pm$  SD,  $n = 3$ ). One-way ANOVA and the Tukey's HSD posthoc test (corrected for multiple comparisons) were applied. Significance for each comparison is provided in Materials and Methods.
- C Kaplan–Meyer survival analysis of the indicated genotypes ( $n = 20$  for each genotype); log-rank test,  $P$ -value  $< 0.0001$ .
- D Representative immunohistochemical (IHC) analysis of *Tfeb* or *Tfe3* and Cadherin-16 (*Cdh16*) on adjacent kidney sections from mice of the indicated genotypes at p2. *Tfeb* and *Tfe3* were stained in DAB, *Cdh16* was stained in teal. Nuclei were stained with hematoxylin II (blue). Magnification: 10 $\times$ , scale bar: 100  $\mu$ m. Magnification: 20 $\times$  (in inset image), scale bar: 25  $\mu$ m.
- E Quantification of TFE3 or TFE3 levels relative to cadherin 16 (indicated as ratio); values represent mean  $\pm$  SEM ( $n = 4$  biological replicates for each genotype). A Welch's One Way ANOVA test with the Dunnett's T3 multiple comparisons test was applied. Significance for each comparison is provided in Materials and Methods.
- Data information: \* $P < 0.05$ ; \*\* $P < 0.01$ ; \*\*\* $P < 0.001$ .
- Source data are available online for this figure.

particular Transcription Factor EB (TFEB) and E3 (TFE3) (Wada *et al*, 2016; Lawrence *et al*, 2019; Napolitano *et al*, 2020). Because of these substrate-specific differences, the pathway through which mTORC1 phosphorylates MiT-TFE factors was named noncanonical mTORC1 signaling (Napolitano *et al*, 2022). The structure of the mTORC1-TFEB-Rag-Ragulator protein complex was recently solved by Cryo-EM, providing structural evidence for mTORC1 substrate specificity (Cui *et al*, 2023).

MiT-TFE TFs can bind the same DNA motifs (Hemesath *et al*, 1994) and act as master regulators of lysosomal biogenesis and autophagy (Sardiello *et al*, 2009; Settembre *et al*, 2011; Martina *et al*, 2014). mTORC1 exerts a crucial control of MiT-TFE TFs by inhibiting their cytoplasm-to-nucleus translocation through the phosphorylation of specific serine residues (Martina *et al*, 2012; Roczniak-Ferguson *et al*, 2012; Settembre *et al*, 2012). Therefore, by activating RagC/D, FLCN enables mTORC1-mediated phosphorylation of TFEB and TFE3, thus acting as a key negative regulator of these factors. Loss-of-function pathogenic variants of *FLCN* are known to cause Birt-Hogg-Dubé (BHD) syndrome, an autosomal dominant disorder characterized by pulmonary and renal cysts, spontaneous pneumothorax, benign cutaneous fibrofolliculomas, and an increased risk of developing kidney tumors (Schmidt & Linehan, 2015). Individuals affected with BHD inherit germline *FLCN* variants, whereas somatic “second hit” alterations are found in BHD-associated kidney tumors (Vocke *et al*, 2005) resulting in loss of function. BHD syndrome is associated with mTORC1 hyperactivation (Baba *et al*, 2006, 2008; Chen *et al*, 2008), which paradoxically contradicts the view of FLCN as a positive regulator of mTORC1 (Petit *et al*, 2013; Tsun *et al*, 2013). We and others explained this paradox by demonstrating that loss of FLCN selectively impairs mTORC1-mediated phosphorylation of TFEB and TFE3, resulting in their constitutive activation, without affecting the phosphorylation of other key mTORC1 substrates, such as S6K and 4EBP1 (Wada *et al*, 2016; Lawrence *et al*, 2019; Napolitano *et al*, 2020; Li *et al*, 2022). TFEB and TFE3 constitutive activation in turn promotes mTORC1 hyperactivity through a previously described mTORC1-TFEB/TFE3-mTORC1 feedback loop (Di Malta *et al*, 2017). We recently showed that genetic deletion of TFEB completely rescued renal cystogenesis and associated early lethality, as well as mTORC1 hyperactivation, in kidney-specific *Flcn* KO mice (*Flcn*<sup>flox/flox</sup>; *Ksp-cre*<sup>+</sup>), thus pointing at TFEB as a key driver of BHD associated kidney pathology (Napolitano *et al*, 2020). However, in this study, we did not explore a possible role of TFE3, whose function is

known to largely overlap with that of TFEB. Furthermore, the high severity of the renal cystic phenotype of kidney-specific *Flcn* KO mice leads to early lethality, before the development of kidney tumors, thus hampering the evaluation of the role of TFEB/TFE3 in kidney tumorigenesis. Here we show, using murine disease-relevant models as well as BHD-associated renal tumors, that both TFEB and TFE3 play important roles not only in the kidney cystic phenotype but also in human renal tumor formation.

## Results and Discussion

As above discussed, FLCN loss is known to promote nuclear translocation and constitutive activation of both TFEB and TFE3 (Hong *et al*, 2010; Petit *et al*, 2013). In order to evaluate the role of TFE3 in the BHD renal phenotype, we crossed *Tfe3* null mice, which are viable and fertile (Steingrimsson *et al*, 2002), with kidney-specific *Flcn* KO mice to generate *Flcn/Tfe3* kidney-specific double KO (DKO) mice (*Flcn*<sup>flox/flox</sup>; *Ksp-cre*<sup>+</sup>; *Tfe3*<sup>-/-</sup> mice) and compared their phenotype to that of kidney-specific *Flcn* KO mice (*Flcn*<sup>flox/flox</sup>; *Ksp-cre*<sup>+</sup>) and kidney-specific *Tfeb/Flcn* DKO mice (*Flcn*<sup>flox/flox</sup>; *Tfeb*<sup>flox/flox</sup>; *Ksp-cre*<sup>+</sup>). We found that *Flcn/Tfe3* DKO mice were indistinguishable from *Flcn* single KO mice even at a late disease stage (post-natal (p) day 18), showing multiple cysts expanding the cortex and medulla. Cysts were lined by a single or multiple layers of cuboidal epithelial cells (Fig 1A). In line with this observation, both *Flcn/Tfe3* DKO mice and *Flcn* single KO mice showed excessive levels of blood urea nitrogen (BUN), due to kidney dysfunction, and lethality at approximately post-natal day 22 (Fig 1B and C). Thus, in this mouse model TFE3, unlike TFEB, appears to have a marginal role in the phenotype. Accordingly, RNA-seq analysis showed that the expression of 139 transcripts was significantly increased in the kidneys of *Flcn* KO at a precystic stage (p2), and this upregulation was fully abrogated upon genetic depletion of TFEB but not TFE3 (Dataset EV1). By analyzing these 139 transcripts through the “Kyoto Encyclopedia of Genes and Genomes” (KEGG) database, we found that the lysosomal gene category was the only significantly enriched one, in line with the established role of these TFs in the control of lysosome biogenesis and function (Fig EV1A, Table EV1). Consistently, kidney tissues from *Flcn* KO mice showed a significant upregulation of the lysosomal marker LAMP1 (Fig EV1B). About 10% of these 139 genes scored positive on previous TFEB Chip-seq analyses (Palmieri *et al*, 2011; Gambardella *et al*, 2020), thus

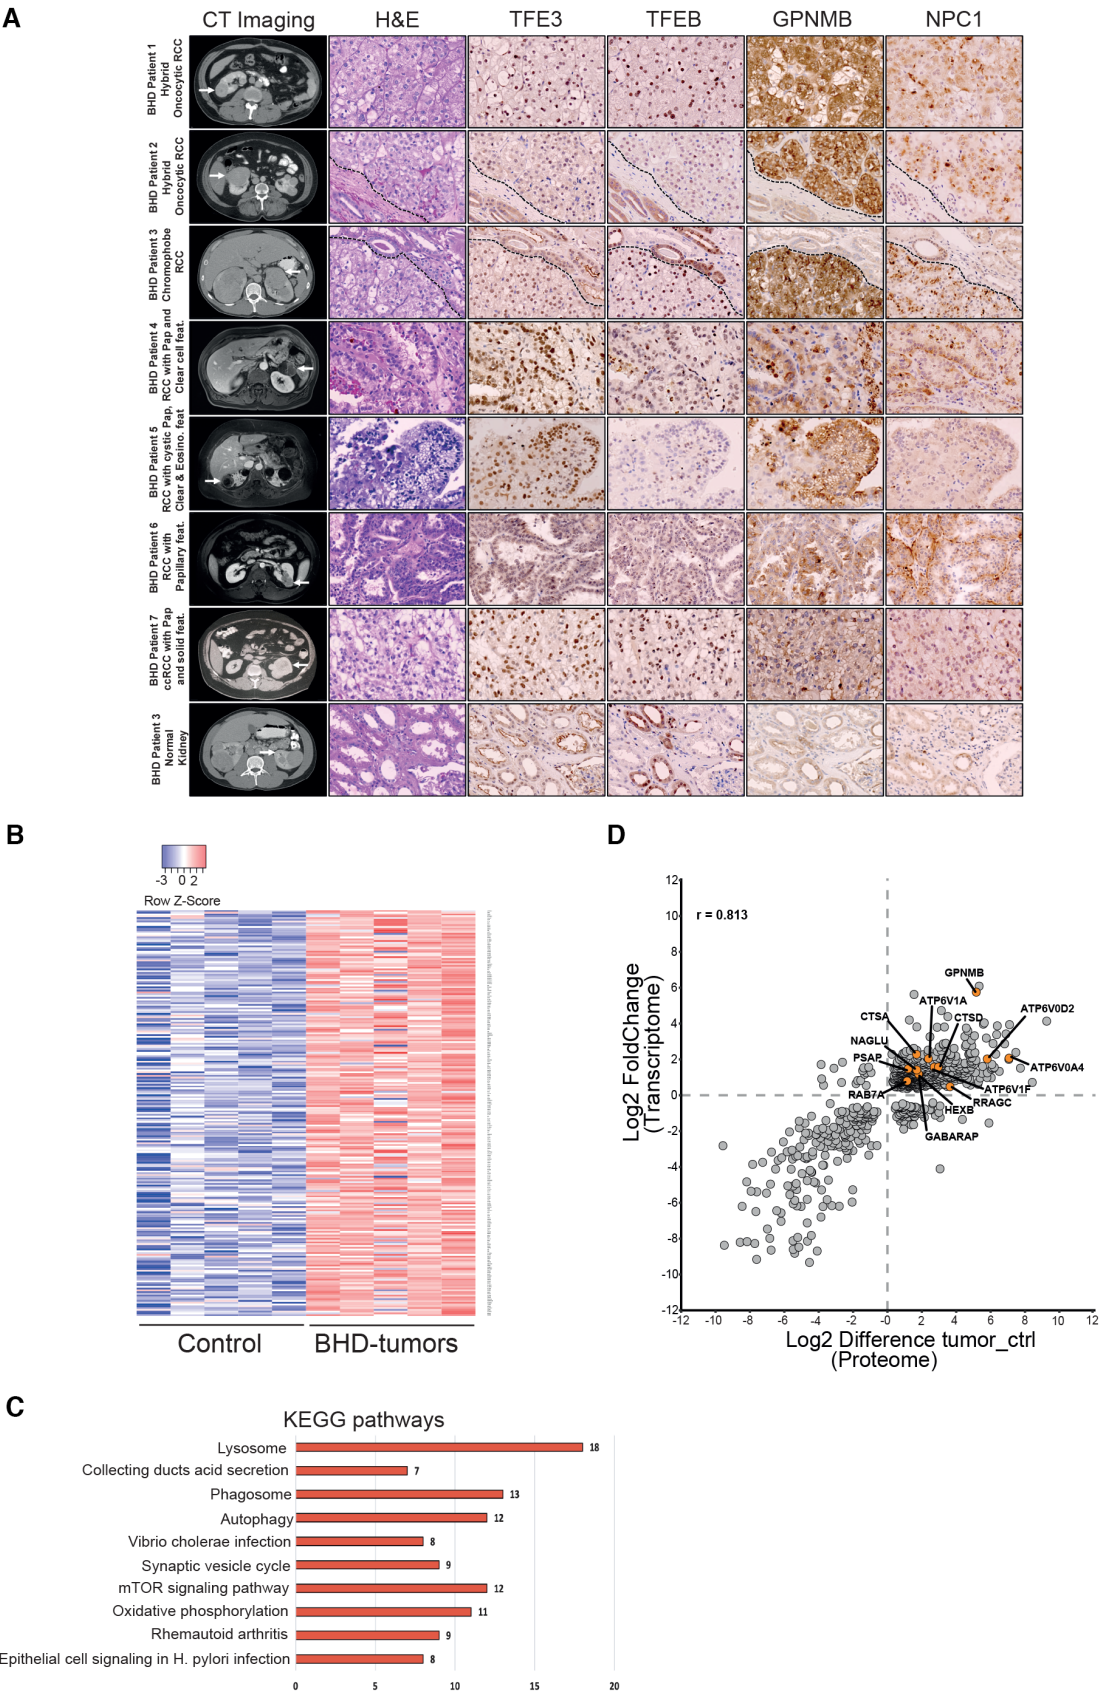

Figure 2.

**Figure 2. BHD kidney tumors present increased the activation of TFEB/TFE3 downstream transcriptional programs.**

- A Abdominal imaging, H&E staining, and immunohistochemical staining for TFEB, TFEB, GPNMB, and NPC1 in Hybrid RCC tumors from BHD patients 1 and 2, BHD Chromophobe RCC tumor (patient 3), BHD papillary/clear RCC (patients 4, 5, and 6), a BHD patient with clear/eosinophilic/papillary RCC (patient 7, origin of the BHD RCC cell line UOK257), and an area of normal kidney from the BHD patient 3. In the rows 1–7, the arrows point to the tumor in the right or left kidney of BHD patients 1–7; in the bottom row, the arrow points to uninvolved, normal kidney in BHD patient 3.
- B Heatmap showing validated TFEB/TFE3 target genes differentially expressed from kidney tumors of BHD patients and control kidney samples (relative to Dataset EV2). Genes are ranked from the most significantly upregulated to the less significantly upregulated in the tumor samples. Each row shows the relative expression level of a single gene. Each column shows the expression level of a single sample. Upregulated transcripts are shown in red and downregulated transcripts are shown in blue.
- C Kegg pathways associated with genes in (B).
- D Correlation between transcriptomic and proteomic analysis of BHD-associated kidney tumor samples ( $n = 7$  biological replicates) relative to control kidney tissues ( $n = 5$  biological replicates).

Source data are available online for this figure.

representing validated target genes (Fig EV2). Considering the strong similarities between the TFEB and TFE3 transcriptional networks, we postulated that the diverse contributions of TFEB and TFE3 to kidney pathology observed in *Flcn* KO mice were due to differences in the expression levels of these transcription factors in the specific kidney cell population in which the Ksp (cadherin 16-driven)-Cre recombinase is expressed, which includes collecting ducts, distal tubules and thick ascending limb of Henle's loops (Shao et al, 2002). In line with this hypothesis, we found that TFEB expression levels are significantly higher than those of TFE3 in cadherin16-expressing kidney cells in control (*Flcn*<sup>fllox/fllox</sup>) mice at p2, and this difference appears even more evident in kidney-specific *Flcn* KO mice (Fig 1D and E). This difference suggests that TFEB function is more relevant compared to that of TFE3 in these cell types at this stage and may explain why deletion of *Tfeb* rescued the phenotype of *Flcn* KO mice, whereas deletion of *Tfe3* did not. We also tested whether full deletion of *Tfe3* in the context of heterozygous deletion of *Tfeb* rescued, at least partially, the phenotype of *Flcn* mice through a “dosage effect” between these two transcription factors. At p18, *Flcn*<sup>fllox/fllox</sup>; *Tfeb*<sup>fllox/+</sup>; Ksp-cre<sup>+</sup>; *Tfe3*<sup>-/-</sup> (hereafter *Flcn/Tfe3*DKO; *Tfeb*-HET mice) were indistinguishable from *Flcn*<sup>fllox/fllox</sup>; *Tfeb*<sup>fllox/+</sup>; Ksp-cre<sup>+</sup> (hereafter *Flcn* KO; *Tfeb*-HET mice) in terms of kidney appearance and function, both presenting fewer hyperplastic cysts and reduced BUN levels compared to *Flcn* KO and *Flcn/Tfe3* DKO mice (Fig 1A and B). However, *Flcn/Tfe3* DKO; *Tfeb*-HET mice live significantly longer (mean survival 132 days) not only compared to *Flcn* KO and *Flcn/Tfe3* DKO mice but also compared to *Flcn* KO; *Tfeb*-HET mice (mean survival 37.5 days) (Fig 1C). These results suggest that both TFEB and TFE3 play a role in the kidney phenotype associated with BHD syndrome and that *in vivo* studies of transgenic mice, which are based on the use of Ksp-driven-CRE recombinase may lead to an under estimation of TFE3 contribution to disease pathogenesis. To investigate the activation state of TFEB and TFE3 in BHD patient-derived tissue samples, we performed histological examination of their cellular localization in renal tumors removed surgically at the National Cancer Institute from seven unrelated BHD patients (Fig 2A, Table EV2). While BHD-associated kidney tumors are characterized by a variety of histological subtypes, most frequently hybrid oncocyctic tumor (50%: Patients 1 and 2) and chromophobe (35%: Patient 3) renal tumors (Schmidt & Linehan, 2015), we also have BHD patients with more aggressive papillary/cystic histologic and/or clinical phenotypes (consistent with TFE3 fusion/translocation RCC) (Patients 4, 5, and 6) and those with eosinophilic/clear histology RCC reminiscent of TFE3/B translocation fusion RCC (Patient 7, origin of the UOK257

cell line). The patients with pathologic phenotypes reminiscent of TFE3/TFEB RCC tended to have a more aggressive clinical phenotype. Patients 6 and 7, for example, developed metastatic disease and patient 5 became dialysis-dependent after surgery on both kidneys. We found increased nuclear staining of both TFEB and TFE3 in BHD hybrid and chromophobe RCC relative to control kidney tissues, as well as in the TFE3/TFEB-like BHD tumors with tubulo papillary/eosinophilic clear RCC, as well as cystic and cystic/solid lesions, which correlated with increased staining of the Glycoprotein non-metastatic melanoma protein B (GPNMB) and the lysosomal marker NPC intracellular cholesterol transporter 1 (NPC1), highly responsive TFEB/TFE3 transcriptional targets (Fig 2A). Transcriptomic data from renal tumors from seven additional unrelated patients (Table EV2) relative to control kidney tissues revealed that 229 out of 2,402 (about 10%) significantly upregulated genes represented validated TFEB target genes (Fig 2B, Dataset EV2). By analyzing this list of TFEB targets through KEGG database, we found that, also in this case, the lysosomal gene category was the most significantly enriched one (Fig 2C, Table EV3). Upregulation of several TFEB/TFE3 targets was also confirmed by proteomic analysis performed on the same samples (Fig 2D). These data suggest that increased activity of TFEB and TFE3 may contribute to tumor development and growth in BHD patients. To test the contribution of TFEB and TFE3 to human kidney tumorigenesis in BHD syndrome, we used the UOK257 renal cell carcinoma cell line, derived from an individual with BHD syndrome, which carries biallelic *FLCN* loss-of-function variants (one germline and one somatic, Fig 2A, Patient 7) (Yang et al, 2008). This cell line exhibits the same histological characteristics as the original tumor from which it was derived and is suitable for the generation of subcutaneous tumors in mouse xenografts, thus representing a human disease-relevant tool for the study of the pathogenic mechanisms driving cancer growth in BHD syndrome. As expected, both TFEB and TFE3 show a constitutively nuclear localization in UOK257 cells, consistent with *FLCN* loss-of-function, whereas they are cytoplasmic in normally fed UOK257-2 control cells, in which wild-type *FLCN* is stably expressed (Baba et al, 2006; Hong et al, 2010) (Fig EV3). We infected UOK257 cells with lentiviral vectors encoding short hairpin RNAs that target TFEB or TFE3 for silencing, or with control vector (sh-Luciferase) (Fig EV4A). Inactivation of these TFs was associated with the downregulation of 411 genes, in TFEB or TFE3-depleted cells compared to control UOK257 (Dataset EV3). About 15% of these downregulated genes were validated TFEB targets (Palmieri et al, 2011; Gambardella et al, 2020), involved in different pathways, with the lysosomal pathway being, again, the most significantly enriched

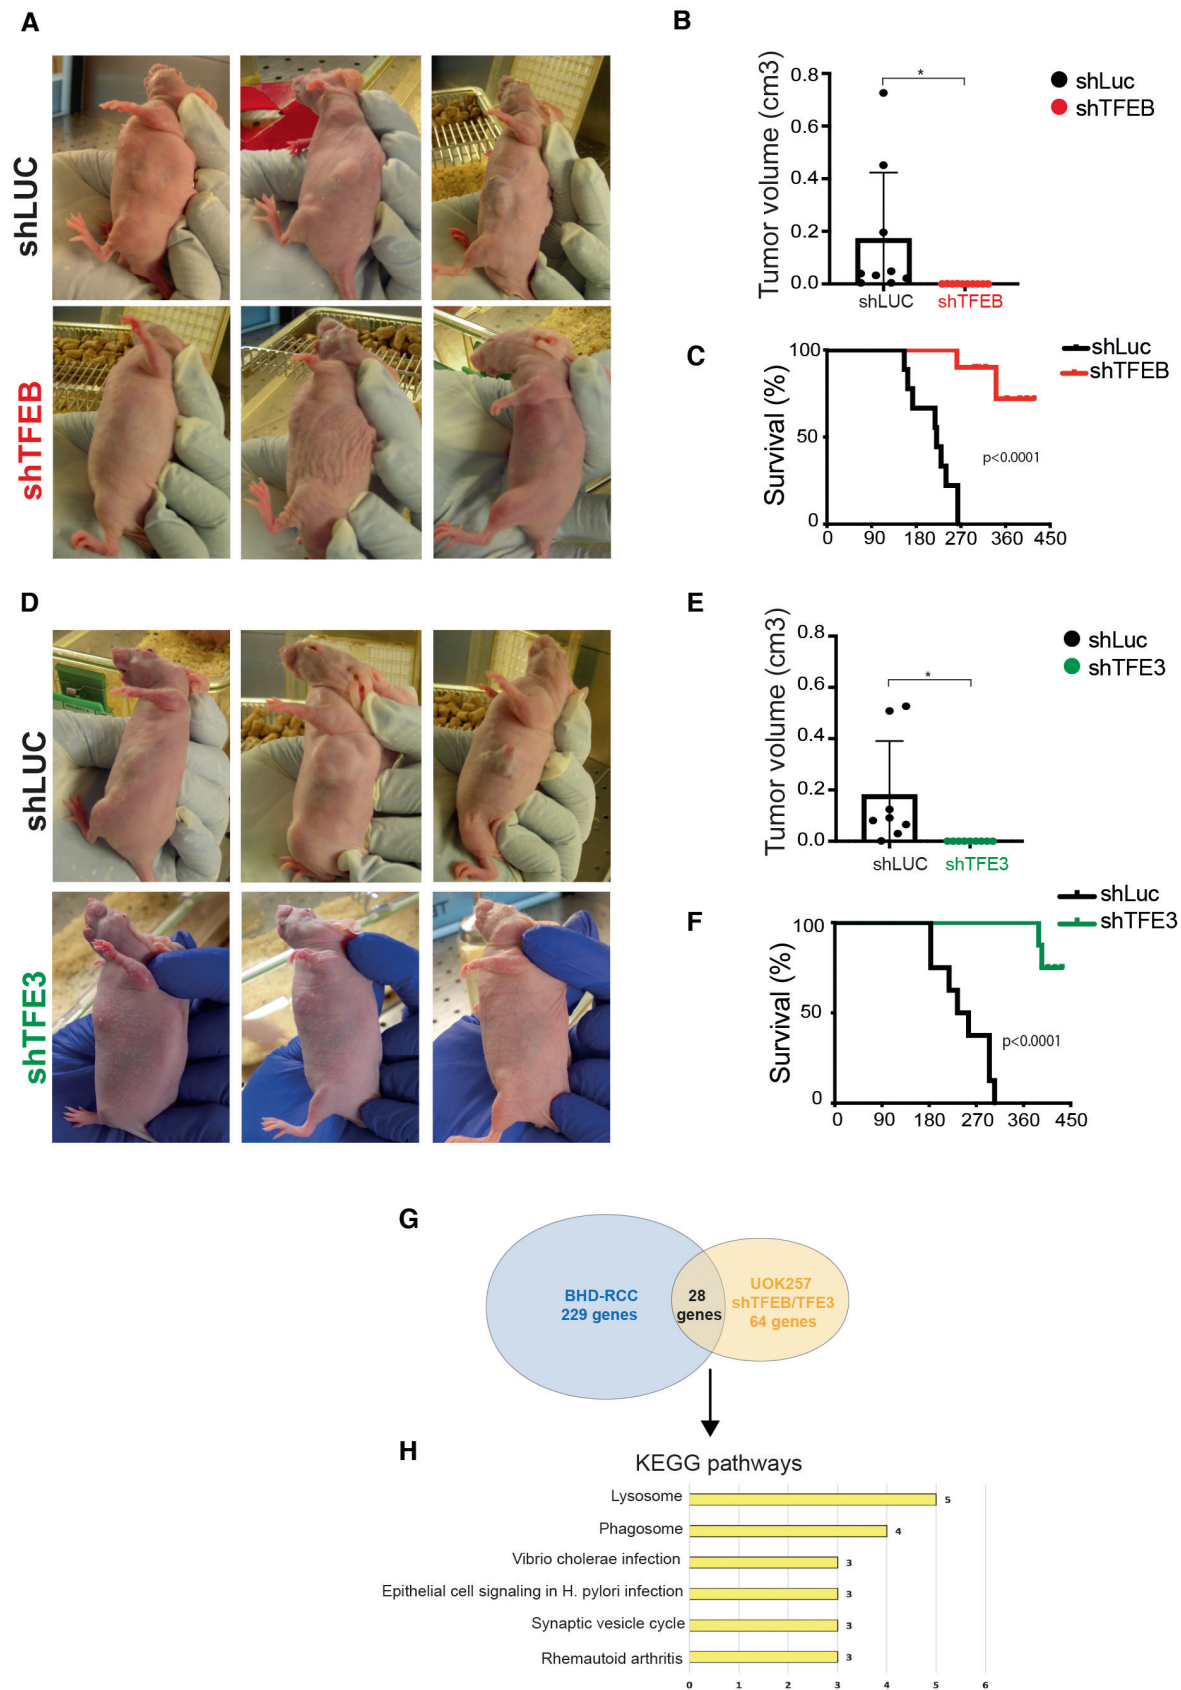

Figure 3.

**Figure 3. Silencing of TFEB or TFE3 inhibits the growth of BHD-associated tumors.**

A–F (A, D) Representative pictures of mice injected with UOK257 cells silenced for luciferase (shLuc) (A, D) or for TFEB (A) or for TFE3 (D). Pictures were taken approximately 4 months after injection. (B, E) Plots show tumor volumes in mice injected with UOK257/shLuc ( $n = 8$ ) or UOK257/shTFEB ( $n = 10$ ) (B) and mice injected with UOK257/shLuc ( $n = 8$ ) or UOK257/shTFE3 ( $n = 9$ ) (E); (mean  $\pm$  SD). \* $P = 0.036$  for plot in (B) and \* $P = 0.023$  for plot in (E); unpaired t-test. (C, F) Kaplan–Meier analysis of mice survival relative to the two experimental groups. Long-rank test,  $P < 0.0001$ . The median survival time of mice injected with UOK257/shLuc is 219.5 days in (C) and 244.5 days in (F).

G Venn diagram showing overlapping genes in the analyzed data sets.

H KEGG pathways relative to overlapping genes in (G) (Dataset EV4).

Source data are available online for this figure.

category (Fig EV4B and C, Table EV4). Accordingly, downregulation of TFEB or TFE3 significantly reduced lysosomal number and degradative capacity of UOK257 cells (Fig EV5A and B). UOK257 cells silenced for *TFEB* or *TFE3* and control UOK257 cells were then injected subcutaneously into the flanks of immunodeficient mice ( $8.5 \times 10^5$  cells per mouse,  $n =$  at least eight mice per each group) and tumor growth and mouse survival monitored over time. Strikingly, we found that the single depletion of either TFEB or TFE3 was sufficient to fully abolish the growth of UOK257-derived tumors, also resulting in prolonged survival for transplanted mice (Fig 3A–F). These results strongly indicate, in a human disease-relevant model, that both TFEB and TFE3 drive tumorigenesis in BHD syndrome. We also compared the list of TFEB/TFE3 target genes significantly upregulated in BHD tumor samples with the list of targets downregulated in UOK257 cells silenced for TFEB or TFE3 compared to control UOK257. This comparison allowed us to identify 28 TFEB/TFE3 target genes shared between the two data sets in opposite correlation (Fig 3G and H, Dataset EV4, Table EV5). We postulate that these 28 target genes, which belong to different functional categories (Table EV6), are candidates to play a role, most likely in a cooperative manner, in BHD renal tumorigenesis. Most of these genes are involved in the regulation of cell metabolism by acting both on catabolic pathways, such as lysosomal activity and autophagy (e.g. *GNS*, *GAA*, *GRN*, *TPP1*, *Rab7*, *ARL8*, several subunits of the vATPase and *SQSTM1*) and anabolic pathways, such as mTORC1 signaling and amino acid transport (e.g., *RRAGC*, the glutamine transporters *SLC38A1* and *SLC38A7* and the creatinine transporter *SLC6A8*). These findings are consistent with previous studies showing that, once activated, TFEB and TFE3 not only promote lysosome-mediated catabolic pathways but also increase mTORC1 activity through a feedback loop driven by transcriptional regulation of Rag C/D (Di Malta et al, 2017). Therefore, BHD renal tumor cells, similar to other MiT/TFE-dependent cancer cells, may have acquired mechanisms to escape the negative regulation of mTORC1 signaling over the autophagy process to maximize nutrient scavenging pathways for the *de novo* synthesis of the macromolecules required for cancer proliferation and growth (Perera et al, 2019; Napolitano et al, 2022). Moreover, among our selected list of candidate genes responsible of tumor growth in BHD, we also find the protumorigenic protein GPNMB, a transmembrane protein highly enriched at the plasma membrane of different types of cancer cells (e.g., melanoma, glioblastoma, and breast cancer) whose upregulation has already been reported in BHD-RCC (Hong et al, 2010; Furuya et al, 2015), but also in translocation (t)-RCC (Baba et al, 2019), MITF-RCC (Lang et al, 2021) and TSC-renal tumors (Taya & Hammes, 2018; Salles et al, 2022). To start assessing the potential contribution of these 28 TFEB/TFE3 target genes to the BHD renal

phenotype, we downregulated each of them in UOK257 cells and then monitored cell proliferation through MTT assay. Notably, we found that the silencing of several tested genes significantly reduced cell proliferation of UOK257 cells, in line with the idea that different TFEB/TFE3 targets may contribute to tumorigenesis (Appendix Fig S1). Further analyses, especially *in vivo*, are needed to really understand whether specific TFEB/TFE3 targets are primarily responsible for tumor formation and growth. In summary, our study demonstrates that both TFEB and TFE3 are key drivers of kidney pathology in BHD syndrome and cooperate in promoting kidney cystogenesis and tumorigenesis associated with this condition. However, the relevance of each of these transcription factors in BHD syndrome kidney phenotype depends on their relative expression levels in specific renal cell populations. The evidence that depletion of only one of these transcription factors is sufficient to fully abolish tumorigenesis in *FLCN*-deficient xenografts further supports the importance of TFEB+TFE3 gene dosage and the cooperative effect between these TFs in tumorigenesis. It will be interesting to explore whether TFEB and TFE3 have differential relevance in specific histological tumor subtypes of BHD syndrome. Furthermore, it is likely that the cooperative role played by TFEB and TFE3 in BHD tumorigenesis also contributes to the growth of other types of tumors associated with increased nuclear localization of MiT/TFE factors (e.g., PDA and invasive basal-like breast carcinoma) (Perera et al, 2015; El-Houjeiri et al, 2021). Future studies will also be focused on the identification of TFEB/TFE3 target genes that play critical roles in different types of malignancies. Finally, identification of molecules that are able to inhibit both of these transcription factors (e.g., by acting on upstream regulators), in an intermittent mode, may provide the foundation for the development of effective therapeutic strategies for BHD syndrome as well as other cancer-associated diseases.

## Materials and Methods

### Materials

Reagents were obtained from the following sources: human TFEB (4240) anti-rabbit from Cell Signaling Technology; antibody to murine TFEB from Bethyl laboratories (A303-673A); human TFE3 anti-rabbit from Sigma Aldrich (#SAB4200803), antibody to Cadherin 16 from Novus Biologicals (NBP1-59248); human osteocalcin/GPNMB antgoat from R&D Systems; mouse anti-LAMP1 was from Santa Cruz (1D4B). DMEM, RPMI, and fetal bovine serum (FBS) were from Euroclone; lentiviral plasmids sh-RNAs, amino acids, and blasticidine were from Sigma Aldrich; Torin 1 (cat. no.

4247) from Tocris; LysoTracker DND99 (L7528) and DQ Green BSA (D12050) were from Thermo Fisher; siRNAs were purchased as SMART pool from Dharmacon.

### Cell culture, treatments, and immunofluorescence analysis

The UOK257 and the FLCN-restored UOK257-2 cell lines were provided by our collaborator Dr Marston Linehan; cells were cultured in DMEM high glucose (cat. no. ECM0728L, Euroclone). UOK257-2 cells were also maintained in the presence of blasticidine (2 µg/ml). UOK 257 and UOK 257-2 cells grown on glass coverslip were rinsed twice with PBS and incubated for 2 h in amino acid-free RPMI (cat. no. R9010-01, US Biological) supplemented with 10% dialysed FBS. For amino acid refeeding, cells were restimulated for 1 h with 1× water-solubilized mix of essential (cat. no.11130036, Thermo Fisher Scientific) and nonessential (cat. no. 11140035, Thermo Fisher Scientific) amino acids resuspended in amino acid-free RPMI supplemented with 10% dialysed FBS, plus glutamine, in presence or absence of 1 µM Torin 1. For detection of TFEB or TFE3, cells were rinsed with PBS once and then: fixed for 15 min with 4% paraformaldehyde in PBS at RT, rinsed twice with PBS, and then permeabilized with 0.1% Triton X-100 for 5 min and then blocked with 3% bovine serum albumin in PBS + 0.02% saponin for 1 h at room temperature. Immunostainings were performed upon dilution of primary antibodies in blocking solution and overnight incubation at 4°C (for TFEB) or 2 h at RT (for TFE3), followed by three washes and secondary antibody incubation in blocking solution for 1 h at room temperature. After additional three washes, coverslips were finally mounted in VECTASHIELD mounting medium with DAPI and analyzed using LSM 800. Operators were blinded to sample identity.

### LysoTracker and DQ-BSA experiments

LysoTracker DND99 (L7528 Thermo Fisher) was incubated at 50 nM in dark for 40 min at 37°C. DQ Green BSA (D12050 Thermo Fisher) was incubated at 10 µg/ml in dark for 15 min at 37°C. Images were acquired using the Harmony software by Opera Fenix (PerkinElmer).

For LysoTracker and DQ-BSA experiments, 18 and 16 fields/wells were acquired, respectively. The images were subsequently analyzed using Columbus software (PerkinElmer) thanks to the support of High Content Screening facility at Tigem. Operators were blinded to sample identity.

### Mouse models

All mice used were maintained in a C57BL/6 strain background. *In vivo* studies were performed according to fully authorized animal facility, notification of the experiments to the Ministry of Health (as required by the Italian Law) Authorization n° 240/2019-PR. The mouse line for conditional deletion of Tfeb ( $Tfeb^{flox/flox}$ ), or Flcn ( $Flcn^{flox/flox}$ ), the  $Tfe3^{-/-}$  mice and the  $Cdh16\text{-cre}$  ( $Ksp\text{-cre}$ ) mice were previously described (Shao et al, 2002; Steingrimsson et al, 2002; Baba et al, 2008; Chen et al, 2008; Settembre et al, 2012). Survival curves were calculated for a period of 300 days on 20 mice for each genotype. All mice were grown in the same animal facility, all in same background (C57BL/6), mice of both sexes were used.

Values were plotted by the product-limit method of Kaplan and Meier; statistical analyses were carried out applying the log-rank test. To analyze serum blood urea nitrogen, blood was collected from mice at p18 from retro orbital plexus. Serum blood urea nitrogen content was measured by an ammonia colorimetric assay (BioVision; cat. no. K370- 100) according to the manufacturer's instructions. For statistics, one-way ANOVA and the Tukey's HSD posthoc test (corrected for multiple comparisons) were applied. Significance for each comparison was the following:  $Flcn$  KO versus  $Flcn/Tfeb$  DKO  $P = 2.27\text{e-}05$ ,  $Flcn$  KO versus  $Flcn/Tfe3$  DKO;  $Tfeb\text{-HET}$   $P = 2.30\text{e-}03$ ,  $Flcn$  KO versus  $Flcn$  KO;  $Tfeb\text{-HET}$   $P = 2.25\text{e-}04$ ,  $Flcn/Tfeb$  DKO versus  $Flcn/Tfe3$  DKO  $P = 1.30\text{e-}05$ ,  $Flcn/Tfeb$  DKO versus  $Flcn/Tfe3$  DKO;  $Tfeb\text{-HET}$   $P = 1.70\text{e-}02$ ,  $Flcn/Tfe3$  DKO versus  $Flcn/Tfe3$  DKO;  $Tfeb\text{-HET}$   $P = 1.04\text{e-}03$ ;  $Flcn/Tfe3$  DKO versus  $Flcn$  KO;  $Tfeb\text{-HET}$   $P = 1.15\text{e-}04$ .

For staining of LAMP1 on kidney sections, paraffin-embedded sections were cut at 7 µm, deparaffinized, blocked, and permeabilized in 3% (w/v) BSA, 5% goat serum in PBS + 0.3% Triton X-100 for 3 h and then were incubated with the primary antibody overnight. Finally, sections were washed three times with 3% BSA in PBS + 0.3% Triton X-100 and then incubated for 1 h with secondary antibodies Alexa-Fluor-conjugated. Sections were mounted in VECTASHIELD mounting medium with DAPI and analyzed using LSM 800 (Carl Zeiss).

### Patients and human studies

All patients were evaluated and managed in the Clinical Research Center, National Institutes of Health, Bethesda Maryland by members of the Urologic Oncology Branch, National Cancer Institute. All patient recruitment, clinical and genetic evaluation, and tissue procurement and use were approved by the Institutional Review Board of the National Cancer Institute on NCI- 97-C-0147 and/or NCI-02-C-0159. Informed consent was obtained from all subjects, and the experiments were conformed to the principles set out in the WMA Declaration of Helsinki and the Department of Health and Human Services Belmont Report. The human BHD tumor histologies were read by pathologists at the National Cancer Institute, including MJM.

### Histology

For murine models, histopathological analysis was conducted on 3 µm-thick formalin-fixed, paraffin-embedded kidney (FFPE) sections stained with H&E and images captured by using ImageScope (Leica-Biosystems Nussloch GmbH). Operators were blinded to sample identity. Histology was reviewed by experienced pathologist (F.S.). For immunohistochemical analysis of TFEB, TFE3, and Cadherin 16 on kidney tissues at p2, formalin-fixed, paraffin-embedded kidney sections (6 µm) was analyzed by VENTANA BenchMark Ultra automated staining instrument (Ventana Medical Systems, Roche), using VENTANA reagents according to the manufacturer's instructions, thanks to the support of the Advanced Histopathology facility at TIGEM. Briefly, slides were deparaffinized using EZ Prep solution (cat # 950-102) for 16 min at 72°C. Epitope retrieval was accomplished with CC1 solution (cat # 950-224) at a high temperature (95°C) for a period that is suitable for a specific tissue type. Antibodies were titrated with a blocking

solution into user fillable dispensers for use on the automated stainer. For brightfield detection, slides were developed using the VENTANA ultra view Universal DAB detection kit (cat #760-500) and DISCOVERY Teal HRP Kit (RUO) (cat #760-247) according to the manufacturer's instructions. Slides were then counterstained with hematoxylin II (cat # 790-2208) for 8 min, followed by Bluing reagent (cat # 760-2037) for 4 min. Bright-field sections were scanned with ZEISS Axio Scan.Z1. The whole digital slides were viewed by zen blue software. The TFEB, TFE3, and Cadherin-16 signal was quantified by Qu-Path software. The positive pixel count algorithm was selected and adjusted to cover each positive staining of each marker analysis using Qu-path Software. The TFEB, TFE3, and Cadherin-16 data were presented as positivity, which was obtained from the following formula: Ratio: percentage area of TFE3 or TFEB/percentage area of Cadherin-16. The data were expressed as mean  $\pm$  SEM. The significance of difference among the experimental groups was calculated by Welch's one-way ANOVA test with the Dunnett's T3 multiple comparisons test. Significance for each comparison was the following: Tfeb/Cdh16 in *Flcn* KO mice versus Tfe3/Cdh16 in *Flcn* KO mice  $P = 0.0084$ , Tfeb/Cdh16 in *Flcn* KO mice versus Tfe3/Cdh16 in Ctrl mice  $P = 0.0320$ , Tfeb/Cdh16 in Ctrl mice versus Tfe3/Cdh16 in *Flcn* KO mice  $P < 0.0001$ , and Tfeb/Cdh16 in Ctrl mice versus Tfe3/Cdh16 in Ctrl mice  $P = 0.0367$ .

For histological analysis of human BHD tumor samples, H&E staining was performed on formalin-fixed paraffin-embedded sections by standard methods. Histology was reviewed by a pathologist experienced in evaluating kidney cancer. Immunohistochemistry for TFE3, TFEB, and GPNMB was performed as previously described (Lang et al, 2021).

### Xenograft experiments

Lentiviral particles from single plasmid (shLuc or shTFEB or shTFE3) were produced from HEK-293T transfection and were added to UOK257 cells at multiplicity of infection  $\sim 4$  for 16 h in standard medium supplemented with 4  $\mu\text{g}/\text{ml}$  polybrene (Sigma-Aldrich), followed by complete medium replacement. Puromycin (1  $\mu\text{g}/\text{ml}$ ) was added 48 h post-infection and surviving cells harvested after 3 days.  $8.5 \times 10^5$  UOK257 cells were transplanted subcutaneously into the right flank of nude mice with 1:3 Matrigel Matrix HC (Corning, Cat#354248) and L15 medium (shTFEB, 10 mice per group; shTFE3, nine mice per group; shLuc, eight mice per each experimental group (shTFEB and shTFE3)). Tumor growth was monitored weekly in two dimensions using a digital caliper and mice sacrificed when the tumor reached  $\sim 0.8 \text{ cm}^3$  in volume (V), or for other reasons (i.e. age, health, and weight loss). Tumor volumes were calculated using the modified ellipsoid formula  $V = L \times l^2/2$  ( $L$  length;  $l$  width). The statistical difference in tumor volume among the groups was assessed by unpaired  $t$ -test. Survival analysis was calculated with GraphPad Prism 9.0, and differences among groups were estimated by using Log-rank test.

Nude mice were purchased from Charles River. Mice of both sexes, 6–7 weeks old, were used for experimental procedures. *In vivo* studies were performed according to fully authorized animal facility, notification of the experiments to the Ministry of Health (as required by the Italian Law) Authorization n° 509/2021-PR.

### Cell proliferation

For MTT assay 5 mg of MTT powder was solubilized in 1 ml of PBS glucose and filtered. Cells were incubated with 100  $\mu\text{l}$  of MTT solution for 1 h. At the end of the incubation time, cells treated with solubilization solution (2 ml H<sub>2</sub>O ammonia (H<sub>5</sub>NO) + 50 ml DMSO) for 10 min at 37°C to obtain a complete solubilization of the crystals. As readout, absorbance of the 96-well plate was measured recording the optical density (OD) at 540 nm with a microplate spectrophotometer system.

### Expression analysis

For gene expression analyses, total RNA was extracted according to the manufacturer's instructions (RNeasy Mini Kit Cat No./ID: 74106 (250)). RNA extracted was precisely quantified and mixed at 50 ng/5  $\mu\text{l}$ . RNA-seq analysis was performed by Next Generation Diagnostic (NGDx s.r.l.). Libraries preparation was performed with a total of 100 ng of RNA from each sample using QuantSeq 3'mRNA-Seq Library prep kit (Lexogen, Vienna, Austria) according to manufacturer's instructions. Amplified fragmented cDNA of 300 bp in size was sequenced in single-end mode by NovaSeq 6000 (Illumina) with a read length of 100 bp. Illumina NovaSeq 6000 base call (BCL) files were converted in fastq file through bcl2fastq. For the analysis, the sequence reads were trimmed BBDuk ([sourceforge.net/projects/bbmap/](https://sourceforge.net/projects/bbmap/)) to remove adapter sequences and low-quality end bases ( $Q < 20$ ). Alignment was performed with STAR 2.6.0a on the Hg38 reference provided by UCSC Genome Browser. For the mouse dataset, sequence reads were trimmed using bbdduk software (<https://jgi.doe.gov/data-and-tools/bbtools/bb-tools-user-guide/usage-guide/>) (bbmap suite 37.31) to remove adapter sequences, poly-A tails and low-quality end bases (regions with average quality below) and then aligned on mm10 reference sequence using STAR. About the data processing step: the gene expression levels were determined with HTseq-count 0.9.1. The raw expression data were normalized, analyzed, and visualized by Rosalind HyperScale architecture (OnRamp BioInformatics, Inc.). Data were analyzed by using the DAVID online tool (DAVID Bioinformatics Resources 6.8), for Gene Ontology Enrichment Analysis (GOEA), and the "Kyoto Encyclopedia of Genes and Genomes" (KEGG Pathway) analyses. The threshold for statistical significance of GOEA was  $\text{FDR} < 0.1$ , and Enrichment Score  $\geq 1.5$ , while for the KEGG Pathway analyses was  $\text{FDR} < 0.1$ . To bioinformatically identify the CLEAR motifs in the promoter of the DEGs of interest, we used the TFEBexplorer database (De Cegli et al, 2022). The DEGs promoter sequence included 2,000 bp upstream and 500 bp downstream from the transcription start site (TSS) for the human or the mouse sequences. Heatmap, Venn diagram, and 3D-Pie chart were generated using custom-annotated scripts.

### Mass spectrometry

For proteomic analysis of BHD tumor samples relative to control kidney tissues, samples were solubilized in homogenization buffer (25 mM Tris-HCl pH 7.4, 10 mM EDTA, 10 mM EGTA, 1% NP40 supplemented with protease and phosphatase inhibitors). The soluble fractions from tissue lysates were isolated by centrifugation at 16,000  $g$  for 10 min in a microfuge. All the experiments were

### The paper explained

#### Problem

Birt-Hogg-Dubé (BHD) is a hereditary cancer syndrome caused by germline pathogenic variants of the *FLCN* gene in which affected individuals are at risk for the development of cutaneous fibrofolliculomas, pulmonary cysts and pneumothoraces, and bilateral, multifocal renal cysts and solid tumors. There is currently no effective form of therapy for BHD-associated cutaneous or lung lesions and the only treatment for the kidney tumors is surgical removal.

#### Results

While we and others have previously shown that *FLCN* loss results in nuclear translocation and constitutive activation of both TFEB and TFE3, and that genetic deletion of TFEB rescues renal cystogenesis in a kidney-specific *Flcn* KO mouse model, the role of TFEB/TFE3 in human BHD tumorigenesis was unknown. In the current study, we show that both Tfeb and Tfe3 contribute to murine renal cystogenesis and that human BHD renal tumors are characterized by activation of the TFEB/TFE3 transcriptional program. We also show that silencing either TFEB or TFE3 in human BHD-associated kidney cancer cells rescues xenograft tumorigenesis. In addition, we highlight the previously unrecognized presence of an aggressive human variant of BHD-associated RCC characterized by a pathologic phenotype reminiscent of both TFE3 papillary-clear and TFEB eosinophilic-clear renal cell carcinoma with cystic, cystic/solid, and solid features.

#### Impact

In this study, we highlight the critical role and clinical implications of TFEB- and TFE3-driven solid, cystic and cystic/solid renal lesions. The finding that downregulation of several of the TFEB/TFE3 target genes had a significant effect on proliferation of BHD RCC tumor cells will hopefully provide the foundation for the development of an effective form of therapy for patients affected with this cancer and related disorders.

performed in a labeling-free setting. Proteins (30 µg) were precipitated overnight in cold acetone and peptides purified using the iST Kit (Preomics) following the company instructions. Instruments for LC MS/MS analysis consisted of a NanoLC 1200 coupled via a nano-electrospray ionization source to the quadrupole-based Q Exactive HF benchtop mass spectrometer (Michalski *et al*, 2011). Peptide separation was carried out according to their hydrophobicity on a home-made chromatographic column, 75 µm ID, 8 µm tip, bed packed with Reprosil-PUR, C18-AQ, 1.9 µm particle size, 120 Å pore size, using a binary buffer system consisting of solution A: 0.1% formic acid and B: 80% acetonitrile, 0.1% formic acid. Runs of 120 min after loading were used for proteome samples, with a constant flow rate of 300 nl/min. After sample loading, run start at 5% buffer B for 5 min, followed by a series of linear gradients, from 5% to 30% B in 90 min, then a 10 min step to reach 50% and a 5 min step to reach 95%. This last step was maintained for 10 min. Q Exactive HF settings: MS spectra were acquired using 3E6 as an AGC target, a maximal injection time of 20 ms and a 120,000 resolution at 200 *m/z*. The mass spectrometer operated in a data-dependent Top20 mode with subsequent acquisition of higher energy collisional dissociation (HCD) fragmentation MS/MS spectra of the top 20 most intense peaks. Resolution, for MS/MS spectra, was set to 15,000 at 200 *m/z*, AGC target to 1E5, max injection time to 20 ms, and the isolation window to 1.6Th. The intensity threshold was set at 2.0 E4 and Dynamic exclusion at 30 s.

All acquired raw files were processed using MaxQuant and the implemented Andromeda search engine. For protein assignment, spectra were correlated with the UniProt Homo Sapiens including a list of common contaminants. Searches were performed with tryptic specifications and default settings for mass tolerances for MS and MS/MS spectra. Carbamidomethyl at cysteine residues was set as a fixed modification, while oxidations at methionine and acetylation at the N-terminus were defined as variable modifications. The minimal peptide length was set to seven amino acids, and the false discovery rate for proteins and peptide-spectrum matches to 1%. The match-between-run feature with a time window of 0.7 min was used. For further analysis, the Perseus software was used and first filtered for contaminants and reverse entries as well as proteins that were only identified by a modified peptide. Label-free quantification was performed using IBAQ quantification. The values were logarithmized, grouped, and filtered for min. valid number (min. 3 in at least one group). Missing values have been replaced by random numbers that are drawn from a normal distribution. Significantly regulated proteins between conditions were determined by student *t*-test using FDR < 0.05 as threshold. Log2 Fold-change values for significant proteins and genes (FDR < 0.05) expressed in both the proteome and transcriptome data sets were used for correlation analysis. The Pearson correlation coefficient was used for global correlation analysis correlating the data sets. Data visualization was done in the statistical environment R.

## Data availability

For expression data, the whole set of results is available in the GEO database as: GSE213063: Gene expression profile of kidneys from mice at post-natal day 2. GSE207649: Gene expression profile of kidney tumor samples from BHD patients relative to control kidney samples. GSE207650: Gene expression profile of UOK257 cells silenced for TFEB or TFE3 relative to control UOK257 silenced for luciferase. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE [1] partner repository with the dataset identifier PXD035450.

**Expanded View** for this article is available [online](#).

## Acknowledgements

We thank Bioinformatics Core, in particular Eugenio Del Prete, for statistical analysis, and the Mass Spectrometry facility, the High Content Screening facility and the Advanced Histopathology facility at TIGEM. We acknowledge the support of the following funding agencies: the Italian Telethon Foundation (to CDM, and AB), the Associazione Italiana per la Ricerca sul Cancro (IG-22103 and 5x1000-21051 to AB), the Ministero dell'Università e della Ricerca (PRIN 2017E5L5P3 to AB), Worldwide Cancer Research (21-0278 to CDM), the Kidney Cancer Association (2020 Young Investigator Award to CDM), and the European Research Council (H2020 AdG; LYOSOMICS 694282 to AB). This research was supported in part by the Center for Cancer Research, National Cancer Institute, Bethesda, MD. This project has been funded in part with Federal funds from the National Cancer Institute, National Institutes of Health, under Contract No. HHSN261201500003I. The content of this publication does not necessarily reflect the views or policies of the Department of Health and Human Services, nor does mention of trade names, commercial products, or organizations imply endorsement by the U.S. Government.

## Author contributions

**Chiara Di Malta:** Conceptualization; formal analysis; supervision; funding acquisition; investigation; visualization; writing – original draft; project administration; writing – review and editing. **Angela Zampelli:** Investigation. **Letizia Granieri:** Formal analysis; investigation. **Claudia Vilardo:** Investigation. **Rossella De Cegli:** Formal analysis. **Laura Cinque:** Investigation. **Edoardo Nusco:** Investigation. **Salvatore Pece:** Investigation. **Daniela Tosoni:** Investigation. **Francesca Sanguedolce:** Formal analysis. **Nicolina Cristina Sorrentino:** Investigation. **Maria J Merino:** Investigation. **Deborah Nielsen:** Investigation. **Ramaprasad Srinivasan:** Investigation. **Mark W Ball:** Investigation. **Christopher J Ricketts:** Investigation. **Cathy D Vocke:** Investigation. **Martin Lang:** Investigation. **Baktiar Karim:** Investigation. **Luisa Lanfranccone:** Supervision; investigation. **Laura S Schmidt:** Resources; investigation; writing – review and editing. **W Marston Linehan:** Resources; supervision; writing – review and editing. **Andrea Ballabio:** Conceptualization; supervision; funding acquisition; writing – original draft; project administration; writing – review and editing.

## Disclosure and competing interests statement

AB is cofounder of Casma Therapeutics and advisory board member of Next Generation Diagnostics, Avilar Therapeutics and Coave Therapeutics. AB is an editorial advisory board member. This has no bearing on the editorial consideration of this article for publication.

## For more information

- i <https://bhdysndrome.org/>
- ii <https://myrovlytistrust.org/>
- iii W. Marston Linehan, M.D. | Center for Cancer Research

## References

How the deposited data were processed for this re-analysis (not part of the article)

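Messenger RNA of kidneys taken at postnatal day 2 was measured in 35 mouse libraries of 3 crosses, which were analysed in 3 sets. Set A holds the 5 libraries labelled Flcn KO, the 4 labelled Flcn/Tfeb DKO and the controls of each cross. Set B and set C hold the libraries of the Flcn/Tfe3 cross. The patient tumours and cell lines of the paper were not analysed here.

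The authors trimmed the reads with bbduk, aligned them on mm10 with STAR and counted them per gene with HTSeq-count, and the deposited values are these counts, whole numbers without normalization. Of the genes in them, 99.9% are in GENCODE release M21 for the same genome. Counts of reads that fell on no gene or on more than 1 place were left out of the library totals and the tests. A column with the percentage of reads aligned to more than 1 place (1 column) was not used. Each pair of libraries in the same group and set was checked for being the same library sequenced again. Over 63 pairs the chi-square per degree of freedom was 2.71 to 39.1 (median 7.22), so no pair was treated as 1 library. Symbols were matched to the paper's Dataset EV1, of whose 139 increased transcripts 138 are in the counts. For set A the values per library in Dataset EV1 are the counts scaled by library size (CPM) of the library of the same title. For sets B and C they were changed by a step that is not in the files used here, so they were not used.

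Each comparison was fitted in edgeR 4.0.16 under R 4.3.3, with filterByExpr on the groups, TMM factors and the quasi-likelihood F test, which is two-sided. The set was a term in each fit with the Flcn/Tfe3 cross. Differences between crosses were tested as interactions, each effect being taken against the controls of its own cross and set. P values were adjusted by the Benjamini-Hochberg method over the genes tested, and a gene was called at an adjusted p under 0.05. CPM of genes are on TMM-scaled library sizes, with a prior count of 2 for log2 CPM, except those of Ubb and the Cyp4a genes and the limit that a count of 0 allows, which are on the library totals. A gene whose libraries in a group all held at most 3 counts was treated as at the floor.

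Gene lists were tested with camera of limma 3.58.1, two-sided, at a preset correlation of 0.01, with an estimated correlation and with fry. The score of a list is the mean log2 CPM of those of its genes that passed the filter, less the mean of the controls of the same cross and set. Scores and single genes were compared by exact permutation of the libraries, within sets for the Flcn/Tfe3 cross, and single genes had a pseudocount of 0.5. The lists are the 139 increased transcripts, the 13 genes marked ChIP-positive in Dataset EV1, 119 lysosomal genes and 11 lists of kidney cell types (intercalated cell, principal cell, thick ascending limb, distal convoluted tubule, proximal tubule, podocyte, endothelium, stroma, nephron progenitor, myeloid and red blood cell). The lysosomal and cell type lists were compiled by hand.

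The comparisons, the lists, the alternatives and the rule for the genes named were set before the data were examined. The genes named are Flcn, Tfeb, Tfe3, Cdh16 and Lamp1, the 13 ChIP-positive genes, the 6 genes of Table EV1 and, from the Flcn cross, the 5 genes with the largest increase and the 5 with the largest decrease among those that were called, separated the groups and had a mean of at least 10 counts in the higher group. Other genes are named after their values were seen. The result of 1 further test, made of the Ubb pattern, is not reported here.

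Each script that tests genes was first tested on simulated data, counts drawn for the real genes with 200 genes changed 2-fold, of which 152, 25 and 168 were called in the Flcn, Flcn/Tfeb and Flcn/Tfe3 crosses, with 8, 2 and 8 unchanged genes called. The alternatives were DESeq2 1.42.0, the likelihood ratio test of edgeR, RLE factors, no filter and a filter at a mean of 10 counts, a threshold of 0.1, Xist as a covariate, the replicate number as a block, other choices of libraries and sets, and each library left out in turn. The share of mitochondrial counts as a covariate was added after the data were seen. Up to 100 splits of the libraries into groups of the same sizes were fitted for each comparison. Single libraries far from the others were sought in groups of 4 to 10 libraries. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.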

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

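The tests of the mitochondrial share and of the numbers of females and males in the Flcn cross, of control Flcn/Tfeb replicate 3 and of the Cyp4a reads were chosen only after the result was seen.

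Effects on the same gene lists were compared between the crosses as differences, each with a p under 0.05 from camera. For the 139 genes the effect in libraries labelled Flcn/Tfeb DKO less that in libraries labelled Flcn KO had a median of -0.81, the effect labelled Flcn/Tfe3 DKO less Flcn KO -0.47, and the effect labelled Flcn/Tfe3 DKO less Flcn/Tfeb DKO 0.28. For the ChIP-positive genes the first of these was -0.70 and the second -0.40, and for the lysosomal genes they were -0.26 and -0.085 (camera, two-sided p = 1.1e-05 and 0.0037). The 139 genes, and the ChIP-positive genes among them, were drawn from the Flcn KO libraries, so their differences from the effect there hold selection too and their p is not independent evidence. The lysosomal list holds 6 of the 139 genes, so this applies to it in part. The groups are named by the labels of their libraries, which the counts of Flcn did not check. Each effect was taken against controls of its own cross, so the parents of each cross also differ between the effects and stay an open, untested explanation of every difference.

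Several technical explanations of the smaller rise of the 139 genes in libraries labelled Flcn/Tfeb DKO (median 0.066) than in those labelled Flcn KO were tested. Fewer libraries and lower depth were predicted to lower the rise in libraries labelled Flcn KO too. In 50 comparisons reduced to 4 against 3 of these libraries and thinned to the totals of the Flcn/Tfeb cross, the lowest median of the 139 genes was 0.75. The 139 genes were picked in these same libraries, so this median cannot decide. In the same comparisons 14 to 115 genes were called (median 27.5), against 0 in the Flcn/Tfeb cross. Control Flcn/Tfeb replicate 3 has the lowest share of mitochondrial counts in its cross, 4.47%, and without it the median was 0.041, no nearer to the median in the Flcn cross. Selection of the list on the Flcn KO libraries inflates their effect, so the Flcn KO comparison was divided 100 times, 139 genes were picked in one part and measured in the other. The picked genes shrank as much as from Flcn KO to Flcn/Tfeb DKO, a ratio of 0.0807, in 1 of 100 divisions. These tests argue against that control library and selection as the whole cause of the smaller rise. For the number and depth of the libraries, the calls argue against them only as the whole cause of the 0 calls. Among 100 splits of the 17 libraries, the real one included, 2 gave as many called genes and 1 gave a median of the 139 genes as large. The 139 genes were picked on the real split of the Flcn cross, which favours it in that median. The count of medians therefore cannot decide. At least as many genes with an unadjusted p under 0.05 were found in 29 of these splits. A lower rise without TFEB, which the labels name, is a hypothesis that these values do not exclude, found and tested on the same data.

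For the rise in libraries labelled Flcn/Tfe3 DKO, a difference between the 2 deposited tables was tested as the cause, but the lower of the 2 medians within a table was 0.36. The smaller size of this rise against that in libraries labelled Flcn KO, a ratio of 0.492, and selection of the list on the Flcn KO libraries cannot be told apart. In the 100 divisions the picked genes kept a median ratio of 0.653 and 24 divisions gave 0.492 or less, and each division leaves few libraries. Genes picked for being called, in the 70 divisions with 10 or more of them, kept a higher median ratio of 0.855. That ratio ranged from 0.026 to 1.18, so it does not settle the question. For Flcn/Tfe3 DKO less Flcn KO the real split gave 0 calls, which all 100 splits of the 35 libraries must reach, so the count of calls shows nothing. Of these splits 9 gave at least its 849 genes at an unadjusted p under 0.05, and 13 gave a median of the 139 genes as large. The picking of the 139 genes favours the real split in that median too. For Flcn/Tfe3 DKO less Flcn/Tfeb DKO, 4 of 100 splits gave as many called genes as the real 4, with up to 86, and 3 gave a median as large. These splits move libraries between genotypes within each cross and set.

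Single genes also differed between crosses, all chosen after their values were seen. Slc16a7 (-1.72) and Sostdc1 (-1.11) were lower in Flcn/Tfeb DKO less Flcn KO, and Slc16a7 (1.60), Sostdc1 (0.85), Car12 (0.92) and Cyp4a31 (3.22) were higher in Flcn/Tfe3 DKO less Flcn/Tfeb DKO. Within the crosses labelled Flcn KO, Flcn/Tfeb DKO and Flcn/Tfe3 DKO the log2 fold change was 1.30, -0.42 and 1.20 for Slc16a7, 0.74, -0.37 and 0.50 for Sostdc1, and 0.62, -0.18 and 0.76 for Car12. For Cyp4a31 it was -0.21 in libraries labelled Flcn KO and 0.058 in those labelled Flcn/Tfe3 DKO, and in the Flcn/Tfeb cross it had 4 to 9 counts in libraries labelled DKO and 3, 61 and 146 in controls 1, 2 and 3. Reads lost to the other Cyp4a genes, a candidate explanation for this gene, cannot be told apart from a change of its own. The other 7 Cyp4a genes summed to 104 CPM against 146, a log2 ratio of -0.49, and the few controls differ much among themselves.

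Of the genes called in libraries labelled Flcn/Tfe3 DKO, 13 lie outside Dataset EV1, and the paper does not report them. Of these, 10 were higher and 3 lower. The 12 that were also tested in the Flcn cross all changed in the same direction there, 8 of them with an unadjusted p under 0.05. The largest increase was that of Slc26a7, with 25.1 ± 4.203 CPM (SD, n = 10) against 13.0 ± 3.84 (SD, n = 8), a log2 fold change of 1.02 (standard error 0.15, adjusted p = 0.00060 from edgeR's test with Benjamini-Hochberg adjustment). Its change was 0.49 in libraries labelled Flcn KO, with an unadjusted p of 0.020. Anxa4 was the gene of the 13 for which all 10 libraries labelled Flcn/Tfe3 DKO lay above all 8 controls. The number called in this cross depends on the set, being 8 with set B alone. A list of intercalated cell markers written before the test was measured as a candidate source of such genes, since 7 of its 20 genes are among the 139. Its median was 0.55 in libraries labelled Flcn KO and 0.34 in those labelled Flcn/Tfe3 DKO. Outside the 139 genes the median was 0.049 in libraries labelled Flcn KO, with 5 of 10 markers above 0, and 0.22 in those labelled Flcn/Tfe3 DKO, with 10 of 12 above 0. In the latter the adjusted p of these remaining markers was 0.00075 from camera, 0.040 with an estimated correlation and 0.020 with fry. That rise goes with a larger share of intercalated cells or with higher expression per cell, and these values cannot tell them apart. In libraries labelled Flcn KO they cannot be told apart either. The 7 markers taken out had been picked for a rise in the Flcn KO libraries, so the remaining ones, which go both ways there, cannot decide.

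The number of genes called in a comparison was set against other splits of the same libraries. In the Flcn cross 16 of 100 splits (of 126 possible), the real one included, gave at least 1082 genes with an unadjusted p under 0.05. At least 62 called genes were found in 3 of the 100, the real one included. The other two gave 534 and 266, and in the split with 534 the mean share of mitochondrial counts differed by -3.07 percentage points between the groups, against 0.695 in the real split. With this share as a covariate 147 genes were called, so a trend with it is not the whole cause of the calls. Thinning each library to the smallest total kept a median of 46 of the 62 genes (totals of the 2 groups, exact permutation p = 0.937). Counts of Xist and of Y-linked genes show 1 female and 4 males in each group of this cross, which argues against unequal numbers of the sexes there. In the Flcn/Tfe3 cross they show 5 females and 3 males in controls, and 3 and 7 in libraries labelled DKO. With Xist as a covariate 26 genes were called in that cross instead of 48, so unequal numbers of the sexes stay open there. In the Flcn/Tfeb cross the real split gave 0 calls, which all 35 splits must reach, so the count of calls shows nothing, and 8 of the 35 gave at least its 632 genes with an unadjusted p under 0.05. In the Flcn/Tfe3 cross 2 of 100 splits within sets gave at least 48 called genes, and the other gave 144. At least 891 genes with an unadjusted p under 0.05 were found in 19 of these 100 splits.

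Single libraries far from the others of their group were sought by the gap to the nearest library in 212 tests of groups of 4 to 10 libraries. There were 13 such values where chance gives 10.6, so no pattern is read into them and no explanation was tested. They were the score of the lysosomal genes in control Flcn/Tfe3 replicate 5 (-0.0554), and the CPM of Lamp1 in Flcn/Tfeb DKO replicate 1 (679.8), Mcoln3 in Flcn/Tfeb DKO replicate 4 (4.46), Gadd45a in Flcn KO replicate 3 (18.2), Gadd45g in Flcn/Tfeb DKO replicate 4 (32.4), Soat1 in Flcn KO replicate 5 (56.8) and Flcn/Tfe3 DKO replicate 7 (61.2), Sprr2f in control Flcn replicate 1 (0) and Clu in control Flcn replicate 5 (288). The totals on genes of Flcn/Tfeb DKO replicate 2 (1652649) and of control Flcn/Tfe3 replicate 5 (1719367) and the shares of mitochondrial counts of Flcn/Tfeb DKO replicate 1 (10.4%) and Flcn/Tfe3 DKO replicate 4 (3.56%) complete the list.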

How the results depend on the processing

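Each comparison was refitted with DESeq2, with edgeR's likelihood ratio test, with RLE factors, with other filters on low counts, with a threshold of 0.1, with Xist as a covariate, with the replicate number as a block and, where they apply, with all 17 libraries of set A, without the set covariate or with set B or C alone. The share of mitochondrial counts as a covariate was chosen after seeing the data. In the Flcn/Tfeb cross that share was 3.34 percentage points higher in libraries labelled DKO than in controls. The covariate there also takes up part of any effect of genotype. The cause of the changes listed here was not tested, apart from those of set C.

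The number of genes called in libraries labelled Flcn KO was 62. DESeq2 gave 116, the likelihood ratio test 132, no filter on low counts 95, a threshold of 0.1 100 and the mitochondrial covariate 147, and the 5 other alternatives stayed within 1.5 times the number, the lowest being 43. The 139 genes called higher numbered 54 there, and 89, 104, 85 and 97 with DESeq2, the likelihood ratio test, a threshold of 0.1 and the mitochondrial covariate. For the libraries labelled Flcn/Tfeb DKO all 17 libraries of set A in 1 fit gave 1 call, and the 9 other alternatives gave 0 calls, as did the comparison itself (632 genes at an unadjusted p under 0.05). There were 48 calls in libraries labelled Flcn/Tfe3 DKO. DESeq2 gave 93, the likelihood ratio test 88, Xist as a covariate 26, no set covariate 29, the mitochondrial covariate 28, set B alone 8 and set C alone 569, which had 8 calls once the mitochondrial share was a covariate. The 139 genes called higher there numbered 33, and 8 with set B alone. The difference between the effects labelled Flcn/Tfeb DKO and Flcn KO had 2 calls, and 8, 7 and 5 with DESeq2, the likelihood ratio test and the mitochondrial covariate. That between Flcn/Tfe3 DKO and Flcn KO had 0 calls (849 genes at an unadjusted p under 0.05), and 1 with set C alone. That between Flcn/Tfe3 DKO and Flcn/Tfeb DKO had 4 calls, and 22, 18 and 1 with DESeq2, the likelihood ratio test and set B alone.

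Each fit was repeated with 1 library left out. The calls ranged from 37 to 58 in the Flcn cross, from 0 to 1 in the Flcn/Tfeb cross and from 30 to 53 in the Flcn/Tfe3 cross. For the differences between effects they ranged from 0 to 3 (Flcn/Tfeb DKO less Flcn KO), from 0 to 0 (Flcn/Tfe3 DKO less Flcn KO) and from 2 to 199 (Flcn/Tfe3 DKO less Flcn/Tfeb DKO), the last with 77, 199 and 2 calls without control Flcn/Tfeb replicates 1, 2 and 3. The 139 genes called higher in libraries labelled Flcn KO ranged from 33 to 50. In libraries labelled Flcn/Tfeb DKO the median of the 139 genes ranged from 0.041 to 0.15 and their score from 0.0898 to 0.165, and for the ChIP-positive genes the median ranged from 0.078 to 0.26 and the score from 0.126 to 0.329. With 6 libraries left in that cross no permutation p could be under 0.05, so the p of these scores says nothing about stability. The difference of the ChIP-positive genes between Flcn/Tfe3 DKO and Flcn/Tfeb DKO ranged from 0.0012 to 0.31, and that of the lysosomal genes from 0.036 to 0.12. For the lysosomal genes Flcn/Tfeb DKO less Flcn KO ranged from -0.30 to -0.16, the latter without control Flcn/Tfeb replicate 3. Flcn/Tfe3 DKO less Flcn KO ranged from -0.15, without control Flcn replicate 2, to -0.068. The median of the lysosomal genes in libraries labelled Flcn/Tfeb DKO ranged from -0.12 to -0.021 and their score from -0.0802 to 0.00396. In libraries labelled Flcn/Tfe3 DKO that median ranged from 0.011 to 0.045. The number of lysosomal genes among those called in the Flcn cross ranged from 2 to 3, with Fisher's exact p from 0.0043 to 0.075. The log2 fold change of Flcn in libraries labelled Flcn/Tfeb DKO ranged from -0.0040 to 0.34. Other genes that changed direction included Cdh16 in libraries labelled Flcn KO (-0.010 to 0.11), and Lamp1 and Cdh16 in those labelled Flcn/Tfe3 DKO (-0.025 to 0.027 and -0.041 to 0.023). In those labelled Flcn/Tfeb DKO they included Mcoln3 (-0.073 to 0.68), Grn (-0.13 to 0.095), Slc20a1 (-0.10 to 0.54), Asah1 (-0.096 to 0.15), Hexa (-0.15 to 0.20) and Ctsd (-0.11 to 0.080). Not every named gene was followed in that cross. Prss35 (-0.65) and Pck1 (-0.22) there each showed no difference from the paper's value in 15 of 16 alternatives.

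The median of the 139 genes in libraries labelled Flcn/Tfeb DKO, 0.066 with p = 0.035 from camera, had p = 0.080 with an estimated correlation and 0.053 with fry, and it was 0.046 (p = 0.098) without the 13 ChIP-positive genes and 0.0029 (p = 0.17) with the mitochondrial covariate. Their score was 0.106 without the ChIP-positive genes and 0.116 without genes of the cell type lists, with an exact permutation p of 0.0571 for each. The ChIP-positive genes had a median of 0.21, with p = 0.10 from an estimated correlation and 0.087 from fry, and -0.053 with the mitochondrial covariate. The difference of the ChIP-positive genes between Flcn/Tfe3 DKO and Flcn/Tfeb DKO was 0.18 (p = 0.0100) with the mitochondrial covariate. The lysosomal genes in libraries labelled Flcn/Tfe3 DKO had a median of 0.040 (p = 0.049 from fry), 0.057 without the set covariate (p = 0.030), 0.075 in set B (p = 0.020) and -0.059 in set C (p = 0.61), where their score was -0.0318. Their difference from Flcn KO was -0.10 with set B alone (p = 0.093), and their difference from Flcn/Tfeb DKO was 0.12 with no filter on low counts (p = 0.015), 0.16 with set B alone (p = 0.0051) and 0.12 with the mitochondrial covariate (p = 0.016). The 2 lysosomal genes among those called in the Flcn cross became 6, 6, 4, 5 and 8 with DESeq2, the likelihood ratio test, no filter, a threshold of 0.1 and the mitochondrial covariate, and stayed at 2 with all 17 libraries of set A, where Fisher's exact p was 0.044. Without their genes among the 139, the medians of the intercalated cell list in libraries labelled Flcn KO and of the thick ascending limb list in those labelled Flcn KO and Flcn/Tfe3 DKO were 0.049, -0.098 and -0.040.

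Of the 611 log2 fold changes of named genes under an alternative, 522 kept their direction and their side of the threshold, 23 lost a call, 39 gained one and 27 changed direction. With the mitochondrial covariate, in libraries labelled Flcn/Tfeb DKO, Tfeb was 0.20, Mcoln3 -0.077, Grn -0.24, Hsbp1l1 -0.0053, Slc20a1 -0.41, Asah1 -0.17, Gadd45g -0.029, Vamp8 -0.10, Cdh16 0.014 and Ctsd 0.16. The covariate takes up part of any effect of genotype in that cross, so these changes of direction cannot be assigned to it alone. In the same libraries Ctsd was 0.0033 with RLE factors and 0.0067 with Xist as a covariate, Hexa was 0.0011 with DESeq2, 0.0044 with RLE factors and 0.053 with Xist as a covariate, and Grn was -0.00089 with all 17 libraries of set A. Where the libraries were labelled Flcn/Tfe3 DKO, set B alone gave Grn -0.079, Vamp8 0.10 and Cdh16 0.12, no filter on low counts gave Cdh16 0.014, set C alone gave Hsbp1l1 -0.058, Asah1 -0.14 and Lamp1 -0.070, no set covariate gave Vamp8 0.033 and Cdh16 0.014, and Lamp1 was -0.0044 with DESeq2 and -0.0093 with RLE factors.

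The replicate numbers do not pair the libraries. Libraries with the same number had deviations from their group means that correlated from -0.234 to 0.316 over 5 pairs in the Flcn cross, from -0.101 to 0.152 over 3 pairs in the Flcn/Tfeb cross, from -0.343 to 0.332 over 3 pairs in set B and from -0.0798 to 0.0293 over 4 pairs in set C. With the replicate block there were 12 calls in libraries labelled Flcn/Tfe3 DKO, 12 of them among the 139, 0 calls for Flcn/Tfeb DKO less Flcn KO and 0 for Flcn/Tfe3 DKO less Flcn/Tfeb DKO, and Ctsd was 0.054 in libraries labelled Flcn/Tfeb DKO. The block changed no call of a gene set.

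The number and depth of the libraries limit the tests of single genes. On simulated counts the test called 12% of 200 genes changed 2-fold for Flcn/Tfeb DKO less Flcn KO, 47% for Flcn/Tfe3 DKO less Flcn KO and 28.5% for Flcn/Tfe3 DKO less Flcn/Tfeb DKO.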

Differences from the paper's values

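The paper reports 139 transcripts increased in Flcn KO kidneys, and 54 genes were called higher here in the libraries labelled Flcn KO. Of the 19 alternatives set before the data were examined, DESeq2 (99 genes) and edgeR's likelihood ratio test (104 genes) came within 1.5 times the paper's number and the other 17 did not. With the share of mitochondrial counts as a covariate, chosen after seeing the values, 123 genes were called higher. The paper's Dataset EV1 holds 52 decreased transcripts, and 8 genes were called lower here. None of the 19 alternatives closed this gap, the nearest being the likelihood ratio test with 28, and the mitochondrial covariate, chosen after seeing the values, gave 24.

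The paper's Dataset EV1, in libraries labelled Flcn/Tfe3 DKO, gives 57 of its 139 transcripts as higher at its threshold, and 33 were called higher here. Of the 29 alternatives, all set before the data were examined, DESeq2 (43 genes), the likelihood ratio test (46 genes) and a threshold of 0.1 (38 genes) came within 1.5 times the paper's number. The paper's Table EV1 lists 6 lysosomal genes among the increased transcripts, and 2 genes of the lysosomal list were called higher here. With DESeq2 (6 genes), edgeR's likelihood ratio test (6 genes), no filter on low counts (4 genes) and a threshold of 0.1 (5 genes) the number came within 1.5 times the paper's, and with the 15 other alternatives it did not. The mitochondrial covariate, chosen after seeing the values, gave 8.

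The log2 fold change of Hexa in libraries labelled Flcn/Tfeb DKO is 0.015 in the paper's Dataset EV1 and was -0.0049 here, which is the opposite sign at a size far below the standard deviation of 0.24 between replicates. It was above 0 under DESeq2, with RLE factors, with Xist as a covariate and without control Flcn/Tfeb replicate 1, Flcn/Tfeb DKO replicate 1 or Flcn/Tfeb DKO replicate 2, which is 6 of 16 alternatives. Apart from Gpnmb in libraries labelled Flcn KO, for which there is only a lower bound here, the log2 fold changes of the other named genes had the sign of the paper's values in Dataset EV1 and differed by less than the spread between replicates. The largest absolute difference was 0.18 for Tmem61 in the Flcn cross, 0.21 for Atp6v0d2 in the Flcn/Tfeb cross and 0.47 for Sprr2f in the Flcn/Tfe3 cross.

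The paper states that the genes of Fig EV2 are upregulated in Flcn KO and corrected by depletion of Tfeb but not of Tfe3. Of the 13, 12 were tested here in libraries labelled Flcn KO and 5 were called (Gpnmb, Mlph, Hsbp1l1, Rragd and Slc20a1). In libraries labelled Flcn/Tfe3 DKO 12 were tested and 3 were called (Mlph, Rragd and Gadd45a), and Vamp8 had a log2 fold change of -0.10. In libraries labelled Flcn/Tfeb DKO 10 were tested and 0 were called. The direct difference, Flcn/Tfe3 DKO less Flcn/Tfeb DKO, had a median of 0.067 over the 13 genes. Its two-sided p was 0.106 from camera, 0.12 with an estimated correlation and 0.077 with fry. Of the genes not called in libraries labelled Flcn KO, DESeq2, the likelihood ratio test and a threshold of 0.1 each called Mcoln3, Gadd45a, Grn and Soat1, the likelihood ratio test alone of these called Asah1 and Gadd45g, and DESeq2 alone of these called Vamp8. Grn was also called with no filter on low counts and with Xist as a covariate. Of the Table EV1 genes, DESeq2, the likelihood ratio test and a threshold of 0.1 each called Ap1m2, Hexa and Gga2, and no filter on low counts also called Ap1m2. With the mitochondrial covariate, chosen after seeing the values, all 10 of these genes were called. DESeq2 and the likelihood ratio test also called Bhlhe41 in libraries labelled Flcn/Tfe3 DKO.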

Other observations

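The test of the haemoglobin genes was chosen only after the result was seen.

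The log2 fold change of Tfe3 less that of Flcn in libraries labelled Flcn/Tfe3 DKO was -0.29 (standard error 0.23). A deletion of Tfe3 in every cell, against one of Flcn only where the Cre recombinase acts, and no difference in deletion cannot be told apart by it, because reads at the 3′ end can lie past a deleted exon.

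The 8 genes called lower in libraries labelled Flcn KO are Clu, Gstm1, Klk1, Mtus2, Pck1, Prss35, Trabd2b and Ubb, of which Gstm1, Trabd2b and Ubb are named after their values were seen. A smaller share of proximal tubule cells was tested as the cause. The list of 20 proximal tubule markers did fall, with a median of -0.19 (camera, two-sided p = 3.6e-05, adjusted p = 0.00020 over the 11 lists), though the adjusted p was 0.205 with an estimated correlation and 0.121 with fry. The 8 genes, 1 of which is in this list, had a median of -1.13 and each fell by 0.56 or more. Of the 20 markers, 1 fell as much. The 8 genes were picked for a fall in these same libraries and the markers were not, so their sizes cannot decide. A smaller share of proximal tubule cells stays open as a cause.

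Ubb lies on chromosome 11 from 62551171 to 62553213, near Flcn, and had 299, 23.8, 35.3, 403 and 407 CPM in the 5 controls of the Flcn cross against 14.5 to 41.4 in libraries labelled Flcn KO. In the Flcn/Tfe3 cross it had 237 to 403 CPM in 5 of the 8 controls and 35.6 to 75.6 in the other 3, against 36.8 to 109 in libraries labelled DKO, a log2 fold change of -1.49 (adjusted p = 0.048 from edgeR's test). In the Flcn/Tfeb cross it had 19.6 to 52.1 CPM in controls and 21.4 to 24.6 in libraries labelled DKO. A strain variant carried beside the targeted allele is a candidate explanation, since 15.6% of the 90 other genes within 5 Mb of Flcn had an unadjusted p under 0.05 against 9.01% elsewhere (one-sided Fisher's exact test, p = 0.0313). Neighbouring genes are not independent, and 6.19% of 11349 windows of this size along the genome had as large a share. The share was 7.78% in the Flcn/Tfeb cross and 3.19% in the Flcn/Tfe3 cross, against 7.18% elsewhere in the latter, where Ubb was lower too. The paper names Flcn flox/flox mice as the controls of its histology. Controls of that genotype would carry the targeted allele too, which would speak against a variant beside it. The labels of these libraries give their genotype only as control. An effect of the loss of Flcn on Ubb stays open and untested.

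In set C alone 569 genes were called, 109 higher and 460 lower, and 130 of the 566 that were tested in set B (23.0%) changed in the same direction there. The share of mitochondrial counts was tested as the source and may account for most of them, since 8 genes were called with it as a covariate. It differed by -1.60 percentage points between the groups (exact two-sided permutation test, p = 0.111), so the covariate also takes up part of any effect of genotype. The share of Gm42418, the gene with the most counts, differed by -2.89 percentage points (exact two-sided permutation test, p = 0.00794, the smallest possible, unadjusted).

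Of the 8 red blood cell markers tested, 7 were lower in libraries labelled Flcn/Tfe3 DKO, with a median of -0.63 (camera, adjusted p = 0.00014 over the 11 lists, 0.165 with an estimated correlation and 0.105 with fry). Less blood left in the kidneys labelled Flcn/Tfe3 DKO of set C may be the cause. The 4 haemoglobin genes ranged from -0.21 to 0.19 in set B and from -1.71 to -1.06 in set C, and Hbb-bs, the most abundant, had 1952 ± 1212 CPM (SD, n = 10) against 2235 ± 924 (SD, n = 8) over both sets. Slc4a1, which is in the intercalated cell list too, was 0.52 in set C. No biological explanation was tested.

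The other cell type lists were measured in the same way. In libraries labelled Flcn KO the median was 0.55 for the intercalated cell list (adjusted p from camera 6.6e-09, 0.023 with an estimated correlation and 0.00089 with fry), 0.085 for principal cell, 0.032 for thick ascending limb, -0.055 for distal convoluted tubule (0.040), -0.13 for podocyte (0.028), 0.046 for endothelium, -0.23 for stroma (0.029), -0.32 for nephron progenitor (0.012), 0.082 for myeloid and 0.41 for red blood cell (0.028), the figures in brackets being adjusted p from camera under 0.05. Those of the 5 lists with 1 figure in brackets were 0.05 or more with an estimated correlation and with fry. No list in libraries labelled Flcn/Tfeb DKO had an adjusted p under 0.05 (0 lists), and 1 of the 11, myeloid, had an unadjusted p under 0.05 (0.0071, adjusted 0.078). The medians, in the same order, were -0.0012, -0.099, -0.24, 0.035, -0.33, -0.20, -0.021, -0.061, 0.21 and 0.18, and -0.16 for proximal tubule. In libraries labelled Flcn/Tfe3 DKO they were 0.34 for the intercalated cell list (adjusted p = 3.0e-15 from camera, 0.00084 with an estimated correlation and 2.1e-05 with fry), -0.15 for proximal tubule (0.00012, 0.026 and 0.010), -0.0067 for principal cell, 0.083 for thick ascending limb (0.061 from camera, 0.165 and 0.010), -0.16 for distal convoluted tubule, -0.0070 for podocyte, 0.11 for endothelium, -0.041 for stroma, 0.029 for nephron progenitor and 0.057 for myeloid. Among the 139 genes are 7 of the 20 intercalated cell markers, 1 of 12 for principal cell, 3 of 12 for thick ascending limb and 1 of 14 for myeloid, and 0 of the other lists. The intercalated cell and red blood cell lists share 1 gene, and 5 of the 119 lysosomal genes are in a cell type list.

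Lamp1 had 968 ± 98.4 CPM (SD, n = 5) in libraries labelled Flcn KO and 821 ± 107 (SD, n = 5) in controls, a log2 fold change of 0.24 (standard error 0.13, adjusted p = 0.61 from edgeR's test), and -0.24 and 0.0089 in the Flcn/Tfeb and Flcn/Tfe3 crosses. Cdh16 had a log2 fold change of 0.055 (adjusted p = 0.93 from edgeR's test) in libraries labelled Flcn KO, -0.40 in those labelled Flcn/Tfeb DKO and -0.0025 in those labelled Flcn/Tfe3 DKO. With 1 library of the Flcn/Tfeb cross left out, Lamp1 there lay between -0.36 and -0.14 and Cdh16 between -0.59 and -0.18. In whole kidneys of the control Flcn group Tfeb had 13.1 ± 2.28 CPM (SD, n = 5) and Tfe3 32.4 ± 5.37 (SD, n = 5), and in those labelled Flcn KO they had 11.5 ± 2.89 and 31.3 ± 3.17 (SD, n = 5). Reads at the 3′ end make levels of different genes only roughly comparable. Of the Table EV1 genes, Ctsd had a log2 fold change of -0.0073 in libraries labelled Flcn/Tfeb DKO and 0.41 in those labelled Flcn/Tfe3 DKO (adjusted p = 0.029 from edgeR's test, 0.05 or more in 10 of the 18 fits that each left out 1 library), and Atp6v0d2 had 0.43 and 1.13 (adjusted p = 0.00019 from edgeR's test for the latter). The 0.43 was 0.17 and 1.04 without control Flcn/Tfeb replicates 1 and 3. The lysosomal list had a median of -0.095 (camera, two-sided p = 0.175) in libraries labelled Flcn/Tfeb DKO and 0.040 (p = 0.303) in those labelled Flcn/Tfe3 DKO.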
